# Plastic hepatocyte states limit liver cancer development

**DOI:** 10.1038/s41467-025-66568-0

**Published:** 2025-11-26

**Authors:** Lauren S. Strathearn, Yuki Hayata, Abhinav Illendula, Charles K. Hewett, Mingjia Chen, Guoshun He, María Escribano-Cebrián, Brianna Jarboe, Laura Gómez-Tomé, Nicola de Prisco, Michael Slifker, Satoshi Kawamura, Hayato Nakagawa, David Rossell, Ben Z. Stanger, Joan Font-Burgada

**Keywords:** Liver cancer, Reprogramming, Liver cirrhosis

## Abstract

The liver has remarkable regenerative capacity owing to the boundless proliferative potential of hepatocytes. During liver injury, sustained regeneration must be balanced by mechanisms limiting overgrowth and tumorigenesis. Epithelial plasticity is frequently observed during liver damage and is thought to mediate production of biliary epithelial cells (BECs) or hepatocytes, depending on tissue needs. Here we show that hepatocytes persisting in plastic states are present in virtually all liver injury contexts, representing the predominant outcome of hepatocyte reprogramming rather than their full BEC conversion. By developing tools to trap mouse hepatocytes in plastic states in vivo and using models of regeneration and transplantation, we show that plastic hepatocytes are refractory to proliferation cues from the microenvironment. Unlike terminally differentiated hepatocytes, plastic hepatocytes resist proliferation driven by endogenous oncogenic stimuli. Thus, acquisition of plastic states represents a protective mechanism that constrains hepatocyte proliferation, limiting overgrowth and tumorigenesis during liver disease.

## Abstract (web summary)

The balance between cell proliferation and cell cycle arrest is essential for liver regeneration. Here the authors report the emergence of partially reprogrammed hepatocytes persisting in plastic states during liver tissue injury, which are resistant to proliferation thereby limiting overgrowth and tumorigenesis.

## Introduction

Chronic inflammatory conditions that impair tissue integrity are closely associated with cancer risk. The mechanisms promoting tumorigenesis are well established^1^, however, how damaged tissues balance the need for tissue regeneration while actively implementing strategies to suppress tumorigenesis is not understood. Cellular plasticity, whereby cells switch identity through cellular reprogramming mechanisms (e.g., dedifferentiation, transdifferentiation), is a process particularly active during tissue injury and is thought to be important for efficient regeneration. However, dysregulation of this plasticity has also been linked to aging and cancer development^2,3^.

In the liver, chronic tissue damage and regeneration are strongly associated with cancer development^4,5^. In these conditions, a well-established paradigm of cellular plasticity exists between the two epithelial cell types, hepatocytes and biliary epithelial cells (BECs)^6,7^. Genetic lineage tracing has shown that BECs can reprogram into hepatocytes in models mirroring human end stage liver disease, where hepatocyte proliferation is severely compromised or absent^8–11^. In contrast, hepatocyte reprogramming to BEC is prominent in cholestatic injuries^12^ and can even restore the intrahepatic biliary tree in a mouse model of Alagille Syndrome^13^. However, hepatocyte reprogramming is not limited to models with biliary injury, having been observed using lineage tracing in various types of liver damage^12^. Notably, this process is characterized by low efficiency, with only a small fraction of hepatocytes reaching full transdifferentiation, resulting in a spectrum of plastic cells with intermediate features of both hepatocytes and BECs, in a morphologic and gene expression continuum^12,14^.

Importantly, plastic hepatocytes displaying intermediate hepatocyte–BEC states are commonly identified in human liver disease specimens, suggesting that the emergence of these cells is a conserved response to liver injury^12,15^. However, much focus has been placed on plasticity’s contribution to producing terminally differentiated cells, while the potential significance of cells presenting intermediate plastic states remains largely unexplored.

Here we show that partial hepatocyte reprogramming, defined by hepatocytes persisting in plastic states, is a widespread and abundant response across diverse liver disease models, representing a fundamental outcome of hepatocyte plasticity in response to liver damage, rather than the generation of additional biliary epithelial cells. To address the lack of tools for studying these intermediate states, we develop genetic systems to capture hepatocytes in partial states of reprogramming in vivo. Remarkably, hepatocytes in plastic states resist both extrinsic proliferation cues and intrinsic oncogene-driven growth. This proliferation restraint is conserved across experimental models and contexts, uncovering a universal property of hepatocyte plasticity. Together, these findings support a model in which plastic states are inherently cytostatic in hepatocytes, balancing regenerative demands with tissue size control and thereby acting as a tumour suppressive mechanism.

## Results

### High prevalence of hepatocytes in plastic states across models of liver injury

To estimate the prevalence of hepatocytes in plastic states, we performed a systematic immunofluorescence analysis of a panel of mouse models of liver injury. These included, toxin-induced damage (CCl_4_ and DDC), genetic (Fah^−/−^ and MUP-uPA) and surgical (PHx and BDL) with DDC and BDL being cholestatic models (Fig. 1a). HNF4α, a hepatocyte lineage marker was independently paired with three markers of hepatocyte reprogramming: Hes1 a canonical readout of Notch activity, since this pathway is essential for this process^12^, as well as Sox9 (early) or Osteopontin (intermediate), bona fide markers of hepatocyte to BEC reprogramming^12,16^.

**Fig. 1:**
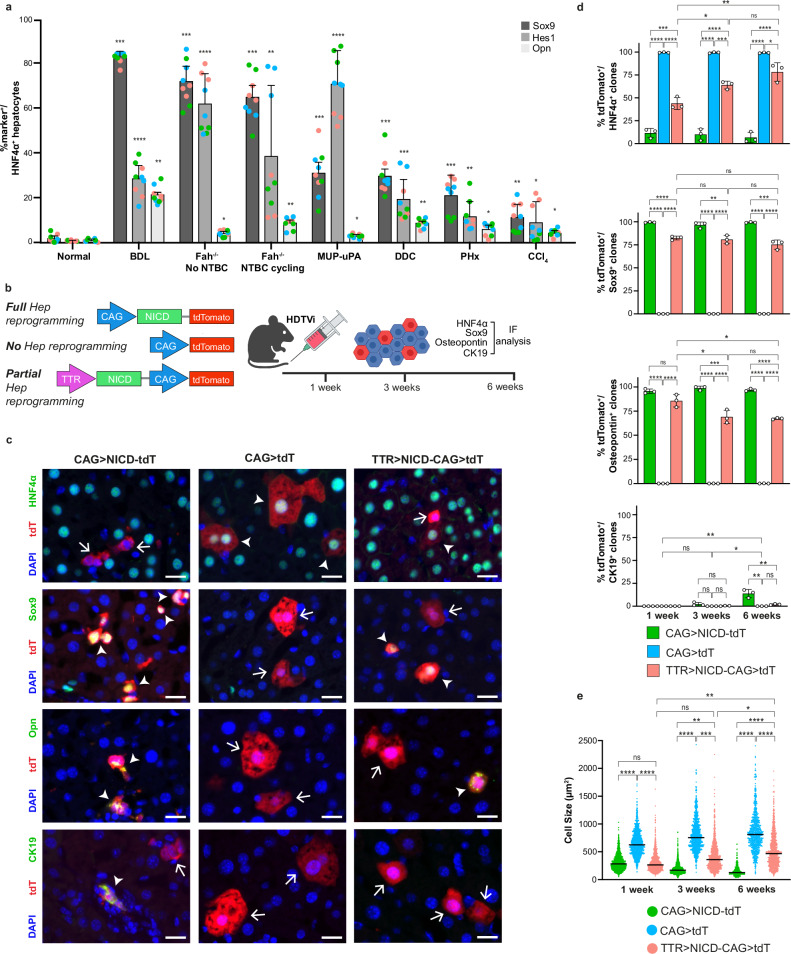
Prevalence of plastic hepatocytes during liver damage and the development of a transposon-based induction tool. **a** Expression of hepatocyte-BEC reprogramming markers Hes1, Sox9 and Osteopontin (Opn) in HNF4α^+^ hepatocytes was quantified in the livers of mice subjected to the indicated damage models. *n* = 3 mice per injury. Data displayed are means ± SD. Coloured dots designate three random areas quantified from the same mouse sample. Each damage model was compared to normal by an unpaired two-tailed *t*-test with Benjamini–Hochberg adjustment. ****p < 0.0001; ***p < 0.001; **p < 0.01; *p < 0.05. BDL bile duct ligation. CCl_4_ chronic carbon tetrachloride, DDC 0.1% 3,5-diethoxycarbonyl-1,4-dihydrocollidine diet. Fah^−/−^ NTBC cycling, Fumarylacetoacetate hydrolase^−/−^ mice cycled off Nitisinone three times. Fah^−/−^ no NTBC, Nitisinone withdrawn from Fah^−/−^ mice continuously for 3 weeks. MUP-uPA, transgenic mice expressing urokinase-type plasminogen activator under control of the Major Urinary Protein promoter. PHx, 70% partial hepatectomy. **b** Schematic illustrating the experimental strategy to induce hepatocytes at various stages of reprogramming within the normal liver using transposons. TTR transthyretin, NICD Notch-intracellular domain. Created in BioRender. Hewett, C. (2026) https://BioRender.com/xjlpzpi. **c** Representative images of immunofluorescence for tdTomato (tdT) in combination with either HNF4α (hepatocyte marker), Sox9 and Opn (early BEC markers), and CK19 (mature BEC marker) on liver sections 3-weeks post-HDTVi of the indicated transposons. Arrowheads denote marker positive tdT^+^ clones; arrows denote marker negative tdT^+^ clones. n = 3. Scale bars, 10μm. DAPI, 4′,6-diamidino-2-phenylindole. Quantification of the percentage of tdT^+^ hepatocytes expressing the indicated cell identity markers (**d**) and tdT^+^ cell size (**e**) at 1-, 3- or 6-weeks post-HDTVi of the indicated transposons. In (**d**) data displayed are means ± SD *n* = 3 mice. In (**e**) each data point represents a single cell, and the mean of the data for each transposon/time point from three mice is denoted by solid black lines; *n* = 9541 cells. Statistical significance was determined by one-way ANOVA with post-Hoc Tukey’s test for multiple comparisons. ****p < 0.0001; ***p < 0.001; **p < 0.01; *p < 0.05; ns not significant.

As expected, normal control mouse livers had a very small proportion of HNF4α^+^ hepatocytes displaying Hes1 and Sox9^17^. In contrast, all mouse models of liver injury displayed a significantly higher proportion of hepatocytes with concomitant expression of Hes1, Sox9 or Osteopontin (Opn) (Fig. 1a and Supplementary Figs.  1, 2). Strikingly, the abundance of hepatocytes in plastic states (Hes1+ or Sox9+) increased proportionally with the severity of liver damage, exceeding 50% of all hepatocytes in BDL and Fah^−/−^ models, compared to ~10% in the CCl₄ model. Opn^+^ hepatocytes appeared less abundant compared to Sox9 or Hes1 in all models, with the highest frequencies in cholestasis (BDL and DDC). This observation indicates that hepatocyte reprogramming is a bottleneck with progressively fewer hepatocytes found at advanced stages of transdifferentiation, a process that is favoured in the presence of bile duct damage. Hepatocytes in plastic states were not evenly distributed within the tissue, showing a strong bias toward the portal area, especially for Opn^+^ hepatocytes (Supplementary Figs. 1, 2).

Taken together, these results indicate that partial hepatocyte reprogramming is a universal response to liver damage and regeneration, predominantly giving rise to hepatocytes in plastic states, referred to hereafter as plastic hepatocytes. Notably, this outcome occurs even in cholestatic injury models, where hepatocyte reprogramming was previously assumed to primarily yield fully differentiated BECs.

### Developing a transposon-based system to capture hepatocytes in plastic states in the normal liver

To further study the properties of plastic hepatocytes in a controlled setting we next developed an in vivo system to stably entrap hepatocytes in plastic states within a normal liver background, enabling their study while minimizing confounding factors from underlying tissue damage and inflammation. Notch signalling is essential for BEC differentiation during development^18^ as well as for hepatocyte to BEC transdifferentiation^12^. Most importantly, ectopic activation of Notch signalling in hepatocytes is sufficient to drive their reprogramming to BEC without overt oncogenesis^12,19^. Capitalizing on these mechanistic insights, we designed a PiggyBac transposon vector, CAG > NICD-tdT, to constitutively express the Notch intra-cellular domain (NICD) together with a tdTomato (tdT) cassette for the genetic labelling of hepatocytes targeted by the transposon (Fig. 1b). Delivery of this transposon through hydrodynamic tail vein injection (HDTVi) in C57BL/6 wildtype mice generated sparse single cell tdT^+^ hepatocytes with robust NICD and Hes1 expression levels (Supplementary Fig. 3a). Expectedly, as early as 1 week after injection, nearly all tdT^+^ hepatocytes lost expression of the hepatocyte lineage marker HNF4α (>90%) and acquired the expression of Sox9 and Opn (>98%) (Fig. 1c, d). Only after 3 weeks, a small proportion of tdT^+^ cells (2%) expressed the mature BEC marker Cytokeratin-19 (CK19), which substantially increased (~12%) at 6 weeks after HDTVi (Fig. 1c, d), with some of them forming biliary structures (Supplementary Fig. 3b). Morphologically, these marker expression changes were accompanied by a striking reduction in cell size (Fig. 1e). Approaching normal BEC cell size was associated with expression of the CK19 marker (Supplementary Fig. 3c). The clonal nature of the experimental approach left the liver tissue unaltered (Supplementary Fig. 3d). A CAG > tdT control transposon (Fig. 1b) generated tdT^+^ labelled hepatocytes with expected normal hepatocyte marker expression (100% HNF4α^+^ and CK19^-^, 99% Sox9^-^ and Opn^-^) and normal hepatocyte cell size (Fig. 1c–e).

Towards trapping hepatocytes in plastic states while avoiding full BEC transdifferentiation, we exchanged the CAG promoter for the hepatocyte-specific Transthyretin (TTR) promoter (Fig. 1b). Since the TTR promoter activity is specific to hepatocyte cell identity^20^, we reasoned that in each cell, NICD levels would be linked to their transdifferentiation state. Therefore, NICD activity should be reduced when cells transition closer to BEC identity, while highest when more hepatocytic. Thus, by dynamically restricting NICD expression levels during reprogramming in vivo, we could potentially maximize the number of cells that persistently remain in plastic states between hepatocytes and BECs. Indeed, in mice injected with a TTR > NICD-CAG>tdT transposon, approximately half of tdT^+^ hepatocytes completely lost HNF4α expression. Concurrently, around 70% of tdT^+^ cells had high levels of Sox9 and Opn with very few (<3%) showing detectable CK19 levels at 6 weeks (Fig. 1c, d). Furthermore, the average size of tdT^+^ cells was intermediate compared to CAG > NICD-tdT and CAG > tdT controls (Fig. 1c, e).

Noticeably, between one and three weeks after TTR > NICD-CAG > tdT transposon injection, there was a time-dependent increase in the proportion of HNF4α^+^/tdT^+^ cells and concomitant decrease of Opn^+^/tdT^+^ cells, accompanied with average cell size gain (Fig. 1d, e). These observations indicated that the TTR promoter initially induced stronger expression of NICD to drive a transcriptional BEC program surge, which gradually lost strength once the TTR promoter was unable to sustain high levels of NICD expression, effectively capturing hepatocytes in plastic states. This gradual loss of reprogramming was accentuated when cells were analysed at 12 weeks after transposon injection with no tdT^+^ hepatocytes found to be CK19^+^ (Supplementary Fig. 3e, f).

To further analyse the TTR promoter activity dynamics, we coupled two independent cassettes into the same transposon, one (CAG > NICD-YFP) for driving full reprogramming and the other (TTR > tdT) to report TTR promoter activity (Supplementary Fig. 4a). A group of C57BL/6 mice were injected with this transposon and YFP/tdTomato fluorescence was measured at 1,3 and 6 weeks. Over time tdT intensity decreased significantly compared to YFP intensity, as hepatocytes were reprogramming (Supplementary Fig. 4b, c), confirming that TTR promoter activity decreases especially as hepatocytes transition closer to BEC identity.

Based on the observation that endogenous plastic hepatocytes are preferentially located near the portal area (Supplementary Figs. 1, 2), we re-analysed the data in Fig. 1d, e considering the spatial zonation of the liver. Hepatocytes differ substantially in metabolic profiles across the portal to central vein axis. This divergence is based on different concentrations of nutrients, metabolites and hormones that drive differential expression patterns in hepatocytes. To perform this analysis, we relied on two well-established markers, glutamine synthase (GS) and E-Cadherin (E-Cad) to histologically define three zones. E-Cad^+^ hepatocytes delimiting periportal zone 1, GS^+^ hepatocytes marking pericentral hepatocytes in zone 3 and double negative hepatocytes defining zone 2 in between (Supplementary Fig. 5a). When considering zonation, zone 1 and 2 tdT^+^ hepatocytes induced by the CAG > NICD-tdT transposon presented with similar hepatocyte and BEC marker frequency and size across time points, however, zone 3 tdT^+^ cells had lower rates of HNF4α loss and no expression of CK19, which was associated with a slight increase in average cell size (Supplementary Fig. 5b, c). TTR > NICD-CAG > tdT transposon zonated data revealed a clear phenotypic gradient with the highest frequency of BEC markers in zone 1, decreasing in zone 2 and lowest in zone 3. HNF4α showed an inverse pattern, and cell size changes correlated with levels of marker expression as expected (Supplementary Fig. 5b, c). This differential reprogramming across zones was not caused by biased TTR promoter activity (Supplementary Fig. 6a) or differential transposon integration (Supplementary Fig. 6b, c). In addition, a similar transposon with an independent hepatocyte specific promoter (TBG)^21^ produced similar zonated effects (Supplementary Fig. 7). These results suggest that on average, hepatocytes closer to the portal tract (Zone 1) are more responsive to Notch-driven reprogramming compared to hepatocytes surrounding the central vein (Zone 3).

### Entrapped plastic hepatocytes in the normal liver are indistinguishable from endogenous plastic hepatocytes in the damaged liver

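Hepatocytes that received the TTR>NICD-CAG>tdT transposon carry the Notch intracellular domain under a hepatocyte promoter and the tdTomato reporter (tdT). 3 weeks after injection, cells of 2 mice were sorted and mixed at 25% tdT- hepatocytes, 50% tdT+ cells and 25% EpCAM+ tdT- BECs before droplet capture. The shares of cell types reflect this mixture and not the liver. Raw UMI counts were read for 2767 barcodes of mouse 1 and 2625 of mouse 2. With the filters the paper gives, 400 to 7000 genes and under 15% mitochondrial UMIs, 2175 and 2204 cells were kept. Clusters of endothelial cells, Kupffer cells, T and NK cells and other leukocytes held 205 of these cells and were set aside. The paper also removed clusters of cells low in genes and transcripts, for which it gives no limit. Here the limit was a median UMI count under 1/3 of that over the kept cells, and no cluster fell under it.
The remaining 4174 cells formed 3 classes. The hepatocyte-like class held 666 and 584 cells in mice 1 and 2, at a median of 6144.5 and 5080 UMIs per cell. The tdT+ class was made of the clusters in which over 50% of cells had a tdT UMI. It held 1053 and 1180 cells at 15491 and 18613 UMIs. The BEC-like class held 347 and 344 cells at 5026 and 5574 UMIs. The hepatocyte-like cells came from different clusters in the 2 mice. One cluster took 556 of its 577 cells from mouse 1 and another 398 of its 422 cells from mouse 2. In mouse 2, 69.5% of the hepatocyte-like cells lay in clusters with a median under 1% mitochondrial UMIs, against 14.3% in mouse 1.
The genes reported here, with a random part of the others, were held out of the clustering. Their counts were summed per mouse and class and compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The p-values rest on 2 mice, with 6 summed libraries and 3 residual degrees of freedom.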

To further characterize the plastic hepatocytes generated with the TTR > NICD-CAG > tdT transposon, single cell RNA sequencing was performed on a mixture of tdT^+^ cells, tdT^-^ hepatocytes and tdT^-^/EpCAM^+^ native BECs isolated 3 weeks post-HDTVi from 2 mice (Fig. 2a). Displaying Krt19 (BEC marker) and Scd1 (hepatocyte marker) gene expression levels on a UMAP plot of the data revealed distinct BEC and tdT^-^ hepatocyte populations connected by a continuum of tdT^+^ expressing cells (Fig. 2b). 

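Scd1, a desaturase of hepatocyte lipid synthesis, and Krt19, a keratin of BECs, ran in opposite directions from the hepatocyte-like to the BEC-like class, with the tdT+ class between them. In mouse genome GRCm39, Scd1 lies on chromosome 19 from 44382894 to 44399154 and Krt19 on chromosome 11 from 100031636 to 100039491. Scd1 was at 4868 and 3869 counts scaled to library size and TMM factor (CPM) in the hepatocyte-like class of mice 1 and 2, at 583 and 148 in the tdT+ class and at 24.4 and 14.0 in the BEC-like class. Krt19 was at 1.81 and 2.04 CPM in the hepatocyte-like class, at 31.5 and 27.3 in the tdT+ class and at 460.2 and 454 in the BEC-like class. The log2 fold change between the tdT+ and hepatocyte-like classes was -3.58 (standard error 0.59, adjusted p = 0.00121) for Scd1, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For Krt19 it was 3.92 (standard error 0.30, adjusted p = 3.61e-05) from the same test. Against the BEC-like class it was 4.26 (standard error 0.63, adjusted p = 0.000962) for Scd1. For Krt19 it was -3.96 (standard error 0.24, adjusted p = 1.43e-05) from the same test.
Cells of the tdT+ class were then ordered within each mouse by their BEC markers less their hepatocyte markers, genes that are not among those reported, and divided into 3 bins of equal size, whose CPM carry the TMM factors of the bins. Scd1 fell from 1803 and 411 CPM in the first bin to 14.2 and 7.47 in the last, a log2 change per bin of -3.35 (standard error 0.57, adjusted p = 0.00240). Over the same bins Krt19 rose from 0 and 4.32 to 87.6 and 73.5 CPM, a log2 change per bin of 2.45 (standard error 0.36, adjusted p = 0.00134). tdT itself rose from 282 and 435 to 2009 and 3027 CPM, by 1.41 (standard error 0.29, adjusted p = 0.00511) per bin. Of 6077 held-out genes tested along the bins, 1514 rose and 1484 fell.

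**Figure D1:**
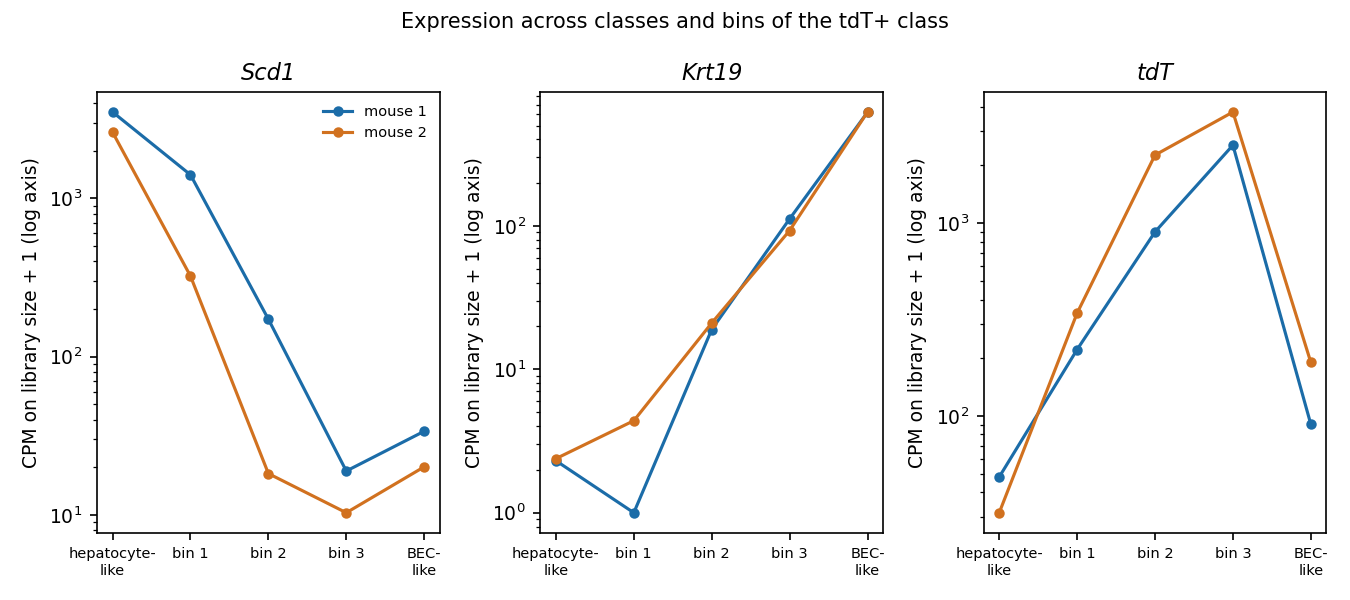
Scd1, Krt19 and tdT in CPM on library size alone, without TMM factors, plus 1 (log axis) in the hepatocyte-like class, the 3 bins of the tdT+ class and the BEC-like class, one line per mouse. Scd1 falls and Krt19 rises across the bins in both mice, and tdT is highest in the last bin.

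Of 6031 held-out genes tested between the classes, 443 were higher in the tdT+ class than in the hepatocyte-like class and lower than in the BEC-like class, and 445 the other way. The bins are ranges of a score and not cell types. The median depth fell along them from 21470 and 32597 to 11426 and 12376 UMIs per cell. Cells of clusters with a median under 1% mitochondrial UMIs made up 16.5% and 18.3% of the first bin in mice 1 and 2. In the second bin they were 12.0% and 2.04%, and in the last 0% in both mice. When the classes were named without tdT, a cluster of 818 tdT+ class cells, 98.5% with a tdT UMI, moved to the BEC-like class. In that setting 218 genes rose and 117 fell along the bins. Scd1 and Krt19 no longer passed along the bins by edgeR (adjusted p = 0.115 and 0.0706). With 800 to 4000 genes per cell 556 rose and 755 fell.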

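The reporter transcript tdT lay mostly in the tdT+ class. Of 2273 cells with at least 1 tdT UMI in both mice, 2122 (93.4%, exact 95% interval 92.3% to 94.3%) belonged to the tdT+ class, 115 (5.06%, 4.19% to 6.04%) to the hepatocyte-like class and 36 (1.58%, 1.11% to 2.19%) to the BEC-like class. In mouse 1 these shares were 91.3%, 7.27% and 1.40%, and in mouse 2 they were 95.2%, 3.08% and 1.75%. Summed over cells, tdT reached 970.2 and 1646 CPM in the tdT+ class, 65.4 and 45.0 in the hepatocyte-like class and 66.6 and 138 in the BEC-like class.
A tdT UMI was found in 9.20% of hepatocyte-like cells at a median depth of 5721.5 UMIs and in 5.21% of BEC-like cells at 5304 UMIs. Among the cell types set aside, it was found in 31.6% of 79 endothelial cells at a median of 5293 UMIs, 28.1% of 32 Kupffer cells at 3870, 25.0% of 52 other leukocytes at 3479 and 4.76% of 42 T and NK cells at 2022. The types set aside share no common low level, and of the 2 T and NK cells with tdT 1 had 40 tdT UMIs, so they give no measure of free RNA. Cells with tdT had a median of 1 tdT UMI in the hepatocyte-like class, and of 4 and 17 in the BEC-like class of mice 1 and 2. Of the 115 hepatocyte-like cells with tdT among 1250, 34 had 3 or more tdT UMIs, as had 21 of the 36 BEC-like cells with tdT among 691, which is more in both classes than free RNA spread evenly over all droplets gives. For the cells with 1 or 2 tdT UMIs free RNA is neither shown nor excluded. At all UMIs the share of endothelial cells lay above both classes beyond the exact intervals in each mouse; after thinning, its interval in mouse 1 overlapped that of the hepatocyte-like class. In cells thinned to 2000 UMIs, tdT was found in 69.9% of the tdT+ class, 4.47% of the hepatocyte-like class, 3.11% of the BEC-like class and 22.7% of endothelial cells.

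**Figure D2:**
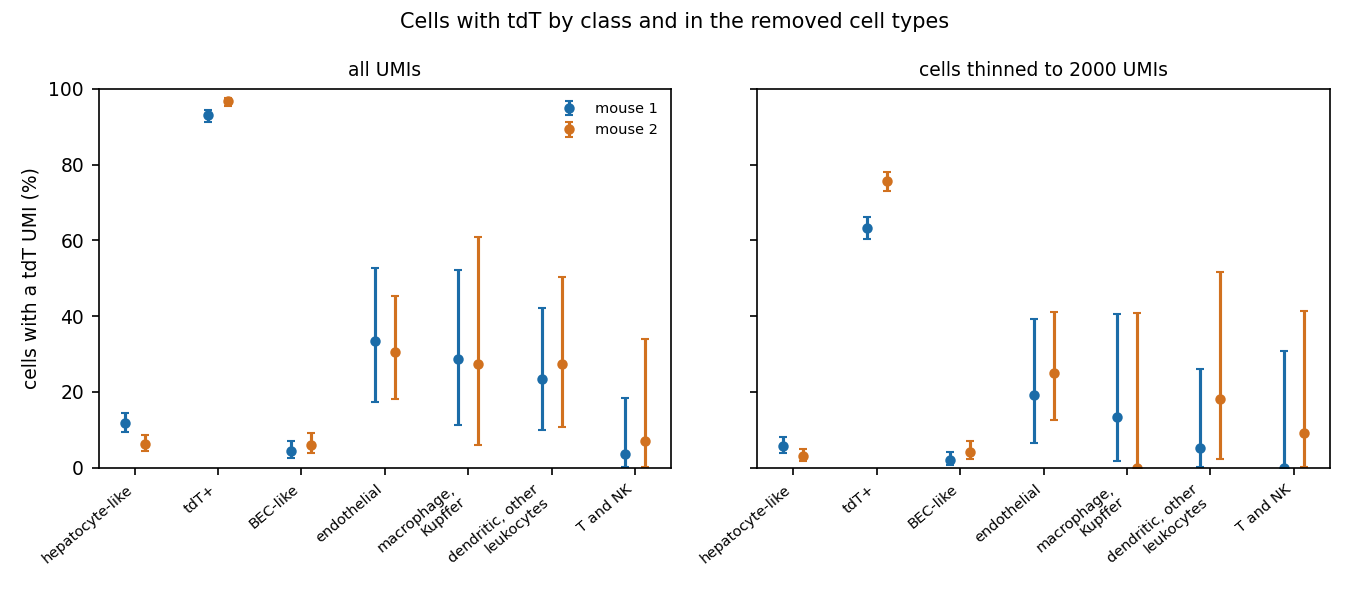
Percent of cells with at least 1 tdT UMI in each class and in the cell types set aside, per mouse, at all UMIs (left) and after thinning to 2000 UMIs (right). Bars are exact 95% intervals, and the tdT+ class stands above all other groups in both mice.

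The tdT+ class was chosen by tdT, so its share is in part set by that choice. With the classes named without tdT, 57.9% of the tdT-expressing cells lay in the intermediate class and 37.0% in the BEC-like class. The only cluster to change class had 818 cells, 98.5% with a tdT UMI, and went from the tdT+ to the BEC-like class. Counting cells from 3 tdT UMIs left 1.70% in the hepatocyte-like class.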

Cells expressing tdT were vastly enriched in the intermediate cluster (94.7% of all tdT^+^ cells) while few tdT^+^ cells (<1.2%) clustered with BECs and only 5.1% still clustered with normal hepatocytes (Supplementary Fig. 8a). Previously reported bulk RNAseq and scRNAseq data of endogenous hepatocytes reprogramming to BECs in the context of biliary damage demonstrated a gradient of gene expression changes across the hepatocyte to BEC continuum^14^. Primary BEC transcription factors, namely Sox9 and Sox4, are expressed early on, with a decreasing number of cells expressing secondary markers such as Igfbp7 and Cd24a and an even smaller subpopulation, the closest to native BECs, expressing tertiary markers including Krt19, Epcam or Ezr^14^. Analysis of the same collection of markers within our dataset showed that tdT^+^ cells displayed a remarkably similar expression pattern as described for endogenous plastic hepatocytes in the context of liver damage (Supplementary Fig. 8b). In addition, hepatocyte markers such as Alb, Hnf4α or Ttr showed a progressive decrease in expression (Supplementary Fig. 8c).

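Markers of the BEC fate differed in how near they came to BEC levels in the tdT+ class. Sox9 and Sox4, transcription factors of early biliary fate, did not differ past the threshold from the BEC-like class. The log2 fold change was 0.50 (standard error 0.32, adjusted p = 0.312) for Sox9 and -0.39 (standard error 0.31, adjusted p = 0.428) for Sox4. The growth factor binding protein Igfbp7 had -0.85 (standard error 0.32, adjusted p = 0.0839). The surface protein Cd24a had -1.79 (standard error 0.35, adjusted p = 0.00466). Krt19, the adhesion protein Epcam and the cytoskeletal linker Ezr lay below the BEC-like class. The log2 fold change was -2.56 (standard error 0.35, adjusted p = 0.000619) for Epcam and -2.45 (standard error 0.25, adjusted p = 0.000105) for Ezr. The mean log2 fold change against the BEC-like class was 0.06 over the primary, -1.32 over the secondary and -2.99 over the tertiary markers. The means per mouse were -0.09 and 0.17, -1.26 and -1.39, and -2.86 and -3.13. The BECs were sorted on EpCAM, so the Epcam difference, a part of the tertiary mean, can in part reflect the sort.
Against the hepatocyte-like class, all 7 markers were higher, from 2.11 for Sox9 to 4.63 for Igfbp7 on the log2 scale. After thinning each cell to 2000 UMIs, a UMI of the primary markers was found in a mean of 39.4% and 45.8% of tdT+ class cells in mice 1 and 2. For the secondary markers the means were 33.0% and 32.1%, and for the tertiary markers 15.5% and 12.8%. The same means in the hepatocyte-like class, which serves as background, were 9.12% and 2.81%, 1.52% and 0.388%, and 0.417% and 0.323%. By gene, the shares in the tdT+ class were 42.0% and 53.3% for Sox9, 36.8% and 38.3% for Sox4, 43.8% and 42.8% for Igfbp7, 22.2% and 21.3% for Cd24a, 31.2% and 27.3% for Epcam, 9.57% and 5.13% for Ezr and 5.70% and 6.15% for Krt19. From these 7 markers the paper states that tdT+ cells follow the expression pattern of endogenous plastic hepatocytes in liver damage.

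**Figure D3:**
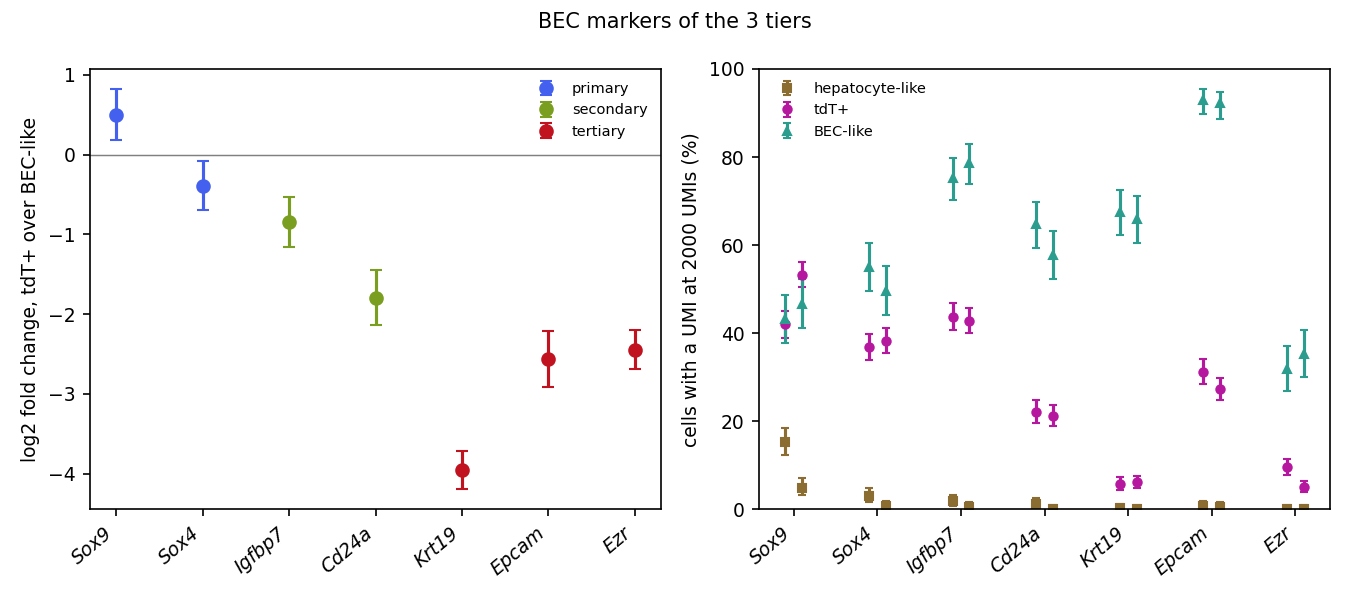
BEC markers of the 3 tiers. Left, log2 fold change of the tdT+ class over the BEC-like class with its standard error, from 0.50 for Sox9 to -3.96 for Krt19; right, percent of cells with a UMI at 2000 UMIs per cell by class and mouse (mouse 1 left, mouse 2 right) with exact 95% intervals.

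Along the 3 bins of the tdT+ class, Sox4 rose by a log2 change of 2.36 (standard error 0.51, adjusted p = 0.00694) per bin. Igfbp7 rose by 2.74, Cd24a by 2.62, Epcam by 2.73 and Ezr by 1.83. The change of Sox9 was -0.42 (standard error 0.13, adjusted p = 0.0288). On library size alone, Sox9 was at 309, 316 and 311 CPM in the bins of mouse 1 and 484, 427 and 400.0 in mouse 2, so most of this change comes from the TMM factors of the bins. Osteopontin, Spp1, was at 45122 and 47376 CPM in the tdT+ class and 24641 and 25271 in the BEC-like class. Its log2 fold change was 0.89 (standard error 0.45, adjusted p = 0.194). Hes1, a target of Notch, had -1.67 (standard error 0.29, adjusted p = 0.00246) against the BEC-like class. Igfbp1, a secreted protein of hepatocytes, had -3.29 (standard error 1.00, adjusted p = 0.0229) against the hepatocyte-like class. It did not pass without hepatocyte-like replicate 1 (adjusted p = 0.266) or without tdT+ replicate 2 (0.120).
Other biliary genes also lay below the BEC-like class. Of 14 YAP targets 9 were lower (9 when adjusted over the list alone), such as Ankrd1 at a log2 fold change of -2.33 and Ccn2 at -0.96. Of 19 genes of matrix and adhesion 10 were lower (11), while Col18a1 and Fn1 were higher at 3.10 and 1.49. Of 11 BEC transcription factors 5 were lower (5), Ehf, Elf3, Klf5, Glis3 and Grhl2, named after their values were seen. Of 9 Notch pathway genes Hes1, Jag1 and Jag2 were lower and Notch1 and Nrarp higher (3 and 2). Jag2 and Nrarp were named after their values were seen, and counts of Notch1 can include the transgene.
Values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Igfbp7 passed against the BEC-like class when the replicate entered as a block (adjusted p = 0.0202; 0.00142 to 0.761 over its alternatives). Cd24a did not without tdT+ replicate 2 (0.0575), nor the change of Sox9 along the bins without bin 1 replicate 2 (0.158) or bin 3 replicate 1 (0.146). With the classes named without tdT, the tier means were -0.72, -3.04 and -3.61.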

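Alb, the albumin gene, Hnf4a, a transcription factor that maintains hepatocyte identity, and Ttr, the transthyretin gene, fell along the tdT+ class. On library size alone, Ttr in the first bin was above the hepatocyte-like class, at 13856 and 15368 against 8825 and 10134 CPM. Alb fell from 10293 and 9146 CPM, with the TMM factors of the bins, in the first bin of mice 1 and 2 through 2951 and 1599.8 to 727 and 863 in the last. Its log2 change per bin was -1.81 (standard error 0.16, adjusted p = 0.000446). Hnf4a went from 146 and 111 through 68.9 and 44.0 to 16.1 and 11.8 CPM, by -1.59 (standard error 0.17, adjusted p = 0.000585) per bin. Ttr went from 17756 and 19644 through 8077 and 4765 to 1594 and 1495 CPM, by -1.80 (standard error 0.15, adjusted p = 0.000446).
Between the classes, with their own TMM factors, Alb stood at 46737 and 51207 CPM in the hepatocyte-like and 4181 and 3865 in the tdT+ class, a log2 fold change of -3.61 (standard error 0.28, adjusted p = 3.80e-05). Hnf4a had -1.88 (standard error 0.23, adjusted p = 0.000223). Ttr was at 12236 and 14995 CPM in the hepatocyte-like and 8321 and 8628 in the tdT+ class, a log2 fold change of -0.68 (standard error 0.26, adjusted p = 0.0521). It passed with the replicate as a block (adjusted p = 0.0285; 0.00449 to 0.733 over its alternatives). Tat, an enzyme of tyrosine breakdown, had -3.49 (standard error 0.37, adjusted p = 0.000134).

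**Figure D4:**
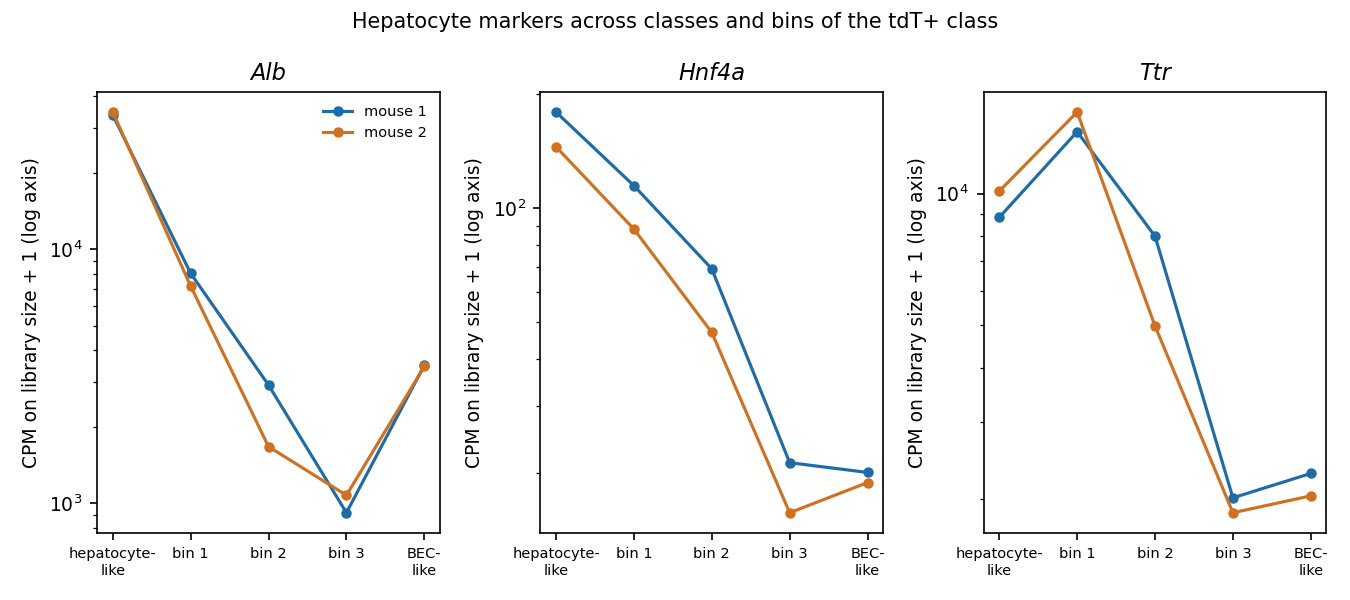
Alb, Hnf4a and Ttr in CPM on library size alone, without TMM factors, plus 1 (log axis) in the hepatocyte-like class, the 3 bins of the tdT+ class and the BEC-like class, one line per mouse. All 3 genes fall from the first to the last bin in both mice, and Alb lies lower in the last bin than in the BEC-like class. Free hepatocyte RNA in the BEC-like level was not tested. Ttr lies higher in the first bin than in the hepatocyte-like class in both mice.

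Most genes of the other hepatocyte gene groups fell along the bins as well. All 20 plasma protein genes fell (20 when adjusted over the list alone, a count given in brackets for the next lists too), with Apoa2 at -3.97 per bin. So did all 18 genes of the urea cycle and amino acid breakdown (18), with Cps1 at -3.41. All 16 genes of bile acid synthesis and transport fell (16), with Abcb11 at -3.17, and all 12 tested cytochrome P450 genes (12), with Cyp2e1 at -4.11. Of 14 hepatocyte transcription factors 10 fell (10), with Cebpa at -1.60, and Onecut2 rose by 0.71. Gluconeogenesis had 7 of 8 genes lower (7). Fatty acid and sterol synthesis had 13 of 19 lower (14) and 1 higher (1).
As an average over the tdT+ class, much of this program stayed above the BEC-like class. On library size alone, Alb was at 919 and 1076 CPM in the last bin and 3495 and 3455 in the BEC-like class. Ttr was at 2015 and 1863 against 2291 and 2036, while Tat was higher, at 60.0 and 67.1 against 22.0 and 36.1. Hnf4a was at 20.3 and 14.7 against 19.1 and 17.9. Clusters of endothelial, Kupffer and T and NK cells held 12, 11 and 10 hepatocyte naming markers over 10 CPM, and the BEC-like cluster held 11. BEC-like cells had a median of 5026 and 5574 UMIs, against 11426 and 12376 in the last bin. Free hepatocyte RNA was not tested in these BEC-like levels, so they are not a measured baseline of BECs. Fatty acid and sterol synthesis differed, with 3 of 19 genes higher and 4 lower (4 and 7 when adjusted over the list alone). Of the 20 plasma protein genes 17 were higher in the tdT+ class than in the BEC-like class (18 when adjusted over the list alone), such as Apoc1 at 2.49. Alb had 0.65 (standard error 0.26, adjusted p = 0.0997). All 18 genes of the urea cycle and amino acid breakdown were higher (18), such as Arg1 at 4.57, as were 14 of 16 bile acid genes (14) and 10 of 14 cytochrome P450 genes (10). Of 8 gluconeogenesis genes 5 were higher (5), Pck1, G6pc at 5.92, Fbp1 and, named after their values were seen, Pcx and Got1. Of 14 hepatocyte transcription factors 7 were higher (7), such as Cebpa at 2.10, and Onecut2 was lower at -0.71. Among the largest named differences above the BEC-like class were those of Ugt3a2 (7.02), F5 (6.69) and Hp (6.66). Tests are edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; in all, 753 genes were higher and 737 lower than in the BEC-like class. The higher genes numbered 424 without BEC-like replicate 1 and 426 without BEC-like replicate 2. The lower genes numbered 454, 379, 384 and 397 without tdT+ replicate 1 or 2 or BEC-like replicate 1 or 2. With the classes named without tdT, Hnf4a and Ttr no longer passed along the bins (adjusted p = 0.141 and 0.0683).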

**Fig. 2:**
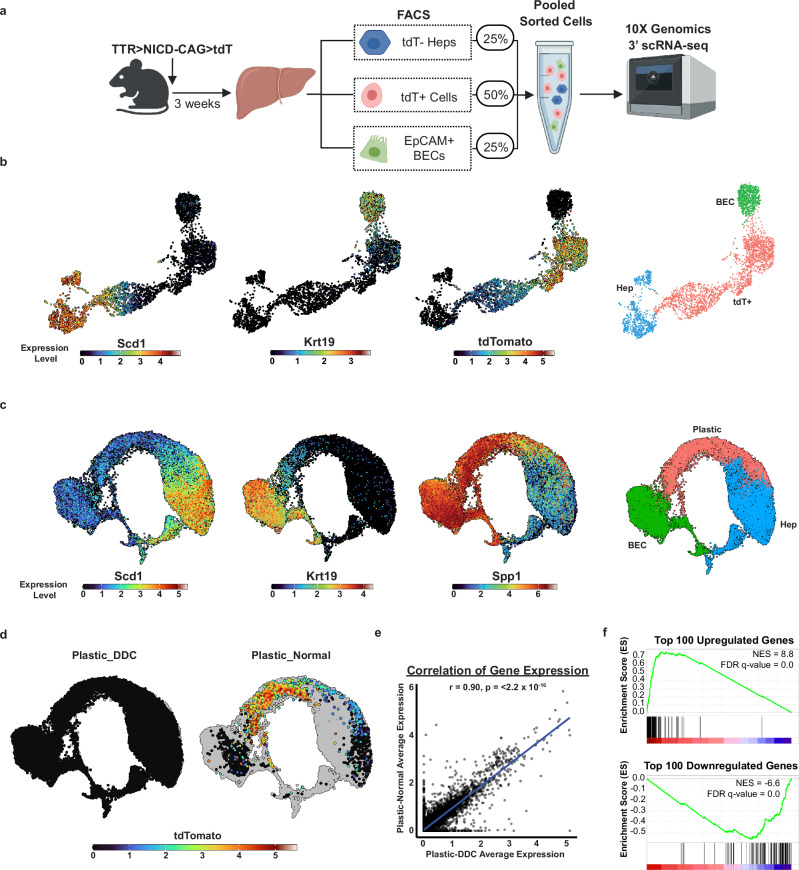
Expression profiles of entrapped plastic hepatocytes are indistinguishable from endogenous plastic hepatocytes. **a** Schematic illustrating experimental design to generate single cell transcriptomes of tdT^+^ intermediate cells, tdT^-^ normal hepatocytes and tdT^-^/EpCAM^+^ native BECs from normal livers using gating strategies outlined in Supplementary Figs. 18, 19. This experiment was performed with two independent C57BL/6 mice. Created in BioRender. Hewett, C. (2026) https://BioRender.com/lto5015. **b** UMAP plots showing the expression of hepatocyte (Scd1) and BEC (Krt19) markers, as well as tdT following single-cell RNA sequencing as described in (**a**), with gene expression marker-based clustering for hepatocytes (Hep), BEC and tdT^+^ cells. *n* = 3486 cells. **c** UMAP plots showing expression of Scd1, Krt19 (CK19), and Spp1 (Opn), with marker-based clustering of Hep, BEC and plastic hepatocytes (Plastic) of the integrated data from panel **b** (Plastic-Norm) with single-cell RNA gene expression data from the DDC-diet induced damage (Merrel et al.^14^) denoted as Plastic-DDC. *n* = 21420 cells. **d** Left plot shows tdT expression in cells from Plastic-DDC dataset (no expression) while Plastic-Norm cells are in grey. Right panel shows tdT expression in Plastic-Norm while Plastic-DDC cells are displayed in grey. **e** Pearson correlation analysis between the partially reprogrammed hepatocyte populations from Plastic-Normal vs Plastic-DDC datasets. **f** GSEA of the top 100 genes up-or down-regulated in Plastic-DDC bulk RNAseq dataset, analysed on the tdT^+^ vs hepatocyte ranked gene list (x-axis).

To determine the overall degree of similarity between entrapped plastic states and those found during endogenous hepatocyte reprogramming in the context of liver damage^14^, we integrated the corresponding scRNAseq datasets. Scd1 and Krt19 expression patterns similarly identified hepatocyte and BEC clusters with a remaining cluster of cells connecting both populations in the integrated data set as was described in the original study (Fig. 2c). Strikingly, analysis of tdT expression revealed that tdT^+^ hepatocytes almost exclusively overlapped with endogenous hepatocytes in plastic states (Fig. 2d), indicating that at the whole transcriptome level both populations were highly similar. Accordingly, correlation analysis revealed a high degree of similarity in gene expression between both plastic hepatocyte populations (Fig. 2e). In addition, we performed GSEA on the entrapped plastic hepatocytes scRNAseq data. In this case, we employed bulk RNAseq data of normal versus endogenous plastic hepatocytes during biliary damage^14^ to compute the top differentially expressed genes at various cut-offs to define the gene sets for the analysis. 

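Compared with the hepatocyte-like class, cells of the tdT+ class had a smaller share of transcripts from many genes of hepatocyte metabolism and a larger share from biliary transcription factors, YAP targets and matrix genes. All 19 genes of fatty acid and sterol synthesis were lower (19 when adjusted over the list alone, a count that follows in brackets for the other lists), such as Hmgcs1 at a log2 fold change of -1.90 and Idi1 at -1.65. All 14 tested cytochrome P450 genes were lower (14), such as Cyp2f2 at -3.83 and Cyp2c50 at -5.99. Of 16 genes of bile acid synthesis and transport 14 were lower (14), among them the bile acid carriers Slc10a1, -3.77 (standard error 0.41, adjusted p = 0.000134), and Slco1b2 at -3.12. Of 18 genes of the urea cycle and amino acid breakdown 15 were lower (15), with Cps1, the first enzyme of the urea cycle, at -4.70 (standard error 0.41, adjusted p = 5.36e-05). Sdsl, named after its value was seen, was higher at 1.14.
Plasma proteins were lower for 14 of 20 genes (16 when adjusted over the list alone), while haptoglobin, Hp, was higher at 1.68 (standard error 0.48, adjusted p = 0.0185). This call was lost without hepatocyte-like replicate 2, tdT+ replicate 1 or tdT+ replicate 2 (adjusted p = 0.0704, 0.0520 and 0.0504). Of 8 gluconeogenesis genes 6 were lower (6), such as Pck1 at -1.85. Of 14 hepatocyte transcription factors 9 were lower (9), such as Creb3l3 at -1.80. Genes of both liver zones were lower: 8 of 12 periportal genes (8), such as Ass1 at -3.70, and 8 of 13 pericentral genes (8), such as Rgn at -2.55. Aldh1b1, named after its value was seen, was the periportal gene that was higher, at 1.12.
Among the genes that rose, 10 of 11 BEC transcription factors were higher (11 when adjusted over the list alone), such as Klf6 at 3.55 (standard error 0.36, adjusted p = 9.86e-05). Of 14 YAP targets 12 were higher (12), such as Ccn1 at 3.36 (standard error 0.30, adjusted p = 5.54e-05), Ccn2 at 3.93 and Ankrd1 at 3.80. Nuak2, named after its value was seen, was lower at -1.18. Of 19 genes of matrix and adhesion 13 were higher (14), such as Sparc at 3.64. Fibronectin, Fn1, was lower at -1.21 (adjusted p = 0.00481, and 0.0543 without tdT+ replicate 2). Of 9 Notch pathway genes 6 were higher (6), such as the ligand Jag1 at 2.48 and the receptor Notch2 at 1.31. Counts of Notch1 (2.45) can include the transgene. In the fetal liver and progenitor list 4 of 6 genes were higher (4), Tm4sf4 at 3.18, Cd44 at 2.60 and Prom1 at 2.25, and Gpc3, named after its value was seen, at 3.94.
Of 14 cell cycle inhibitors and p53 targets 6 were higher (6), such as Gadd45b at 2.67. Of 11 G1 cyclins and growth genes 5 were higher (5), among them Ccnd1 at 3.37 (standard error 0.35, adjusted p = 0.000113), Myc at 2.08 and Cdk4 at 1.79, with Ccnd2 and Igf1r named after their values were seen. The receptor Egfr was lower at -3.65. Of 15 dissociation and stress genes 7 were higher (7), such as Atf3 at 2.81. Fos, another of them, stood at 866 and 176 CPM in the hepatocyte-like class of mice 1 and 2 and at 1216 and 1239.7 in the tdT+ class. Its log2 fold change was 1.24 (standard error 0.57, adjusted p = 0.0987), with an adjusted p of 0.0152 with the replicate as a block and of 0.000140 to 0.205 over its alternatives. In the interferon list of 13 genes 6 were lower (6) and 2 higher (2), Oasl2 and Ifit2, named after their values were seen. In the inflammation list of 13 genes 5 were lower (5), the acute phase genes Orm1 (-3.48), Orm2, Saa1, Saa2 and Saa3. The 5 higher (5) were Nfkbia (2.08), Cxcl2, Cxcl10, Ccl2 and Tnfrsf12a. All of these but Orm1, Saa1 and Nfkbia were named after their values were seen. Apical and cilia genes were higher for 6 of 12 (6), such as Slc5a1 at 2.91, and lower for Cdhr5 and, named after its value was seen, Aqp1 (2).

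**Figure D5:**
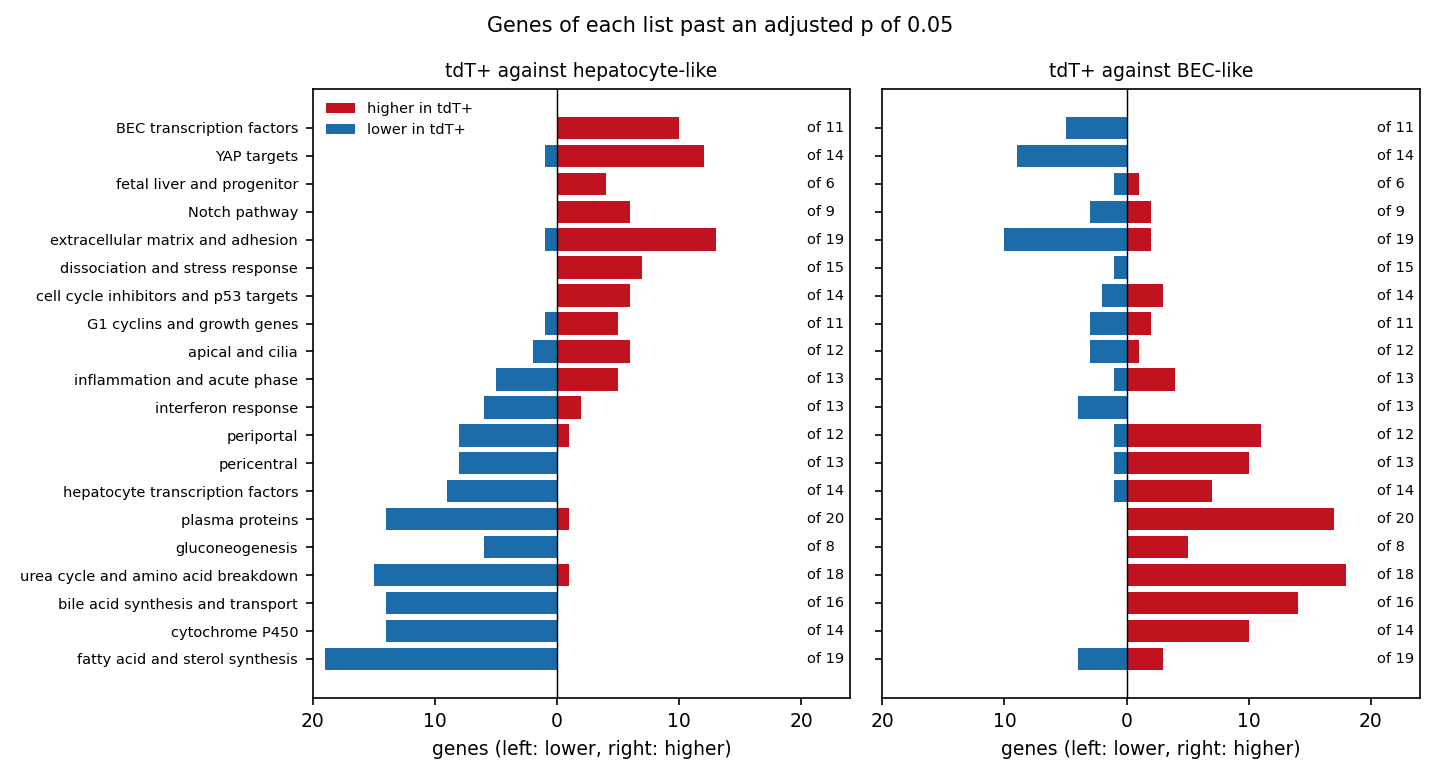
Number of genes of each list past an adjusted p of 0.05, higher (right, red) or lower (left, blue) in the tdT+ class, against the hepatocyte-like class and the BEC-like class, with the number of genes tested. Fatty acid and sterol synthesis has 19 of 19 genes lower than in the hepatocyte-like class, and YAP targets have 12 of 14 higher.

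The named genes with the largest rise were Wfdc3 (4.93), Anxa2 (4.73), Spp1 (4.71), Ddit4l (4.68) and Tgfb2 (4.64). Those with the largest fall were the transporter Slc22a7 (-6.35), the bile acid hydroxylase Cyp8b1 (-6.18), and Cyp2c29 (-6.14), which shares sequence with other Cyp2c genes. Over 6031 held-out genes, 1545 were higher and 1393 lower in the tdT+ class by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 2 mice per class. Without tdT+ replicate 2, whose absence leaves 1 tdT+ library that is taken to vary like the others, 746 were lower, and with the classes named without tdT 922 were higher and 872 lower. Without the mitochondria-poor clusters, which hold 69.5% of the hepatocyte-like cells of mouse 2 and were removed only after the data were seen, 1674 were higher and 1618 lower.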

Results showed that all gene sets tested were remarkably enriched for both up- and downregulated genes, with only a few genes not following the expected trends (Fig. 2f and Supplementary Figs. 9, 10).

Taken together, immunofluorescence and scRNA-seq analyses demonstrate that the TTR > NICD-CAG > tdT transposon system faithfully reproduces physiologic levels of Notch activity, enabling the stable entrapment of hepatocytes across a continuum of plastic states that naturally arise during liver injury. These experimentally induced cells are phenotypically and transcriptionally indistinguishable from their endogenous counterparts, which constitute the predominant outcome of hepatocyte reprogramming in liver disease, validating the system as a physiologically relevant model for studying hepatocyte plasticity in vivo.

### Plastic hepatocyte states are associated with diminished proliferative capacity during liver regeneration

Establishing the means to entrap hepatocytes in plastic states in the normal liver paved the way to determine their contribution to liver regeneration. Since hepatocyte self-duplication is the major force driving liver regeneration^20,22–24^, we designed an experimental setting to simultaneously measure clonal proliferation of two independent populations of hepatocytes. We employed the 70% partial hepatectomy (PHx) model since it induces minimal cellular damage while mobilizing all cells in the liver for proliferation to recover the lost mass. To clonally compare normal with plastic hepatocytes, ROSA26^EYFP/+^ mice, which carry a Cre-dependent reporter, were infected with AAV-TBG > iCre, where the thyroxine-binding globulin (TBG) promoter ensures exclusive Cre expression in hepatocytes. Low doses of AAV-TBG > iCre were used to sparsely label normal YFP^+^ hepatocytes. One week after infection, the same mice were HDTV injected with the TTR > NICD-CAG>tdT transposon to induce plastic states in tdT^+^ hepatocytes. Three weeks post-HDTVi, 70% PHx was performed, and the excised left and median lobes were collected as pre-PHx samples serving as baseline for clonal size. Mice were allowed to recover for an additional week to promote liver regeneration (post-PHx sample) (Fig. 3a). We next performed clonal analysis comparing both YFP^+^ and tdT^+^ clones in Pre- vs Post-PHx samples (Fig. 3b). As anticipated, the percentage of normal YFP^+^ hepatocyte clones greater than 1 cell significantly increased in post-PHx samples, with an average of 1.4-fold increase over the pre-PHx samples and similar to what has been previously described^25^ (Fig. 3c, d). However, a similar percentage of tdT^+^ clones containing more than 1 cell were found in pre- and post-PHx, with only 1.1-fold increase from pre-PHx, indicating that hepatocytes in plastic states proliferated markedly less when receiving analogous proliferating signals compared to normal hepatocytes (Fig. 3b–d). Quantification of reprogramming markers in post-PHx samples showed that the reprogramming state of the tdT^+^ population was largely unaltered during the experimental period (Supplementary Fig. 11a). Because the two clonal populations were generated sequentially, potentially generating confounding effects, we performed the same experiment but reversed the order in which both populations were generated. Results confirmed that hepatocytes displaying plastic states have a reduced capacity to proliferate compared to normal hepatocytes when receiving the same proliferative signalling input within the same tissue context (Fig. 3e–h). Additionally, when the data was analysed by zone, no major differences in clonal growth were observed (Supplementary Fig. 11b–e).

**Fig. 3:**
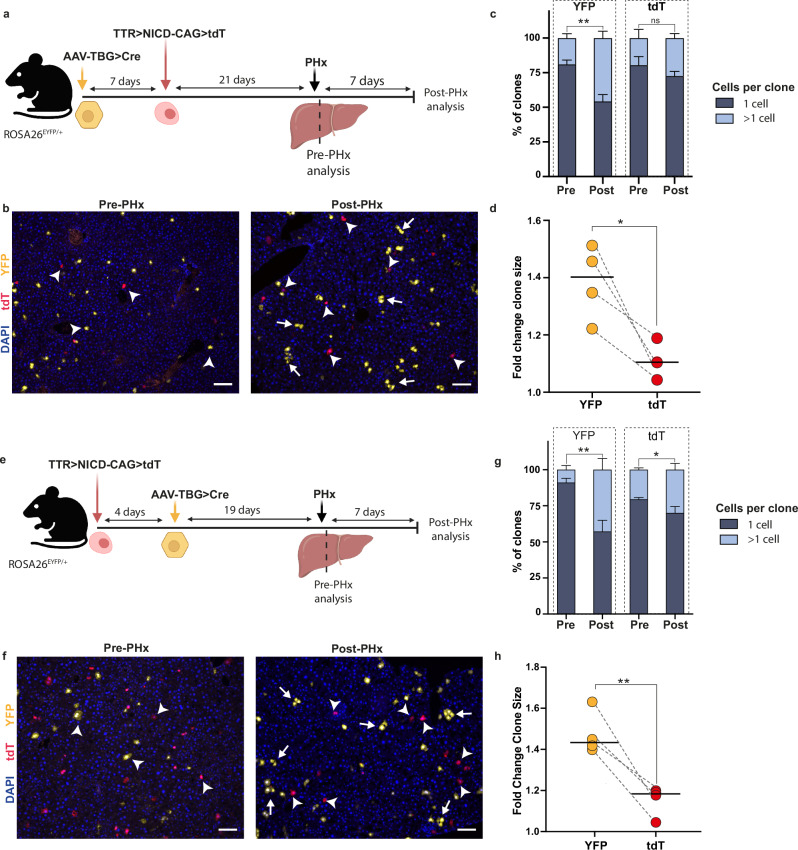
Plastic hepatocyte states limit proliferative response to partial hepatectomy regenerative stimuli. **a** Schematic showing experimental design to clonally label and trace normal (YFP^+^) and transposon generated plastic tdT^+^ hepatocytes before (Pre-) and after (Post-) 70% partial hepatectomy (PHx). Created in BioRender. Hewett, C. (2026) https://BioRender.com/kvh56eq. **b** Representative images of immunofluorescence analysis for YFP^+^ (normal heps) and tdT^+^ (plastic hepatocytes) pre-and post-PHx. Arrows denote proliferating clones; arrowheads denote single cell clones. Scale bars, 100 μm. **c** Quantification of the number of cells per YFP^+^ and tdT^+^ clone was performed on pre- and post-PHx samples. Data shown is mean ± SD; *n* = 4 mice. Statistical significance was determined by paired, two-tailed *t*-test. **d** the fold change in clone size from the same clones quantified in (**c**) is shown. Lines denote the mean of the data. Datapoints collected from the same mice are connected by dashed lines. *n* = 4 mice. Paired, two-tailed *t*-tests were performed to determine statistical significance. **e** Schematic of alternative experimental design in which the order of HDTV and AAV injections were switched from (**a**). Created in BioRender. Hewett, C. (2026) https://BioRender.com/cobu9ji. **f**–**h** Analysis of experiment and statistics (**e**) as described in (**b**–**d**). Scale bars, 100 μm. *n* = 4 mice. **p < 0.01; *p < 0.05; ns not significant.

We next performed transplantation experiments using the Fah^−/−^ mouse model of hereditary tyrosinemia^26^. These mice lack a functional fumarylacetoacetate hydrolase (*Fah*) gene, but provision of NTBC in drinking water is sufficient to protect them from disease. Withdrawal of NTBC results in extensive liver damage, liver failure and mouse death. However, transplantation of Fah^+^ donor hepatocytes can rescue these mice by efficiently repopulating the injured livers^27,28^. This model provides a very strong selective proliferative pressure towards transplanted Fah^+^ hepatocytes and therefore is ideal to measure the intrinsic proliferation capacity of a given hepatocyte population. Plastic hepatocytes (tdT^+^) and normal hepatocytes (tdT^-^) were isolated from donor C57BL/6 mice 3 weeks after injection of the TTR > NICD-CAG>tdT transposon and transplanted into Fah^−/−^ recipient mice. After 3 cycles of NTBC withdrawal, mice were sacrificed for clone size analysis (Fig. 4a). Fah^+^/tdT^+^ clones presented with a very much reduced size in comparison to Fah^+^/tdT^-^ clones derived from normal hepatocytes (Fig. 4b). Quantitative analysis showed that on average, clones derived from plastic hepatocytes were only 12% of the size of those derived from normal hepatocytes (Fig. 4c and Supplementary Fig. 12a). Notably, most Fah^+^/tdT^+^ clones retained their plastic phenotype (Fig. 4d and Supplementary Fig. 12b).

**Fig. 4:**
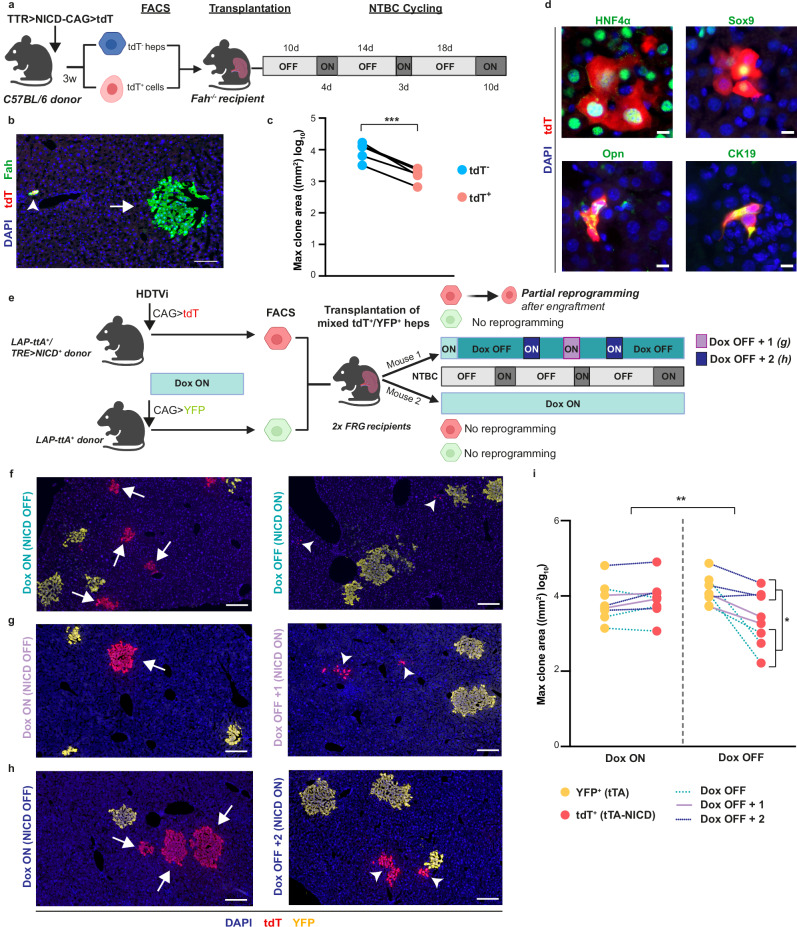
Plastic hepatocytes have diminished proliferation capacity under competitive advantage. **a** Schematic illustrating experimental set-up to compare repopulation potential of tdT^-^ (normal) hepatocytes and tdT^+^ (plastic) hepatocytes and sorted using the gating strategies outlined in Supplementary Figs. 18, 20. Created in BioRender. Hewett, C. (2026) https://BioRender.com/drjmjid. **b** Representative immunostaining of liver sections from Fah^−/−^ transplanted mice stained with Fah and tdT antibodies. Arrow: Fah^+^/tdT^-^ clone (normal); arrowhead: Fah^+^/tdT^+^ clone (plastic). Scale bar, 100 μm. **c** Plot showing mean maximum area of tdT^-^ or tdT^+^ clones across 10 serial sections. Connected dots: values from the same mouse. *n* = 5. Statistical significance was determined by paired, two-tailed *t*-test. ***p < 0.001. **d** Immunostaining of liver sections from the same mice showing HNF4α, Sox9, Osteopontin and CK19 in tdT^+^ clones. Scale bars, 10 μm. **e** Schematic illustrating experimental set-up to compare repopulation potential of YFP^+^ (normal) hepatocytes and tdT^+^ plastic hepatocytes (partial reprogramming induced after engraftment). Reprogramming in the tdT^+^ population was prevented by treating donors and transplanted mice with Doxycycline (Dox). Four days after transplantation one mouse of the pair was withdrawn from Dox to induce reprogramming. To further manipulate reprogramming levels, Dox was re-administered during the repopulation phase: removed throughout (**f**), added back for 3 days halfway through (**g**) or added back twice for 3 days every 20 days (**h**). FRG, *Fah*^−/−^; *Rag2*^−/−^; *Il2rg*^−/−^. Created in BioRender. Hewett, C. (2026) https://BioRender.com/drjmjid. **f**–**h** Representative immunofluorescence images for tdT and YFP of livers from FRG recipients transplanted as in (**e**). Arrows: normal hepatocytic tdT^+^ clones; arrowheads: reprogrammed tdT^+^ clones. Scale bars, 100 μm. **i** Mean maximum area of tdT^+^ and YFP^+^ clones across 10 serial sections from eight pairs (Dox ON, Dox OFF) of FRG recipients mice transplanted, *n* = 8 (**e**). Each pair of connected dots are the two values (YFP^+^, tdT^+^) from the same mouse. For each mouse, we computed the log-difference between YFP and tdT + . First, an unpaired *t*-test was used to compare the *n* = 8 log-differences in Dox ON vs. the *n* = 8 in Dox OFF. **p < 0.01. Second, within the Dox OFF group, differences between Dox pulsing groups were assessed by one-way ANOVA with post-Hoc Tukey’s test for multiple comparisons. *p < 0.05.

To rule out the possibility that plastic hepatocytes could engraft less efficiently, thereby driving the diminished observed growth, we implemented an inducible strategy for generating plastic states through partial reprogramming. Using the Tet-off system LAP>tTA^29^ combined with TRE > NICD^30^, we generated LAP > tTA;NICD mice. In this setting, tTA is expressed under the hepatocyte specific *Cebpb* gene promoter, tightly suppressing NICD expression when doxycycline (Dox) is added in the drinking water. Upon Dox removal, NICD expression is activated in hepatocytes inducing their reprogramming, though, as with the transposon system, expression is expected to decrease as hepatocyte identity and LAP promoter activity fades.

To compare clonal growth of normal hepatocytes with that of hepatocytes in plastic states induced after transplantation, we injected a transposon expressing tdT (CAG > tdT) in LAP > tTA;NICD donor mice and a transposon expressing YFP (CAG > YFP) into LAP-tTA control donor mice. Both groups were maintained on Dox to suppress NICD expression in the LAP > tTA;NICD donors. After 10 days, hepatocytes were isolated from both groups, sorted to obtain tdT^+^ and YFP^+^ hepatocytes, mixed and transplanted at 50% into two immunodeficient Fah^−/−^ (FRG) mice (Fig. 4e). One mouse remained on Dox to prevent reprogramming in tdT^+^ hepatocytes while the other remained on Dox for only 4 days post-transplantation to ensure comparable engraftment, after which Dox was removed to allow partial reprogramming in the tdT^+^ population (Fig. 4e). Furthermore, to modulate reprogramming during repopulation, Dox was added mid-regeneration once (Dox off +1), or twice (Dox off +2) (Fig. 4e) in two additional groups of mice.

As observed with the transposon system, plastic states induced in hepatocytes post-transplantation resulted in diminished proliferation capacity (Fig. 4f–i and Supplementary Fig. 13a,c,e). Notably, mice with additional Dox during repopulation produced less reprogrammed tdT^+^ clones (Supplementary Fig. 13b, d, f). While these clones still showed reduced proliferation, there was a trend towards more proliferation, significantly closer to normal hepatocytes, as reprogramming was further suppressed (Dox off +2) (Fig. 4i).

Together, these results establish that hepatocytes in plastic states remain refractory to proliferation even in the context of competitive advantage, indicating that plastic states are inherently cytostatic and do not contribute to generate cellular mass during liver damage. Consistently, analysis of proliferation markers in the single-cell RNAseq dataset from Fig. 2, shows that proliferation is restricted to terminally differentiated BECs or hepatocytes during damage and regeneration with no detectable proliferation activity in plastic hepatocytes (Supplementary Fig. 14).

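In the mice with a normal liver, transcripts of proliferation genes were a larger share of all transcripts in the tdT+ class than in the hepatocyte-like class. Within the class, a small cluster held 166 and 158 counts of Mki67 and Top2a, by which it was picked, against 58 and 35 outside it. Summed counts of 10 other signature genes lay mostly outside it, at 3457 and 4103 against 533 and 653 inside. Among these 10, Mcm6 had 655 and 720 outside and 57 and 94 inside, while Aurkb had 14 and 4 outside and 30 and 27 inside. Of the 11 tested genes of the paper's proliferation signature 8 were higher (8 when adjusted over the list alone), among them Mcm6 and Mcm5, helicase subunits of DNA replication, and the mitotic kinase Cdk1. The log2 fold change was 2.59 (standard error 0.30, adjusted p = 0.000198) for Mcm6, 2.37 for Mcm5 and 1.57 (standard error 0.36, adjusted p = 0.00662) for Cdk1. Top2a, a topoisomerase of dividing cells, had 2.02 (standard error 0.67, adjusted p = 0.0319). Mki67, a marker of cycling cells, had 1.26 (standard error 0.69, adjusted p = 0.158). Against the BEC-like class 3 genes were higher (6 when adjusted over the list alone), Mcm3 at 1.25 (standard error 0.32, adjusted p = 0.0191), Mcm5 at 1.87 and Cdk1 at 2.03 (standard error 0.41, adjusted p = 0.00585). Mki67 had 2.19 (standard error 0.87, adjusted p = 0.102) in this comparison.
A cluster of 38 cells in the tdT+ class, 17 in mouse 1 and 21 in mouse 2 (1.70% of the class, exact 95% interval 1.21% to 2.33%), had Mki67, Top2a and the mitotic genes Birc5 and Cdca3 among its 10 highest genes. Of these cells 13 of 17 and 20 of 21 had a tdT UMI, with a median of 11 and 37 tdT UMIs. The cell cycle tool Cyclone placed 6 of the 17 and 3 of the 21 in G2/M and 0 in S. A Mki67 UMI was found in 12 and 9 of them.
At 2000 UMIs per cell, a Mki67 UMI was found in 0.483% and 0.256% of tdT+ class cells in mice 1 and 2. It was found in 0% (a count of 0 allows up to 0.537%) and 0.388% of hepatocyte-like cells, and in 0.292% and 0% (up to 0.904%) of BEC-like cells. The intervals overlap, so a difference in Mki67 between the classes was not detectable at this depth. The scran tool Cyclone placed 0.760% and 0.254% of tdT+ class cells in G2/M, 0.300% and 0.514% of hepatocyte-like cells and 0% of 347 and 344 BEC-like cells (upper bounds 1.06% and 1.07%). After thinning to 2000 UMIs the shares of the 3 classes were 1.74% and 0.684%, 1.25% and 0.194% and 1.46% and 0.602%. In S, at all UMIs, Cyclone placed 0% of tdT+ class cells in both mice (upper bounds 0.350% and 0.312%). The S shares were 0.901% and 0.685% in the hepatocyte-like class and 0% in the BEC-like class. Thinned, they were 0.290% and 0.342% in the tdT+, 0.716% and 0.969% in the hepatocyte-like and 0% in the BEC-like class. The exact intervals of the S shares overlap.

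**Figure D6:**
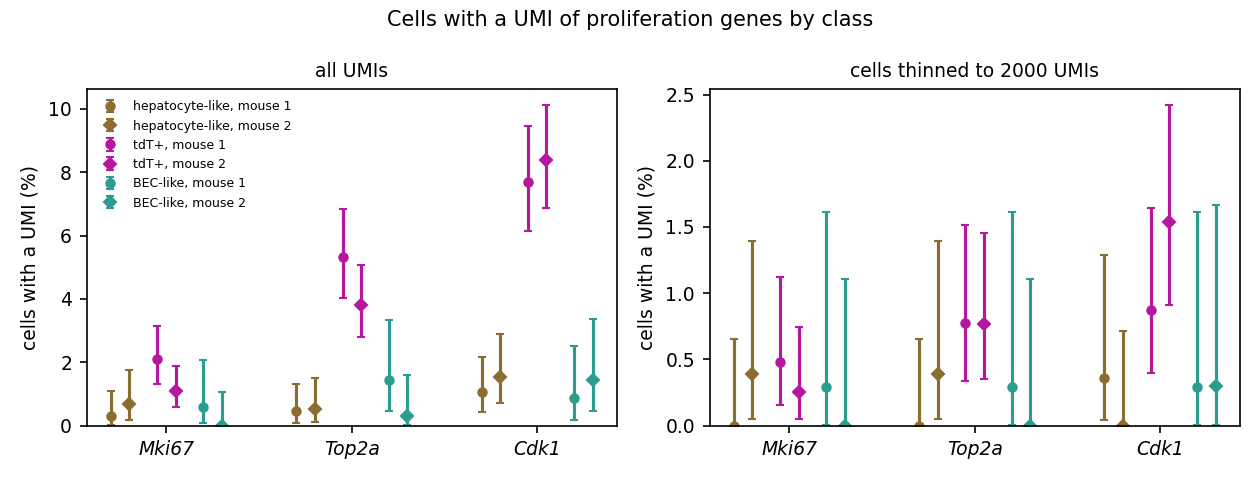
Percent of cells with a UMI of Mki67, Top2a and Cdk1 by class and mouse, at all UMIs (left) and after thinning to 2000 UMIs (right), with exact 95% intervals. At 2000 UMIs, Mki67 was found in under 1% of cells of each class, with overlapping intervals.

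Free RNA could enter such phase calls and was not tested in them, so no cycling is read from them alone. The paper concludes from its repopulation experiments that plastic states are cytostatic, and sets beside them proliferation markers in its integrated data (Supplementary Fig. 14), for which it states no detectable activity in plastic hepatocytes. Cells from DDC-fed mice were not analysed here, and fold changes are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With the paper's filter for the integrated data, 800 to 4000 genes per cell, 28 of the 38 cells have too many genes (73.7%), as have 1140 of the 2233 cells of the whole tdT+ class (51.1%). Of the 9 signature genes then tested, which leave out Mki67 and Top2a, 5 are higher than in the hepatocyte-like class, with 4 of the former 8 among them, and by edgeR 0 are higher than in the BEC-like class (2 at an unadjusted p under 0.05). With 400 to 7000 genes per cell, where edgeR gave 3 genes higher than in the BEC-like class, the number is 6 with the replicate as a block, 1 without BEC-like replicate 2, 8 and 8 without hepatocyte-like replicate 1 or 2, and 5 with the classes named without tdT. In these cells Top2a did not pass against the hepatocyte-like class without hepatocyte-like replicate 1 or 2 or without tdT+ replicate 1 (adjusted p = 0.170, 0.0568 and 0.148). Mcm3 did not pass against the BEC-like class without any one of tdT+ replicates 1 and 2 and BEC-like replicates 1 and 2 (0.0956, 0.0566, 0.118 and 0.127). In the same comparison Cdk1 did not pass without BEC-like replicate 1 (0.0732) and Mcm5 without BEC-like replicate 2 (0.0651).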

### Hepatocytes in plastic states are resistant to oncogene-induced proliferation and tumorigenesis

Chronic liver disease (CLD) induced cirrhosis represents the greatest risk factor for the development of liver cancer^4,5^. Therefore, reduced proliferation capacity linked to hepatocytes in plastic states could have profound implications for liver carcinogenesis given the high prevalence of these plastic hepatocytes in the diseased liver (Fig. 1a). Hepatocellular carcinoma (HCC) is the most common type of liver cancer followed by intrahepatic cholangiocarcinoma (iCCA)^31^. While HCC is assumed to originate exclusively from hepatocytes, mouse models have demonstrated that iCCA can arise not only from BECs^32^ but also from mouse and human hepatocytes^19,33,34^, indicating that hepatocyte reprogramming could contribute to tumorigenesis. To determine whether hepatocytes in states of plasticity are intrinsically resistant to proliferation and therefore less likely to contribute to tumorigenesis, we employed three oncogenes— myristoylated-*Akt1* (AKT*), *Kras*^G12D^, and *Ccnd1*—each known to induce hepatocyte proliferation and HCC development within 7–10 months^35–38^. Using transposons, we delivered these oncogenes with consistent dosage into C57BL/6 wildtype mice, coupled with the induction of full reprogramming (CAG > NICD-PGK>Oncogene-tdT), partial reprogramming (TTR > NICD-PGK>Oncogene-tdT) or no reprogramming (PGK>Oncogene-tdT) (Fig. 5a).

**Fig. 5:**
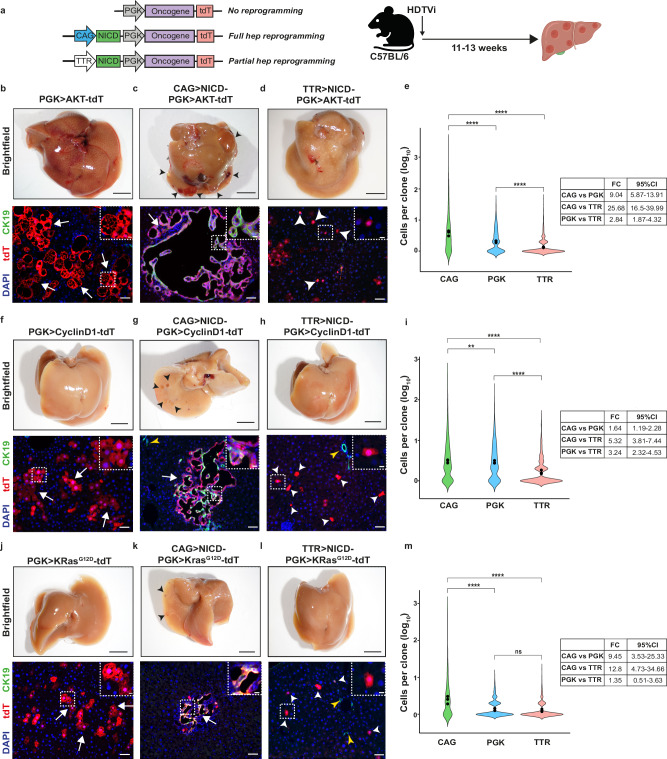
Plastic hepatocyte states limit oncogene-induced proliferation and tumorigenesis. **a** Diagram illustrating the experimental design to compare oncogene-induced proliferation in different populations of hepatocytes depending on their reprogramming state. Created in BioRender. Hewett, C. (2026) https://BioRender.com/uc2ipoy. **b**–**d** C57BL/6 mice 12 weeks post-HDTVi of the indicated myristoylated-AKT (AKT*) expressing transposons. Shown are whole liver photos and representative images of immunofluorescence of liver sections from the same mice for tdT and CK19 (*n* = 3). Black arrowheads indicate visible tumours. White arrows show examples of proliferating tdT^+^ clones. White arrowheads show examples of tdT^+^ single cell clones. Scale bars whole livers, 0.5 cm; Scale bars immunofluorescence: main, 50 μm; inset, 10 μm. **e** Violin plot showing the tdT^+^ clone size (cells per clone) generated by the indicated transposons, 8 weeks post-HDTVi. Dots represent the mean value from individual mice (*n* = 3). Statistical analysis was performed by fitting a negative binomial model that featured random effects for each mouse and an additive fixed effect for the three groups (CAG/PGK/TTR). Statistical significance of overall differences between the three groups with a likelihood-ratio test revealed a significant effect of transposon type on clone size (*p* < 0.0001). Subsequently, pairwise comparisons between groups were conducted using estimated marginal means with Tukey adjustment for multiple comparisons. Fold change (FC) and 95% confidence intervals (CI) are shown for the designated comparisons. *n* = 3945 clones. **f**–**h** C57BL/6 mice 13 weeks post-HDTVi of the indicated *Ccnd1*-expressing transposons. Data provided are as described in (**b**–**d**). Yellow arrowheads indicate normal endogenous BECs. **i** Analysis of clone size from the same mice in (**f**–**h**) as in (**e**). *n* = 4830 clones. **j**–**l** C57BL/6 mice 11 weeks post-HDTVi of the indicated *Kras*^G12D^-expressing transposons. Data provided are as described in (**b**–**d**). **m** Analysis of clone size and statistics from the same mice in (**j**–**l**) as described in (**e**). *n* = 4211 clones. ****p < 0.0001; **p < 0.01; ns not significant.

As previously reported^19,33^, NICD overexpression with a strong ubiquitous promoter combined with AKT*, induced visible tumours with histological features consistent with CAA, such as CK19 positivity and cuboidal cells forming glandular structures (Fig. 5b and Supplementary Fig. 15a). Also, consistent with previous studies^35^, AKT* expression alone in normal hepatocytes resulted in lipid accumulation, increased cell size, and clonal proliferation (Fig. 5c) without producing visible tumours at 12 weeks. In contrast, hepatocytes in plastic states (TTR > NICD-PGK > AKT*-tdT) showed minimal clonal growth with no signs of tumorigenesis (Fig. 5d). Quantitative analysis confirmed that plastic hepatocytes formed significantly smaller clones compared to both normal hepatocytes and fully reprogrammed hepatocytes (Fig. 5e). This finding aligns with our observations in regeneration models, where hepatocytes expressing physiological NICD levels, and thus in plastic states, displayed markedly reduced proliferation compared to normal hepatocytes lacking Notch activation. Together, these results demonstrate that diminished proliferative capacity is an intrinsic property of hepatocytes in plastic states, compared to both normal hepatocytes and fully reprogrammed BECs, manifesting during both regenerative stimuli and oncogenic activation.

To rule out oncogene-specific effects, we repeated the same approach with *Ccnd1* and *Kras*^G12D^, obtaining similar results: fully reprogrammed hepatocytes formed iCCA-like tumours, normal hepatocytes exhibited clonal expansion, and plastic hepatocytes had reduced growth compared to the other two cellular states (Fig. 5f–m and Supplementary Fig. 15b, c).

Histological analysis of TTR > NICD-PGK>Oncogene-tdT samples further showed a zonation-dependent proliferative phenotype (Supplementary Fig. 16a, c, e). In zones 1 and 2, tdT^+^ hepatocytes showed minimal clonal growth, with the exception of a few clones with CK19^+^ cells displaying BEC morphology, which exhibited moderate clonal expansion. In contrast, in zone 3, tdT^+^ hepatocytes predominantly retained a hepatocytic phenotype, with some clones showing limited growth near central veins. Quantitative analysis confirmed that partial reprogramming was associated with reduced clonal growth across the three liver zones although oncogenes induced more proliferation when clones were located in Zone 3 (Supplementary Fig. 16b, d, f). These results align with previous observations that TTR > NICD-CAG>tdT transposon primarily induces partial reprogramming, while only few hepatocytes escape reprogramming or fully reprogram (~5% and ~1% respectively, Supplementary Fig. 8a), and that zone 3 hepatocytes are less susceptible to Notch-induced reprogramming (Supplementary Fig. 5). Collectively, these findings suggest that hepatocytes escaping plastic states during reprogramming in the TTR > NICD-PGK>Oncogene-tdT model selectively proliferate with a zonation bias, more biliary in zone 1 and more hepatocytic in zone 3.

Finally, to directly test whether the lack of oncogene-driven proliferation in plastic hepatocytes depends on their identity state, we employed Alb-Cre; Sox9^F/F^ mice, in which hepatocyte-BEC reprogramming is strongly suppressed^39^ (Supplementary Fig. 17a, b). We injected the TTR > NICD-PGK>Oncogene-tdT transposons in both Alb-Cre; Sox9^F/F^ and control Sox9^F/F^ mice. Consistent with results in C57BL/6 mice, no visible tumours were detected in control Sox9^F/F^ mice for any of the oncogenes at 12 weeks (Supplementary Fig. 17c, e, f). Remarkably, in Sox9-deleted livers, clonal growth of hepatocytic cells was apparent for all three oncogenes, with especially extensive proliferation in the AKT* group, where visible tumours were observed (Supplementary Fig. 17c). Analysis at earlier time points showed that the TTR > NICD-PGK > AKT*-tdT transposon efficiently promoted hepatocytic clonal proliferation across liver zones when hepatocytes were unable to transition into plastic states (Supplementary Fig. 17d). Together, these findings establish that the intrinsic resistance to proliferation observed in plastic hepatocytes is not simply due to Notch activation but fundamentally linked to the maintenance of a plastic state.

## Discussion

Epithelial plasticity during liver damage and disease has long been recognized as an important phenomenon in both human and animal models^15,40^. The dominant view has been that epithelial reprogramming serves to replenish the epithelial compartments in need: biliary epithelial cells (BECs) reprogram into hepatocytes when hepatocyte proliferation is impaired, and hepatocytes reprogram into new BECs during cholestasis. However, evidence suggests that this model may be an oversimplification. For instance, hepatocyte reprogramming has been shown to be inefficient; even in cholestatic injuries, only a small fraction of hepatocytes fully transdifferentiate into terminally differentiated BECs^14^. Additionally, hepatocyte reprogramming has been found in models without bile duct injury, indicating that this process occurs more broadly than previously thought^12^.

In this study, we show that the main outcome of Notch-induced hepatocyte reprogramming is partial reprogramming, producing hepatocytes that persist in plastic states. Across the spectrum of models we analysed, at least 10% of all hepatocytes showed evidence of partial reprogramming with some reaching as high as 80%. Moreover, this is most likely an underestimation, since our analysis scored double positivity with the hepatocyte marker HNF4α, therefore hepatocytes in more advanced stages of reprogramming which lose HNF4α expression were not accounted for. In addition, we found that plastic hepatocytes arising from partial reprogramming were present across all tested models of liver injury, although with varying frequencies. This widespread occurrence is consistent with previous isolated observations, such as the high Hes1/HNF4α frequency seen in metabolic dysfunction-associated fatty liver disease (MAFLD) and metabolic dysfunction-associated steatohepatitis (MASH)^41^ and the co-expression of Sox9/HNF4α in several mouse models^12,42^ as well as lineage-tracing data showing that full conversion of hepatocytes into BECs is exceedingly rare^12,14^.

Studying such an abundant and diverse population of cells, with dynamic identities and transcriptomes, poses significant challenges. Conventional lineage tracing tools fall short in their ability to capture plastic states in vivo, as they can only label a subset of states at a time, and further changes in cellular identity could confound analysis. To overcome these limitations, we developed a system that simultaneously induces and traps hepatocytes in plastic states in vivo, minimizing reversion to hepatocytes or full reprogramming into BECs. By leveraging the TTR promoter, our model limits NICD expression to physiologic levels that mirror those observed during endogenous liver injury, unlike prior models that used strong ubiquitous promoters to drive supraphysiologic NICD levels, resulting in full reprogramming into BECs which has been shown to be highly infrequent during liver disease^12,14^.

Single-cell RNA-seq analysis of these entrapped plastic hepatocytes in the normal liver confirmed their striking similarity to endogenous plastic hepatocytes found in diseased livers, consistent with prior findings that transcriptomic differences among BECs, reprogramming hepatocytes, and normal hepatocytes are minimally influenced by damage-associated changes^14^. Additionally, we observed a gradient of reprogramming susceptibility, with periportal (zone 1) hepatocytes being most susceptible and pericentral (zone 3) hepatocytes the least, suggesting that distinct epigenetic landscapes associated with zonation influence hepatocyte amenability to Notch-driven reprogramming.

By using this system, we uncovered that hepatocytes in plastic states are inherently refractory to proliferation, even when they have a competitive advantage. This fundamental feature of a hepatocyte population so abundant in diseased livers raises an important question: what evolutionary advantage might non-proliferative plastic hepatocytes confer when the liver is in urgent need of regeneration? Clues to this apparent paradox emerged when plastic hepatocytes were challenged with oncogenic stimuli. In contrast to normal hepatocytes and fully reprogrammed BEC-like cells, which readily underwent clonal expansion, plastic hepatocytes consistently resisted oncogene-driven proliferation.

The role of Notch in cancer is well known to be highly context-dependent, acting either as an oncogene or a tumour suppressor depending on cell type, tissue, or signalling context^43,44^. Although Notch activity has previously been described as oncogenic in hepatocytes^45^, our results collectively demonstrate that Notch is not intrinsically oncogenic. Rather, its effect is determined by dose-dependent changes in cellular identity. At physiological levels, as seen during liver injury, Notch induces cytostatic plastic states in hepatocytes that suppress proliferation. In contrast, supraphysiological Notch activation drives full reprogramming into BEC-like cells, which become competent to proliferate and, in the presence of oncogenes, give rise to cholangiocarcinoma. This highlights a narrow threshold between tumour-suppressive and tumour-promoting outcomes of Notch signalling in hepatocytes.

Taken together, these findings suggest that one path toward HCC development may involve circumventing the cytostatic plastic states in hepatocytes during liver damage, either through suppression of Notch-induced reprogramming or by cooperation with specific oncogenes or tumour suppressors that override it. Indeed, a substantial proportion of human HCC tumours show evidence of Notch pathway activation^45^. Conversely, other oncogenic combinations may push plastic hepatocytes past the high threshold for full reprogramming, promoting biliary conversion and ultimately contributing to CCA formation. These findings offer mechanistic support for our broader model: that Notch-induced plastic states represent a cytostatic checkpoint during liver injury, temporarily halting proliferation in a way that balances regeneration with overgrowth and tumorigenesis. Interestingly, the high prevalence of hepatocytes in cytostatic plastic states observed in severely damaged livers (such as BDL or Fah^−/−^, Fig. 1a) may represent a maladaptive consequence of this otherwise protective mechanism, potentially contributing to the markedly low hepatocyte proliferation rates characteristic of advanced liver disease.

In summary (Fig. 6), our findings show that partial hepatocyte reprogramming, resulting in the accumulation of plastic hepatocytes, is a prevalent and significant adaptive response during liver injury, acting as an independent pathway from the production of new BECs. By developing a system to study hepatocytes in plastic states, we have uncovered an inherent cytostatic effect of physiologic Notch-induced plasticity. We propose that zonally-biased partial hepatocyte reprogramming is a fundamental mechanism that limits unrestrained proliferation helping to balance tissue regeneration, overgrowth and cancer suppression in the context of liver damage where growth factors and inflammatory cytokines are in high levels. While our work is based on mouse models, further studies will be required to establish whether similar plastic states that have been observed in human liver disease exert comparable cytostatic effects and whether this process can be manipulated to enhance regeneration without promoting carcinogenesis. Notably, Notch signalling has been implicated in driving metaplastic transitions in other tissues^46–48^, most prominently in acinar-to-ductal metaplasia in the pancreas^49^. Whether Notch-induced plastic states in other tissues similarly confer tumour-suppressive properties, as observed in the liver, remains an important question for future research.

**Fig. 6:**
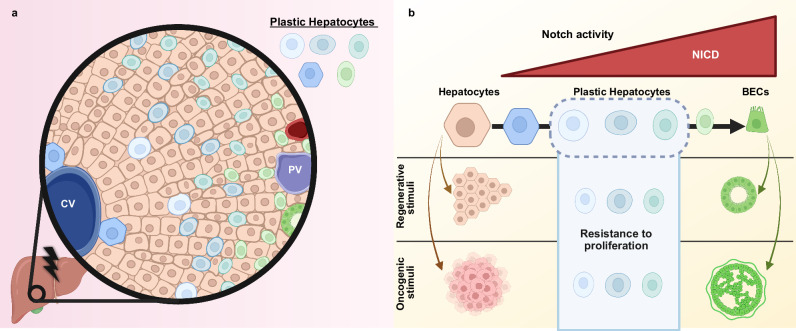
Plastic hepatocyte states limit liver cancer development. Graphical depiction of the findings of this study. Briefly, in (**a**) liver injury induces a pervasive and zonally-biased emergence of plastic hepatocytes through partial reprogramming to BECs. **b** Utilising a transposon to express physiological levels of NICD, hepatocytes at various stages of partial reprogramming can be generated which are indistinguishable from endogenous plastic hepatocytes. Robust cytostasis was identified in plastic hepatocytes during liver regeneration, translating to an enhanced tumour suppressive response even in the presence of sustained oncogene activation. In contrast, hepatocytes and BECs at each end of the reprogramming spectrum are licensed to proliferate during regeneration, and initiate tumorigenesis following oncogene activation. Hep, hepatocyte. BEC, biliary epithelial cell. NICD, Notch intracellular domain. Created in BioRender. Font-Burgada, J. (2026) https://BioRender.com/ostt981.

## Methods

### Mice

Animal experiments were performed according to protocols approved by Fox Chase Cancer Center Institutional Animal Care and Use Committee (IACUC). Unless specified, mice were maintained on standard laboratory mouse chow and drinking water ad libitum in a 12-hour light-cycle, temperature, and humidity-controlled room. All mice were obtained from their referenced sources. Fah^−/−^^50^ and *Fah*^−/−^; *Rag2*^−/−^; *Il2rg*^−/−^ (FRG)^28^ mice were maintained on Picolab High Energy Mouse Diet (Labdiet; #5LJ5) and 8 mg/L CuRx™ Nitisinone (NTBC) (Yecuris; #20-0027) ad libitum. LAP>tTA^29^; TRE > NICD^48^ mice were provided with 200 mg/ml doxycycline-supplemented drinking water ad libitum to prevent activation of NICD. MUP-uPA mice^51^ were sacrificed at 5-weeks old for analysis of hepatocyte reprogramming. C57BL/6 mice (Jackson Laboratory; #000664) were treated with 0.1% 3,5-Diethoxycarbonyl-1,4-Dihydrocollidine (DDC) diet for 3 weeks. For carbon tetrachloride (CCl_4_)-induced liver damage C57BL/6 mice were treated with 0.5 µl/gr CCl_4_ by intraperitoneal injection, every 3 days for a total of 12 doses. Mice between 8-9 weeks were used for experiments. Male mice were used for experiments using C57BL/6, ROSA26^tdTomato/+^, ROSA26^EYFP/+^ and Fah^−/−^. Alb-Cre (Jackson Laboratory, #003574) and Sox9^F/F^^51^ mice were bred together. Male and female mice were used for experiments in the Alb-Cre; Sox9^F/F^; LAP-tTA-TRE-NICD; FRG background. No gender bias was observed. Mice that harboured tumours were monitored daily and sacrificed if tumour burden comprised >10% of the mouse’s body weight, the mouse lost 20% of its body weight after injection, or if the mouse exhibits signs of distress or pain. No mice in this study exceeded these limits.

### Plasmid and AAV vectors

All piggyBac transposon and vectors were constructed by Vectorbuilder. Notch intracellular domain (NICD) sequence was obtained from Addgene Plasmid #26891^52^. For cloning of myristoylated AKT expressing vectors, pT3-myr-AKT-HA was obtained from Xin Chen via Addgene (Plasmid #31789)^53^. The hyperactive piggyBac transposase vector was obtained from Vectorbuilder. For mice experiments, transposons (30μg) and transposase (15 μg) were diluted together in saline and injected intravenously by HDTVi^54^. The total injection volume was equivalent to 10% of mouse body weight i.e. a 25 g mouse received 2.5 ml of DNA solution. For partial hepatectomy experiments in ROSA26^EYFP/+^ mice, AAV(DJ8)-TBG>Cre was obtained from Vector Biolabs (VB1724) and injected through the tail vein in PBS at 1 ×10^10^ genome copies per mouse.

### Tissue collection, processing and imaging

Mouse livers were collected following intracardiac Zinc-formalin perfusion. Livers were incubated overnight in Zinc-Formalin for further fixation, followed by PBS washing and incubation with 100 mM Tris (pH9.4), 10 mM DTT for 2 h. Livers were then incubated overnight in 15% sucrose, then 30% sucrose before embedding in Tissue-Tek^®^OCT (Sakura, #4583). For immunofluorescence staining, 8 μm liver tissue sections were cut from frozen blocks and collected on Fisherbrand™ Superfrost™ Plus Microscope Slides. Slides were incubated in citrate buffer at 96 °C for 1 h for antigen retrieval, followed by PBS washing and 20 min incubation in 0.1%Triton-X100-PBS. After further PBS washing, tissue sections were incubated in blocking buffer (2% Donkey serum-0.1% Tween-PBS) for 30 min. Primary Antibodies were diluted in blocking buffer and incubated with tissue sections overnight at 4 °C. Antibodies used in immunofluorescence were selected based on validations from their respective vendors detailed in Supplementary Table 1. Slides were washed 3X in 0.1%Tween-PBS and incubated with the appropriate secondary antibodies at room temperature (RT). After 2 h, slides were washed 3X with 0.1%Tween-PBS and 2X with PBS. Slides were then quickly washed in water and 70% ethanol before incubating for 20 min in 0.1% Sudan Black. Slides were washed extensively in 0.02%Tween-PBS to remove Sudan Black excess, and then tissue sections were incubated with DAPI (1 μg/ml) for 10 min at RT for nuclear staining. Tissue sections were then mounted using Mowiol prior to imaging. Slides were viewed and images captured on a Zeiss AxioObserver, and images were processed in Zeiss Zen Software. A Nanozoomer S60 instrument (Hamamatsu) was used for whole slide scanning. Tyramide signal amplification (TSA) staining (Thermo Fisher Scientific; B40933) was performed in three experiments. Firstly, to amplify the YFP signal in partial hepatectomy experiments. Secondly, to analyse the zonation of tdT^+^ clones a panel of four antibodies was required and TSA staining enabled the use of antibodies of the same species. Third, for the analysis of liver damage models it was necessary to enhance the signal of the Sox9, Osteopontin, and Hes1 signals. TSA staining was performed first according to manufacturer’s instructions, followed by a second antigen retrieval step before continuing with the routine immunofluorescence staining protocol described above. For damage model staining, several changes were made to the staining protocol. For Hes1 staining only, sections were cut at 5 µm. The first antigen retrieval in citrate buffer was done using a pressure cooker for 45 minutes at 7.5 psi. Primary antibody staining was carried for 1 hour at room temperature instead of overnight. For Sox9 staining only, no Sudan Black was used.

### Primary mouse liver cell isolation

To isolate hepatocytes, tdT^+^ cells and BECs for single cell RNA sequencing, mouse livers were perfused via the portal vein at 37 °C. Briefly, livers were first perfused with 50 ml of Ca^2+/^Mg^2+^-free HBSS supplemented with 10 mM Hepes and 0.5 mM EGTA at a rate of 8 ml/minute. This was followed by perfusion with Ca^2+/^Mg^2+^-containing HBSS supplemented with 10 mM Hepes and 4 mg/ml Liberase TM (Sigma, #5401127001) at 8 ml/minute. The second step of perfusion was continued until the liver showed clear signs of digestion inside the liver capsule. The liver was extracted from the mouse and the gallbladder removed. The livers were placed in 15 ml Ca^2+/^Mg^2+^-free HBSS and the liver capsule was gently broken to release digested liver cells. The cell suspension was filtered through a 70 μm cell strainer and centrifuged at 50 × *g* for 1 min with no deceleration. The resulting pellet comprised hepatocytes and the supernatant the remaining liver cell populations. The hepatocyte pellet was washed in Ca^2+/^Mg^2+^-free HBSS a second time followed by a third wash in Ca^2+/^Mg^2+^-free HBSS supplemented with 20 μg/ml DNAse (Alfa Aesar, J62229MB). The hepatocyte pellet was then resuspended in 40% Percoll-Williams media and centrifuged at 150 × *g* for 5 min to pellet viable hepatocytes. Hepatocytes were resuspended in William’s media and stained with 1 μg/ml DAPI prior to Fluorescence Activated Cell Sorting (FACS). The supernatant from the first centrifugation step enriched for non-hepatocyte populations was centrifuged at 1000 × *g* for 5 min to pellet cells and then resuspended in Ca^2+/^Mg^2+^-free HBSS supplemented with 20μg/ml DNAse. The cell suspension was centrifuged at 1000 × *g* for 5 min and the pellet resuspended at a concentration of 10 million cells per ml in 2%FBS-DMEM. Cells were incubated with 10 μg/ml Mouse BD Fc Block (BD, #553141) for 5 min on ice, followed by a 15-min incubation with 2.5 μg/ml anti-EpCAM-FITC on ice in the dark. Cells were washed twice in PBS and resuspended in 2% FBS-2mM EDTA-PBS with 1 μg/ml DAPI prior to FACS.

To isolate hepatocytes for intrasplenic transplantation into FRG recipients, mouse livers were perfused via the inferior vena cava (IVC) at 37 °C. Two-step perfusion was performed as above however flow rate was reduced to 4 ml/min. Hepatocytes were pelleted and washed as described above. For the final centrifugation step, hepatocytes were resuspended in 30% Percoll to pellet viable cells. Hepatocytes were prepared for FACS as above.

Cell sorting for single cell RNA-sequencing was done using a BD Aria II with a 100 μm nozzle. Hepatocyte sorting for intrasplenic transplantation was carried out on a BD Symphony S6 instrument fitted with a 100 μm nozzle.

### Mouse surgical procedures

For all surgical procedures, mice were anesthetized with 5% isoflurane and placed on a heating pad for the length of the surgery. Skin around the surgical site was disinfected with betadine and 70% ethanol. Bupivacaine (4 mg/kg) was provided intraperitoneally as pre-surgery analgesia. Two-thirds partial hepatectomy was performed as described^55^. For Fah repopulation experiments ~60,000 hepatocytes resuspended in 15% FBS/DMEM were intra-splenically transplanted as previously described^17^. Immediately post-surgery the NTBC in the drinking water was completely removed for a total of 10 days. Mice were then returned to NTBC drinking water for a 4-day recovery period. A second cycle of consisted of 14 days removal and 3 days recovery. NTBC was removed again 18 days, followed by a 10-day recovery period before sacrifice. For FRG repopulation experiments, ~100,000 hepatocytes were transplanted and recipients were subjected to the same NTBC cycling regimen as above. In this experiment, FRG recipients were pre-treated with 50 µg/ml dox-supplemented drinking water for 2 days prior to transplantation, and both recipients remained on dox until 4 days-post transplantation. Within each pair of FRG recipients transplanted, one remained on dox throughout, while the other was removed from dox for either the full length of the experiment, or the majority of the experiment. Dox re-addition lasted for 3 days. Bile duct ligation was performed as described in Tag et al.^56^ and mice were sacrificed 2.5 weeks post-surgery.

### Single cell RNA-sequencing

Preparation of cells for single cell RNA-sequencing (scRNA-seq) was performed using the Chromium Next GEM Single Cell 3’ GEM, Library & Gel Bead kit (10x Genomics, PN-10000121). Post-FACS, cells were scanned on a Zeiss Axio observer to obtain cell count and confirm >85% viability and presence of single cells. Sorted cell populations were pooled together and loaded into a single well of a Next GEM Chip G at the following ratios: 25% tdT^-^ hepatocytes, 25% EpCAM^+^/tdT^-^ BECs and 50% tdT^+^ cells. Manufacturer’s instructions were followed to partition cells into Gel Beads-in-emulsions (GEMs) together with unique 10x barcodes using the Chromium Controller. cDNA libraries were produced from GEMs to generate a barcoded single cell library for each mouse. Sequencing data were obtained using the Illumina NovaSeq 6000 PE150 platform.

Raw sequencing data files were first processed using the Cell Ranger pipeline from 10× Genomics using default parameters. Reads were mapped to the GRCm39 reference modified to include the tdTomato sequence, and the resultant data were then processed using the Seurat V5.1.0 package in R V4.2.1. Cells which did not meet QC criteria (n_feature count between 400–7000 and <15% mitochondrial genes) were filtered out prior to downstream analysis. The subsequent data were subjected to uniform manifold approximation and projection (UMAP) dimensionality reduction for visualization. Data visualization was performed using standard Seurat parameters. Markers of hepatocyte, BEC and reprogramming cell identity were used to identify clusters. Immune and endothelial cell clusters were removed, as well as clusters consisting only of cells with low total gene and transcript counts. Figures were generated using SCpubr package^57^ in R.

This in house generated scRNA-seq data from transposon-induced plastic hepatocytes was then integrated with scRNA-seq data generated in Merrell et al. Specifically, .h5 files were downloaded from GSE157698. Data was merged in Seurat, and QC analysis selected for cells with n_feature count between 800–4000 and a mitochondrial gene count below <25% across both datasets. The ‘rpca’ method was used to integrate the data within Seurat. Clustering was performed as described above.

Heatmap and GSEA analysis were performed using bulk RNA sequencing data from Merrell et al. (GSE156894). We used the GSEAPreranked method of GSEA^58^ to assess the concordance between a set of genes identified as differentially expressed between reprogramming and normal hepatocytes in a bulk RNA-seq experiment (GSE156894), and a ranked list of differentially expressed genes between tdT^+^ versus normal hepatocyte scRNA-seq data. Default parameters were used for GSEAPreranked, except that enrichment scores were calculated based on the classic method, rather than the default weighted option.

Cell-cycle analysis was carried out with Cyclone (scran) on log-normalized RNA counts using the default mouse marker pairs and parameters^59,60^.

UMAP plots describing single-cell spatiotemporal expression profiles for *Ttr*, *Gls2* and *Cyp2e1* were accessed at db.cngb.org/stomics/lista.

The R-studio packages and their versions used for the analysis in this study are as follows: Seurat 5.1.0, SCpubr 2.0.2, scran 1.26.2, stringr 1.5.1, ggplot2 3.5.2, patchwork 1.3.0, dplyr 1.1.4, cowplot 1.1.3, org.Mm.eg.db 3.15.0, SingleCellExperiment 1.20.1, scales 1.3.0.

### Image analysis

Images were analysed manually in ImageJ or NDP.view2. Analyser was blinded to the variable of interest when determining the areas to analyse in every sample but were not blinded to the sample ID. For quantification of reprogramming markers in Fig. 1a, three areas per liver were randomly selected and HNF4α^+^ cells were identified. Within this HNF4α^+^ population, cells were scored either positive or negative for Sox9, Opn or Hes1 expression. For quantification of cell identity marker expression (Fig. 1/Supplementary Figs. 3, 5, 7, 11, 12, 13, 17) one area per liver lobe was selected at random. Areas varied from 1 mm^2^ to the whole lobe depending on the density of tdT^+^ clones in the sample. For analysis of Sox9 and HNF4α expression, only tdT^+^ clones with visible nuclear DAPI signal were counted to avoid false negative results. To analyse the zonation of tdT^+^ clones, E-Cadherin and GS were used to mark the periportal and pericentral zones, respectively. Clones that spanned multiple zones were excluded in the analysis. To assess TTR promoter activity (Supplementary Fig. 4) liver sections were cut, stained, and scanned with identical exposure settings in parallel. 200 marker positive cells were traced for each mouse in ImageJ. The YFP and tdTomato mean pixel intensity values were then extracted for each cell. To analyse proliferation pre- and post-partial hepatectomy (Fig. 3), ~200 tdT^+^ and 200 YFP^+^ clones were analysed per lobe within a randomly selected area. For analysis of clone area in Fig. 4, 10 serial sections were analysed across a total depth of 200 μm. Twenty 10 μm sections were cut and every second section was analysed, i.e. sections 1, 3, 5, 7, 9, 11, 13, 15, 17, 19. Every clone was identified throughout the entire tissue section and the area of every clone was measured at each depth. Data is presented as the maximal clone area observed through the 200 μm depth. To quantitate cell identity marker expression in Supplementary Figs. 12, 13, all tdT^+^ clones were analysed across 5 serial sections (total depth of 100 μm). For analysis of clone size in Fig. 5 one area per liver lobe was selected at random. Areas varied from 1 mm^2^ to the whole lobe depending on the density of tdT^+^ clones in the sample.

### Statistical analysis and reproducibility

Source data are provided as a Source Data file. Data was processed in GraphPad Prism. The specific statistical test performed on each dataset is detailed in the corresponding figure legends. Generally, when comparing 2 groups, a *t*-test was used; for comparisons involving >2 groups, a one-way ANOVA was carried out followed by a post-hoc Tukey’s test or Benjamini–Hochberg (as appropriate) for multiple comparisons. Asymmetric data was log(10) transformed to improve normality and stabilize variance.

Statistical analyses of clone size for oncogenic-induced proliferation were performed using R and utilizing the glmmTMB package for model fitting and the emmeans package for post-hoc comparisons. A negative binomial generalized linear mixed model (GLMM) was fitted to the clone size data to account for overdispersion observed in the clone size counts. The model included the transposons (CAG > NICD-PGK > Oncogene, TTR > NICD-PGK-Oncogene and PGK > Oncogene) as a fixed effect as well as each mouse replicate per condition as random effects. The negative binomial model was fit to zero-shifted counts, i.e. subtracting 1 to all counts so that the smallest value is zero, which improved the negative binomial model fit. Both the zero-shifting and presence over-dispersion relative to the Poisson model were supported by the Bayesian information criterion (BIC). Pairwise comparisons were conducted using estimated marginal means with Tukey adjustment for multiple comparisons. For the analysis of the interaction between YFP and tdTomato fluorescence across time points during hepatocyte reprogramming, the approach was similar. In this case, a linear mixed effects model was fitted to the log transform data using the nlme package. The emmeans package was used for post-hoc analysis.

*n* numbers for all experiments are described in figure legends. All experiments were replicated at least 3 times, except for scRNA-seq data and Fah transplantation studies which are representative of 2 individual replicates per experiment. Sample sizes were determined based on our previous experience with the models and published studies in the field. No statistics were used to predetermine the sample size.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

The raw sequencing data generated in this study have been deposited in the GEO database under accession code GSE284235. All source data generated in this study are provided in the Supplementary Information/Source Data file. Source data are provided with this paper.

# Supplementary material for: Plastic hepatocyte states limit liver cancer development
**Source:** Nat Commun. 2025 Nov 26;16:11647. doi: 10.1038/s41467-025-66568-0
**Supplement:** Supplementary file 1 — Supplementary Information

**Antibody**	**Source**	**Identifier**	**Concentration Used**
**Goat anti-mCherry**	Sicgen	AB0040-200	1:500
**Rabbit anti-RFP**	Rockland	600-401-379	1:100
**Rabbit anti-GFP**	Invitrogen	A11122	1:250 with TSA kit
**Rabbit anti-Sox9**	Millipore	AB5535	1:500
**Rabbit anti-Sox9**	Millipore	AB5535	1:2500 with TSA kit
**Goat anti-Osteopontin**	R&D	AF808	1:100
**Goat anti-Osteopontin**	R&D	AF808	1:100 with TSA kit
**Rabbit anti-CK19**	Abcam	Ab52625	1:100
**Rabbit anti-Hes1**	CST	11988	1:30 with TSA kit
**Goat anti-ECadherin**	R&D	AF648	1:500 with TSA kit
**Mouse anti-GS**	BD	610517	1:100
**Rabbit anti-HNF4a**	CST	3113	1:100
**Rabbit anti-Fah**	Abcam	602-910	1:200
**Donkey anti-Rabbit 647**	Invitrogen	A31573	1:600
**Donkey anti-Rabbit Cy3**	Jackson Immuno	711-165-152	1:600
**Donkey anti-Rabbit 488**	Invitrogen	A21206	1:600
**Donkey anti-Rat Cy3**	Jackson Immuno	712-165-153	1:600
**Donkey anti-Goat 647**	Invitrogen	A21447	1:600
**Donkey anti-Goat 555**	Invitrogen	A21432	1:600
**Donkey anti-Goat 488**	Invitrogen	A21206	1:600
**Donkey anti-Mouse 405**	Jackson Immuno	715-475-151	1:200
**Donkey anti-Rabbit (HRP conjugated)**	Jackson Immuno	703-035-152	1:200 with TSA kit
**Donkey anti-Goat (HRP conjugated)**	Jackson Immuno	705-035-003	1:200 with TSA kit
**Rat anti-mouse CD326 (FITC)**	Biolegend	118207	0.25mg/million cells

Supplementary Table 1 Antibodies for Immunofluorescence

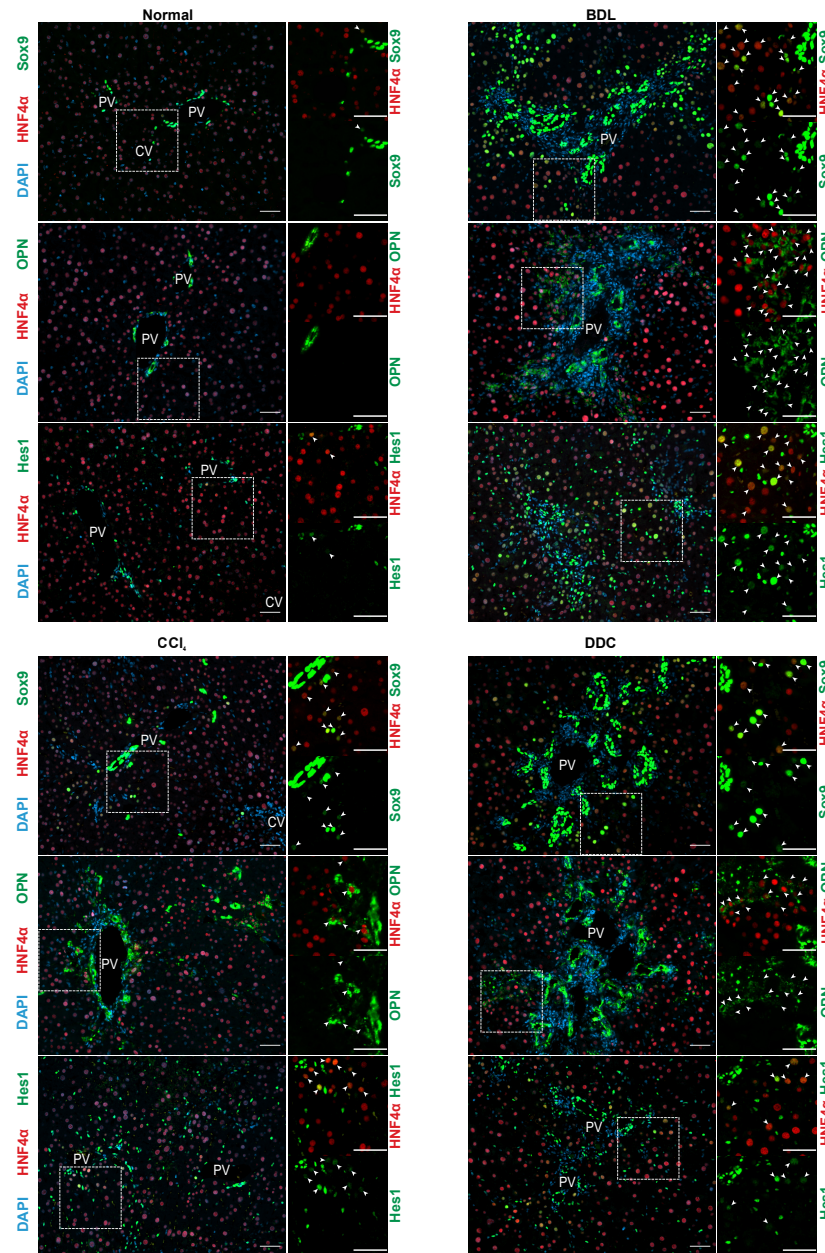

Supplementary Fig. 1. Plastic hepatocyte states are pervasive in various liver injury models.

Representative immunofluorescence images following co-staining of the hepatocyte marker HNF4a with the early BEC markers Sox9 and Osteopontin (OPN), or the direct Notch target gene Hes1 in the normal mouse liver or various mouse models liver damage. Arrowheads designate plastic hepatocytes positive for both HNF4a and the indicated BEC marker. PV, portal vein. CV, central vein. Scale bars, 50μm. BDL, bile duct ligation. CCl₄, chronic carbon tetrachloride. DDC, 0.1% 3,5-diethoxycarbonyl-1,4-dihydrocollidine diet.

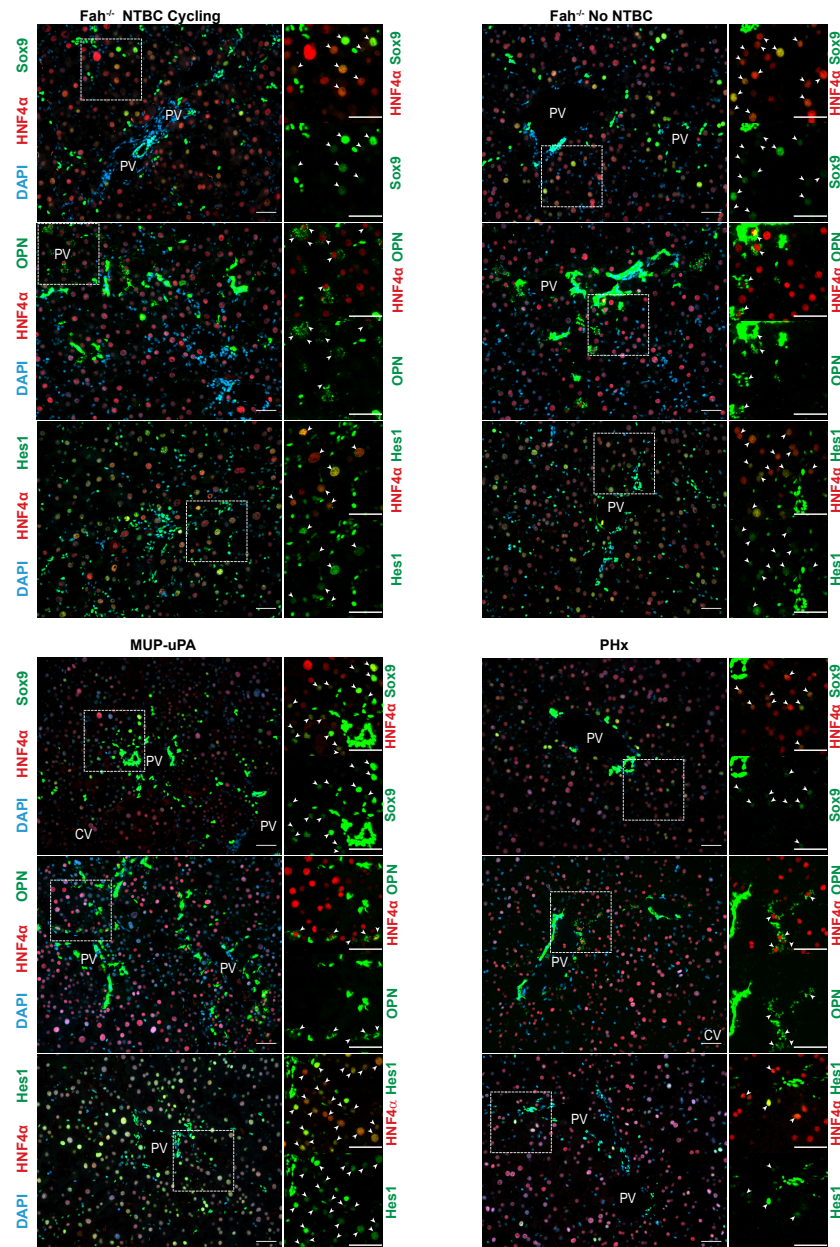

Supplementary Fig. 2. Plastic hepatocyte states are pervasive in various liver injury models. (continued)

Representative immunofluorescence images following co-staining of the hepatocyte marker HNF4a with the early BEC markers Sox9 and Osteopontin (OPN), or the direct Notch target gene Hes1 in the normal mouse liver or various mouse models liver damage. Arrowheads designate plastic hepatocytes positive for both HNF4a and the indicated BEC marker. PV, portal vein. CV, central vein. Scale bars, 50μm. *Fah*^{-/-} NTBC cycling, Fumarylacetoacetate hydrolase^{-/-} mice cycled off Nitisinone three times. *Fah*^{-/-} no NTBC, Nitisinone withdrawn from *Fah*^{-/-} mice continuously for 3 weeks. MUP-uPA, transgenic mice expressing urokinase-type plasminogen activator under control of the Major Urinary Protein promoter. PHx, 70% partial hepatectomy.

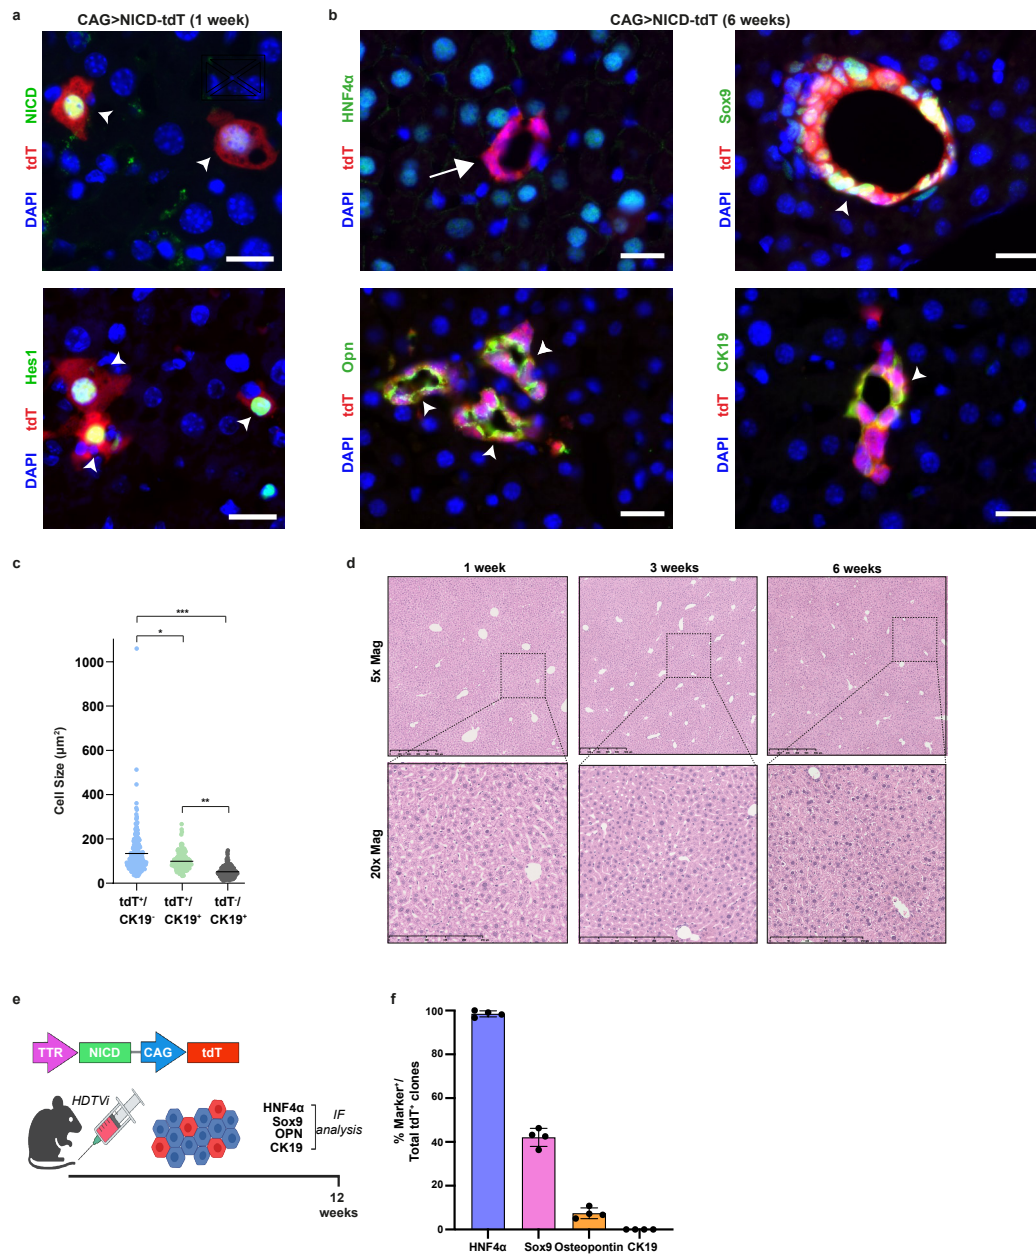

Supplementary Fig. 3. Further characterization of transposon-induced reprogramming.

a, Example immunofluorescence staining for Notch intracellular domain (NICD) or Hes1 and tdTomato (tdT) in liver sections from C57Bl/6 mice 1 week after HDTV_i of CAG>NICD-tdT. Arrowheads indicate NICD⁺ tdT⁺ and Hes1⁺ tdT⁺ clones. *n* = 3 mice. **b**, Representative immunostaining for tdT, in combination with either HNF4a (hepatocyte marker), Sox9 and Opn (early BEC markers) or CK19 (mature BEC marker) on liver sections 6 weeks post-HDTV_i with the CAG>NICD-tdT transposon, showing examples of formation of bile duct structures. Arrowheads denote tdT⁺ clones which express the indicated cell identity marker. Arrows indicate marker negative tdT⁺ clones. Scale bars, 20mm. *n* = 3 mice. **c**, Cell size analysis of tdT⁺ cells 6 weeks post-HDTV_i of CAG>NICD-tdT samples, compared to normal tdT-/CK19⁺ BECs. The mean of the data

for each cell type is denoted by solid black lines. Statistical significance was determined by one-way ANOVA with post-Hoc Tukey's test for multiple comparisons. n = 554 cells. ***p < 0.001; **p < 0.01; ns, not significant. **d**, Representative H&E staining from C57Bl/6 mice 1, 3 or 6 weeks post-HDTV_i of CAG>NICD-tdT, n = 3 mice. **e**, Schematic illustrating the experimental design to analyse entrapped hepatocytes after an extended 12-week timepoint. Created in BioRender. Hewett, C. (2026) <https://BioRender.com/xjlpzpi> **f**, Quantification of the percentage of tdT⁺ cells expressing the indicated cell identity markers 12 weeks post-HDTV_i of TTR>NICD-CAG>tdT in C57Bl/6 mice. TTR, Transthyretin. Data shown are means ±SD; n = 4.

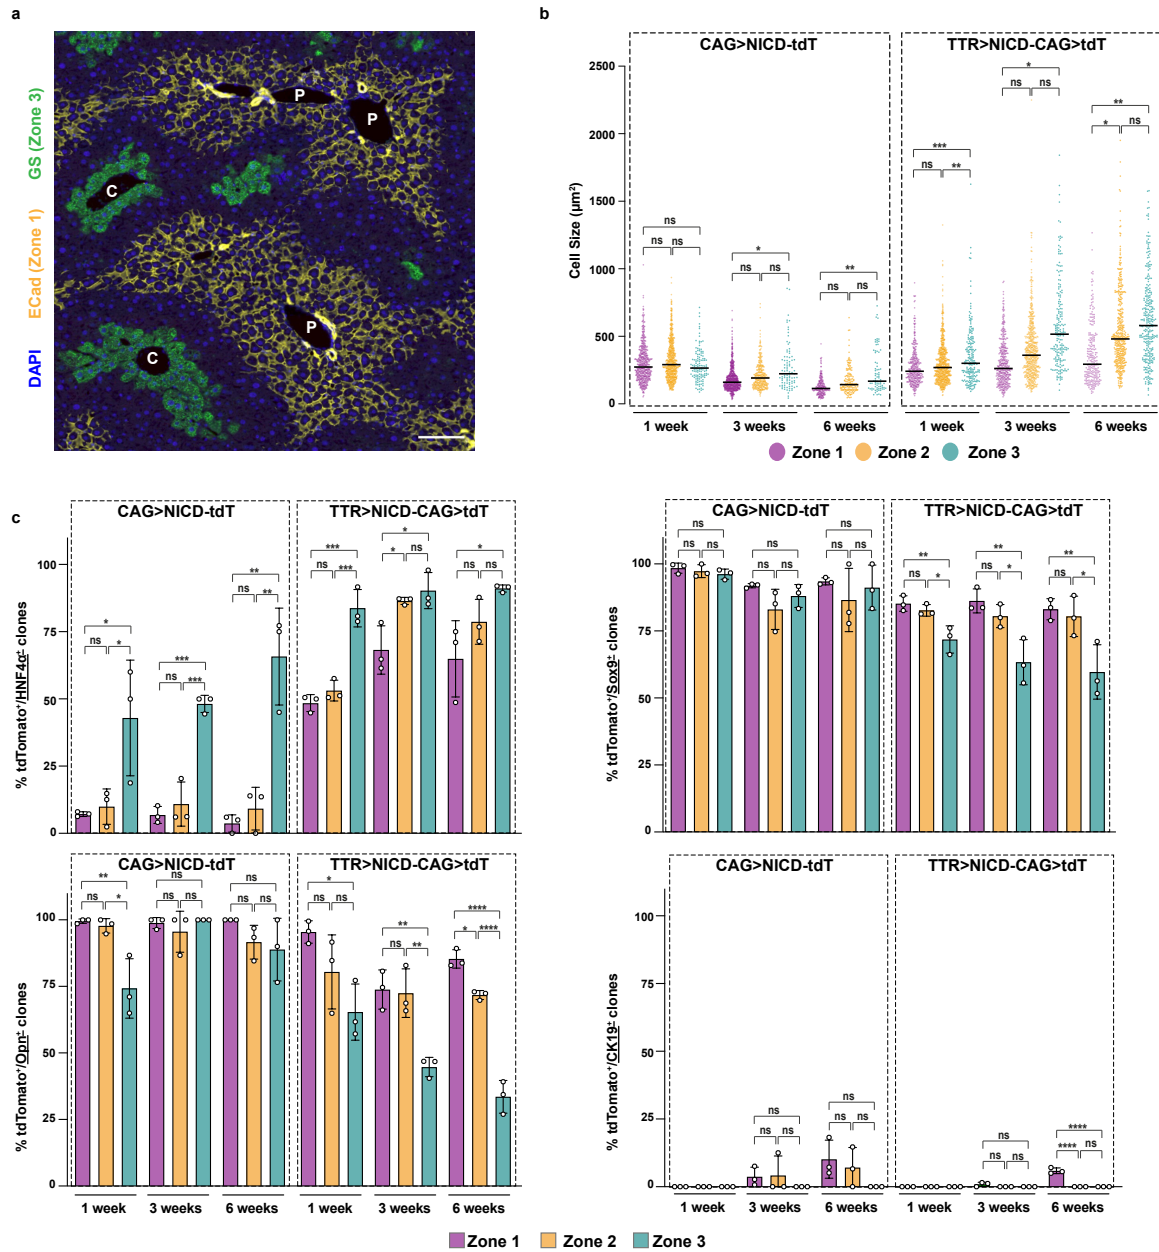

Supplementary Fig. 5. Hepatocyte reprogramming is influenced by liver zonation.
a, Example immunofluorescence image of GS and E-Cadherin staining in a normal C57Bl/6 mouse liver to indicate the method used to define zone 1 (ECadherin+/GS-), zone 2 (ECadherin-/GS-) or zone 3 (ECadherin-/GS+). Scale bar, 100μm. P, portal vein; C, central vein. **b**, Cell size analysis of tdT⁺ cells within each zone of the liver, 1-, 3- or 6-weeks post-HDTV of the indicated transposons from the same samples in Fig.1c-e. Each data point represents a single cell. The mean of the data for each transposon/ timepoint/zone across three mice is denoted by solid black lines. n = 9631 cells. **c**,

Quantification of the same tdT⁺ cells expressing the designated cell identity markers at 1-, 3- or 6-weeks post-HDTV_i of the indicated transposons, within Zone 1, 2 or 3 of the liver lobule. Data displayed are means $\pm$ SD; n = 3 mice. Statistical significance was determined by one-way ANOVA followed by post-Hoc Tukey's test for multiple comparisons. ****p < 0.0001; ***p < 0.001; **p < 0.01; *p < 0.05; ns, not significant.

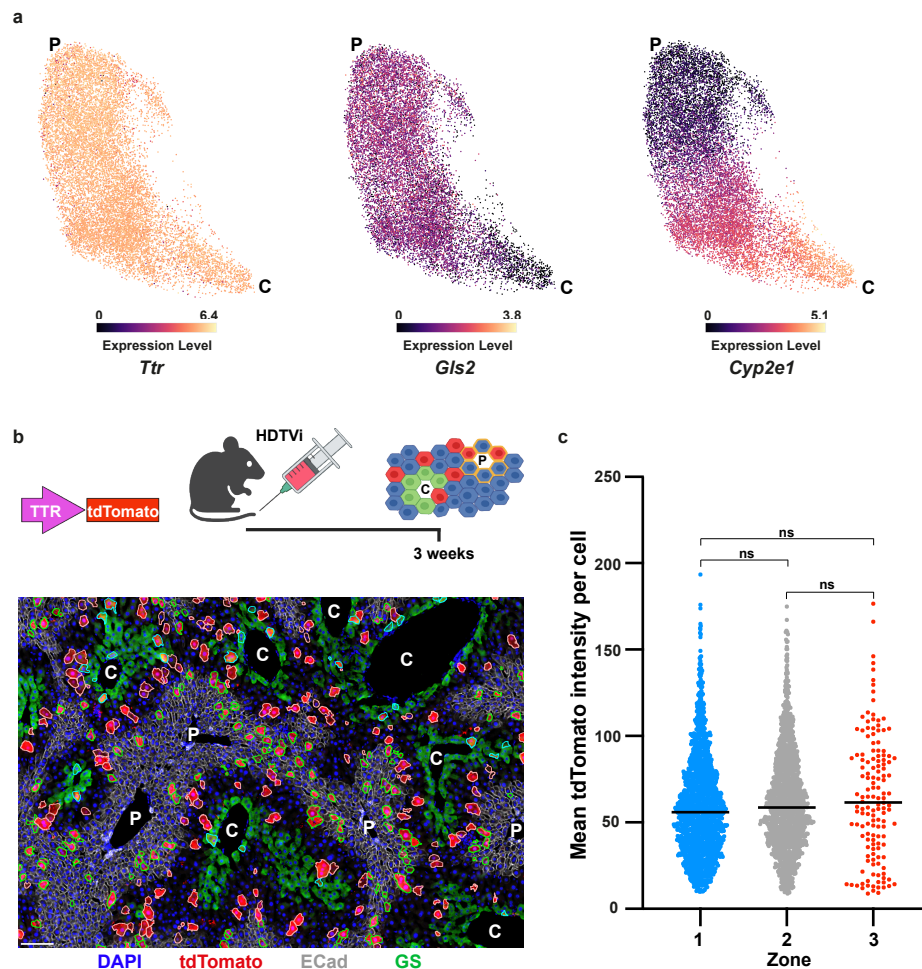

Supplementary Fig. 6. TTR activity is not biased by liver zonation.

a, UMAP plots showing gene expression levels for *Ttr*, *Glis2* (portal hepatocyte biased gene) and *Cyp2e1* (central hepatocyte biased gene) from the normal liver atlas. P indicates periportal hepatocytes, C indicates hepatocytes closest to the central vein. n = 13711 cells. **b**, Schematic illustrating the experimental design to analyse TTR driven tdTomato expression within zones 1, 2 and 3 of the liver. A representative immunofluorescence image used in this analysis is provided. Zone 1 cells are outlined in green, zone 2 cells are outlined in pink and zone 3 cells outlined in blue. Scale bar, 100mm. P, portal vein; C, central vein. Created in BioRender. Hewett, C. (2026) <https://BioRender.com/ftudc6t> **c**, The mean tdTomato intensity per tdT⁺ cell was analysed in three C57Bl/6 mice 3 weeks post-HDTVt of TTR>tdTomato, as described in b (solid black line denotes mean). Each data point represents a single tdT⁺ cell. n = 3174 cells. Statistical significance was determined by one-way ANOVA with post-Hoc Tukey's test for multiple comparisons. ns, not significant.

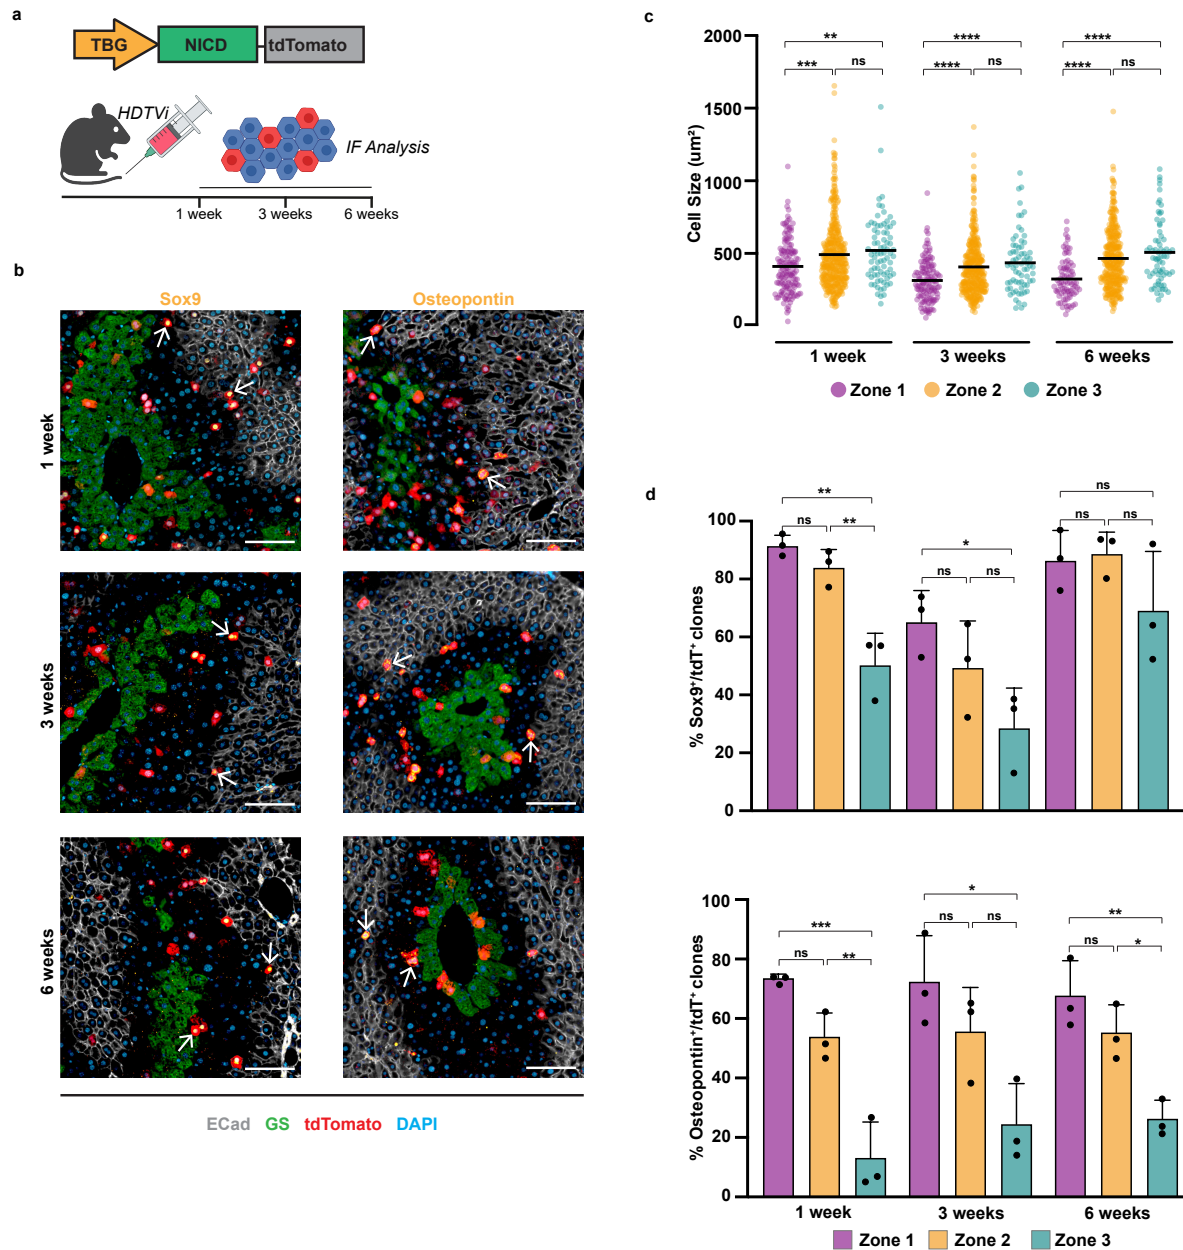

Supplementary Fig. 7. TBG driven NICD expression generates plastic states in hepatocytes with zonation bias.

a, Graphical depiction of the experimental procedure used to analyse the hepatocyte-specific Thyroxine Binding Globulin (TBG) promoter driving NICD and tdTomato. C57Bl/6 mice were injected with TBG>NICD-tdT by HDTV1 and sacrificed at the indicated time points for liver immunofluorescence analysis. Created in BioRender. Hewett, C. (2026) <https://BioRender.com/xjlpzpi> **b**, Representative immunofluorescence images from co-staining of tdTomato with reprogramming markers, Sox9 or OPN and zonation markers Ecadherin (Ecad) and Glutamine Synthetase (GS). Arrows indicate representative tdT⁺ cells with reprogramming marker expression. n = 3 mice. Scale bars, 100 μ m. DAPI,

4',6-diamidino-2-phenylindole. **c**, Quantification of tdT⁺ cell size at 1-, 3-, or 6-weeks post-HDTV_i. Each data point represents a single cell. The mean for each time point/zonation area across three mice is denoted by solid black or yellow lines. One-way ANOVA followed by post-Hoc Tukey's was performed to determine statistical significance. n = 1662 cells. **d**, Quantification of Sox9 and Osteopontin expression in the same tdT⁺ cells. Data displayed are means $\pm$ SD; n = 3. One-way ANOVA followed by post-Hoc Tukey's was performed to determine statistical significance. ****p < 0.0001; ***p < 0.001; **p < 0.01; *p < 0.05; ns, not significant.

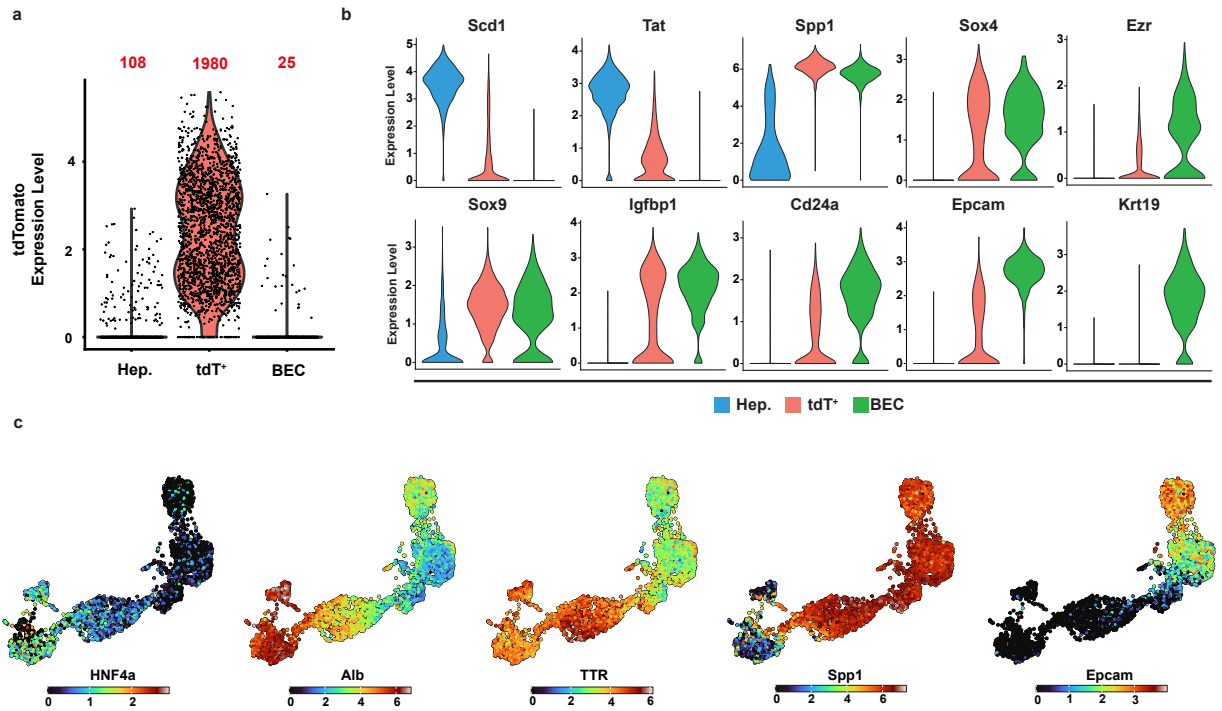

Supplementary Fig. 8. TTR>NICD-CAG>tdT generates very few terminally differentiated hepatocytes and BECs.

a, Violin plot showing the tdT expression level in each single cell within the dataset generated in Fig. 2b for the hepatocyte, tdT⁺ and BEC clusters. Values denote the number of tdT expressing cells within each cluster. **b**, Violin plots showing the expression level of various cell identity markers in the three clusters designated in Figure 2b. **c**, UMAP profiles for additional hepatocyte and reprogramming identity markers as in Fig. 2b. n = 3486 cells.

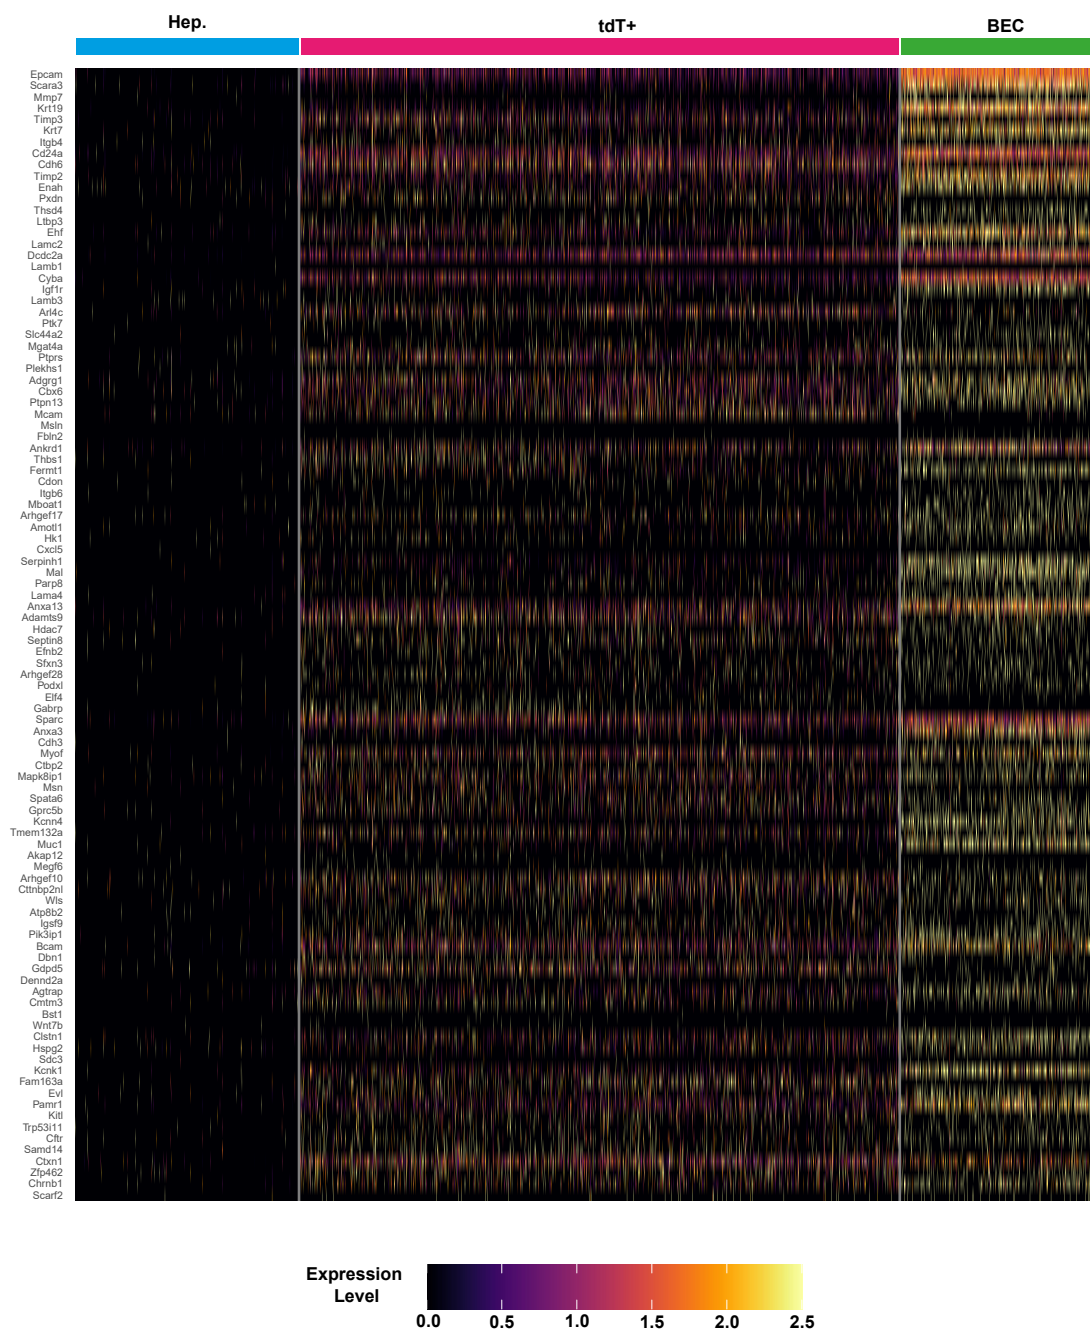

Supplementary Fig. 9. Entrapped plastic hepatocytes induce the top upregulated genes found in endogenous plastic hepatocytes.

Heatmap depicting expression levels of the top 100 genes upregulated in bulk RNA-seq of endogenous hepatocyte dataset (Merrell et al¹⁴), within the hepatocyte, BEC and tdT⁺ cell clusters in the dataset in Fig. 2b.

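The first 10 genes labelled in the heatmap were read one by one in the 3 classes; they were chosen by the study and are not an independent list. Epcam and Krt19 are described with the BEC marker tiers, as is Cd24a. The other 7 were higher in the tdT+ class than in the hepatocyte-like class, among them, on the log2 scale, the cadherin Cdh6 by 3.66 (standard error 0.40, adjusted p = 0.000146) and the keratin Krt7 by 3.96 (standard error 0.63, adjusted p = 0.00104). On the same scale, the protease inhibitors Timp2 and Timp3 rose by 3.40 and 3.31, the integrin Itgb4 by 2.45, the protease Mmp7 by 2.43 and Scara3 by 1.71. Levels relative to the BEC-like class differed among them. Cdh6 was at 54.4 and 56.2 CPM in the tdT+ class and 47.3 and 45.9 in the BEC-like class, a log2 fold change of 0.25 (standard error 0.32, adjusted p = 0.639). Timp3 was at 39.1 and 25.0 CPM in the tdT+ class and 48.1 and 41.4 in the BEC-like class, with -0.48 (standard error 0.34, adjusted p = 0.367). Mmp7 was at 1.19 and 1.65 CPM in the tdT+ class and 37.9 and 45.3 in the BEC-like class, a log2 fold change of -4.84 (standard error 0.30, adjusted p = 1.47e-05). Scara3 at -3.71, Krt7 at -3.39, Timp2 at -2.82 and Itgb4 at -1.89 were lower as well, all from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With the classes named without tdT, Cdh6 was lower than in the BEC-like class (-2.71). Mmp7 no longer passed against the hepatocyte-like class without hepatocyte-like replicate 2 or tdT+ replicate 2 (adjusted p = 0.137 and 0.0934).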

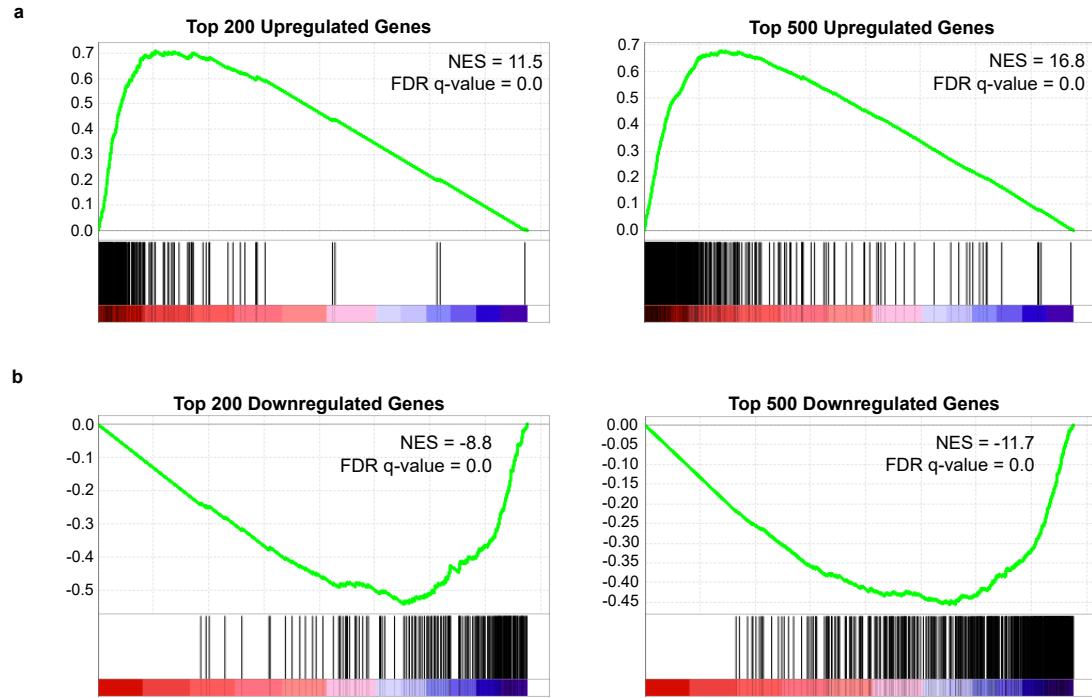

Supplementary Fig. 10. Extensive similarity of entrapped plastic hepatocytes with endogenous plastic hepatocytes.

a-b, GSEA of the top 200 and 500 genes up (a) or down-regulated (b) in Merrell et al¹⁴ bulk RNAseq dataset, analysed on the tdT⁺ vs hepatocyte ranked gene list (x-axis).

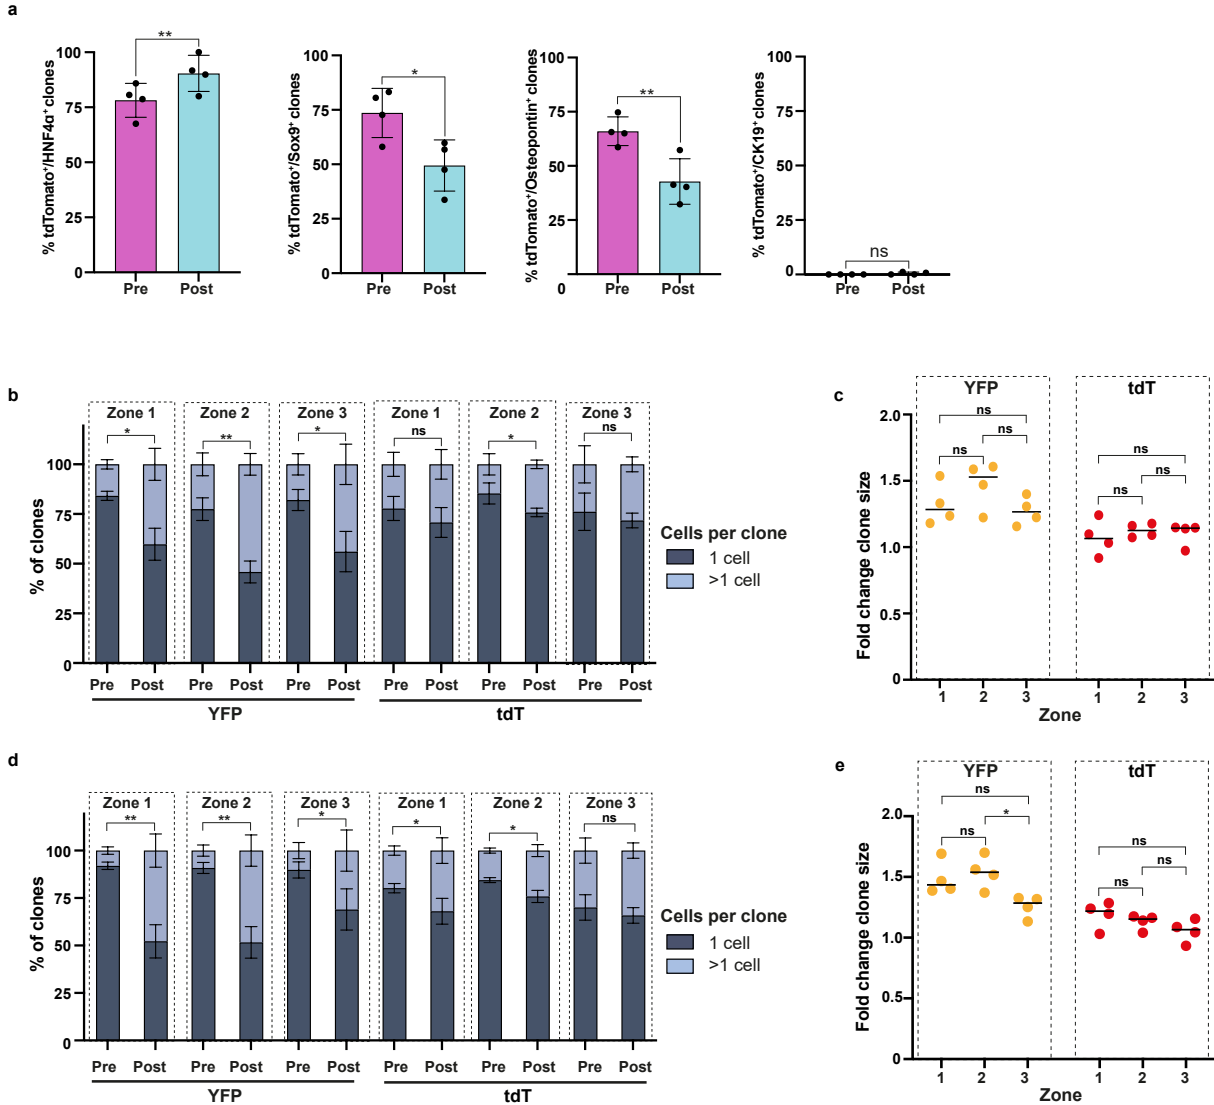

Supplementary Fig. 11. Zonation does not impact plastic hepatocyte proliferation dynamics following PHx and intermediate cell identity status is maintained.

a, Quantification of the indicated cell identity markers in tdTomato⁺ clones on the pre- and post-PHx samples from the experiment described in Figure 3a. Statistical significance was determined by paired, two-tailed t-test. **b**, Quantification of the number of cells per YFP⁺ and tdT⁺ clone found within each zone of the liver was performed on pre- and post-PHx samples from the experiment described in Figure 3a. Data shown is mean ±SD. n = 4 mice. **c**, The fold change in clone size from the same clones quantified in (a) is shown. Lines denote the mean of the data. Paired, two-tailed t-test was performed to determine statistical significance. **d,e** Zonation analysis of the experiment shown in Figure 3e as described in (a, b). Statistical significance was determined by paired, two-tailed t-test (b, d) or one-way ANOVA with Tukey's correction for multiple comparisons (c,e). **p < 0.01; *p < 0.05; ns, not significant.

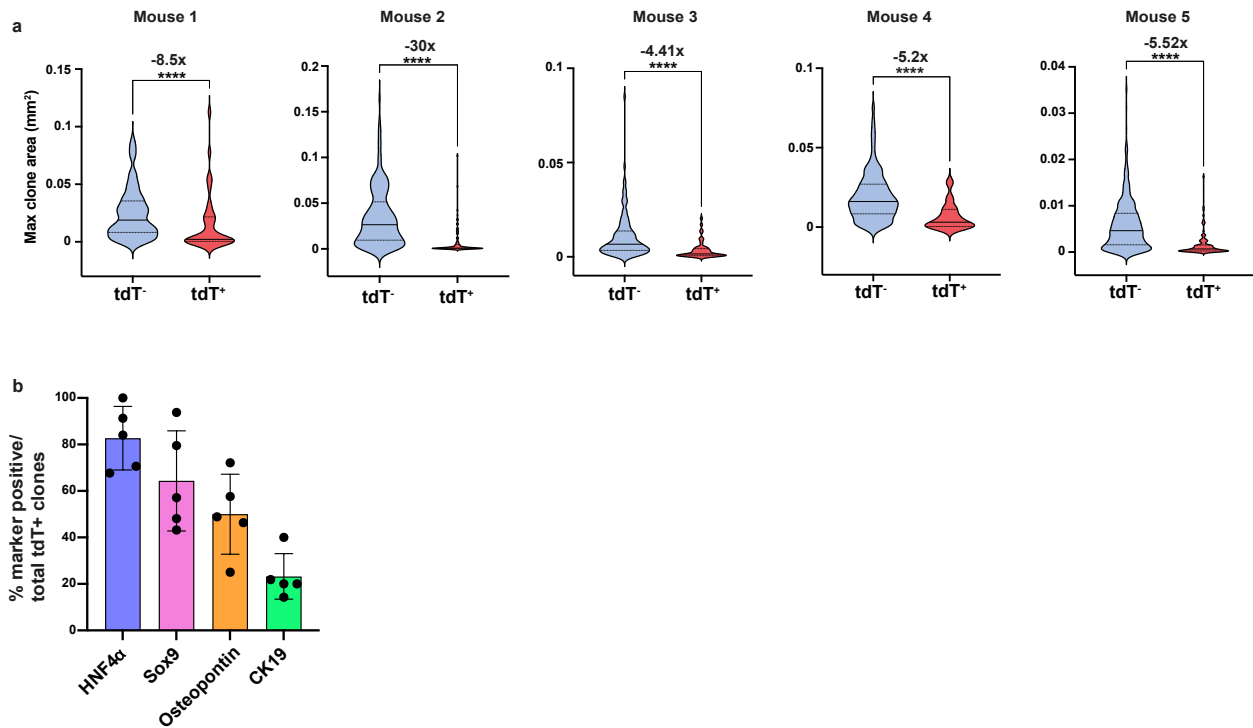

Supplementary Fig. 12. Plastic hepatocyte proliferation and reprogramming status in the *Fah*^{-/-} model of liver repopulation.

a, Violin plots from 5 individual *Fah*^{-/-} recipients transplanted with a combination of tdT⁻ (normal) hepatocytes and tdT⁺ (plastic hepatocytes) showing the maximum clone area of every individual tdT⁻ or tdT⁺ clone within 10 serial sections. Dashed lines represent the 25th and 75th percentiles of the data; solid line represents the median. Statistical significance was determined by unpaired, two-tailed t-test. n = 1351 clones. ****p<0.0001 **b**, Quantification of the percentage of tdT⁺ clones expressing the indicated cell identity markers in the same mice from (a). n = 5 mice.

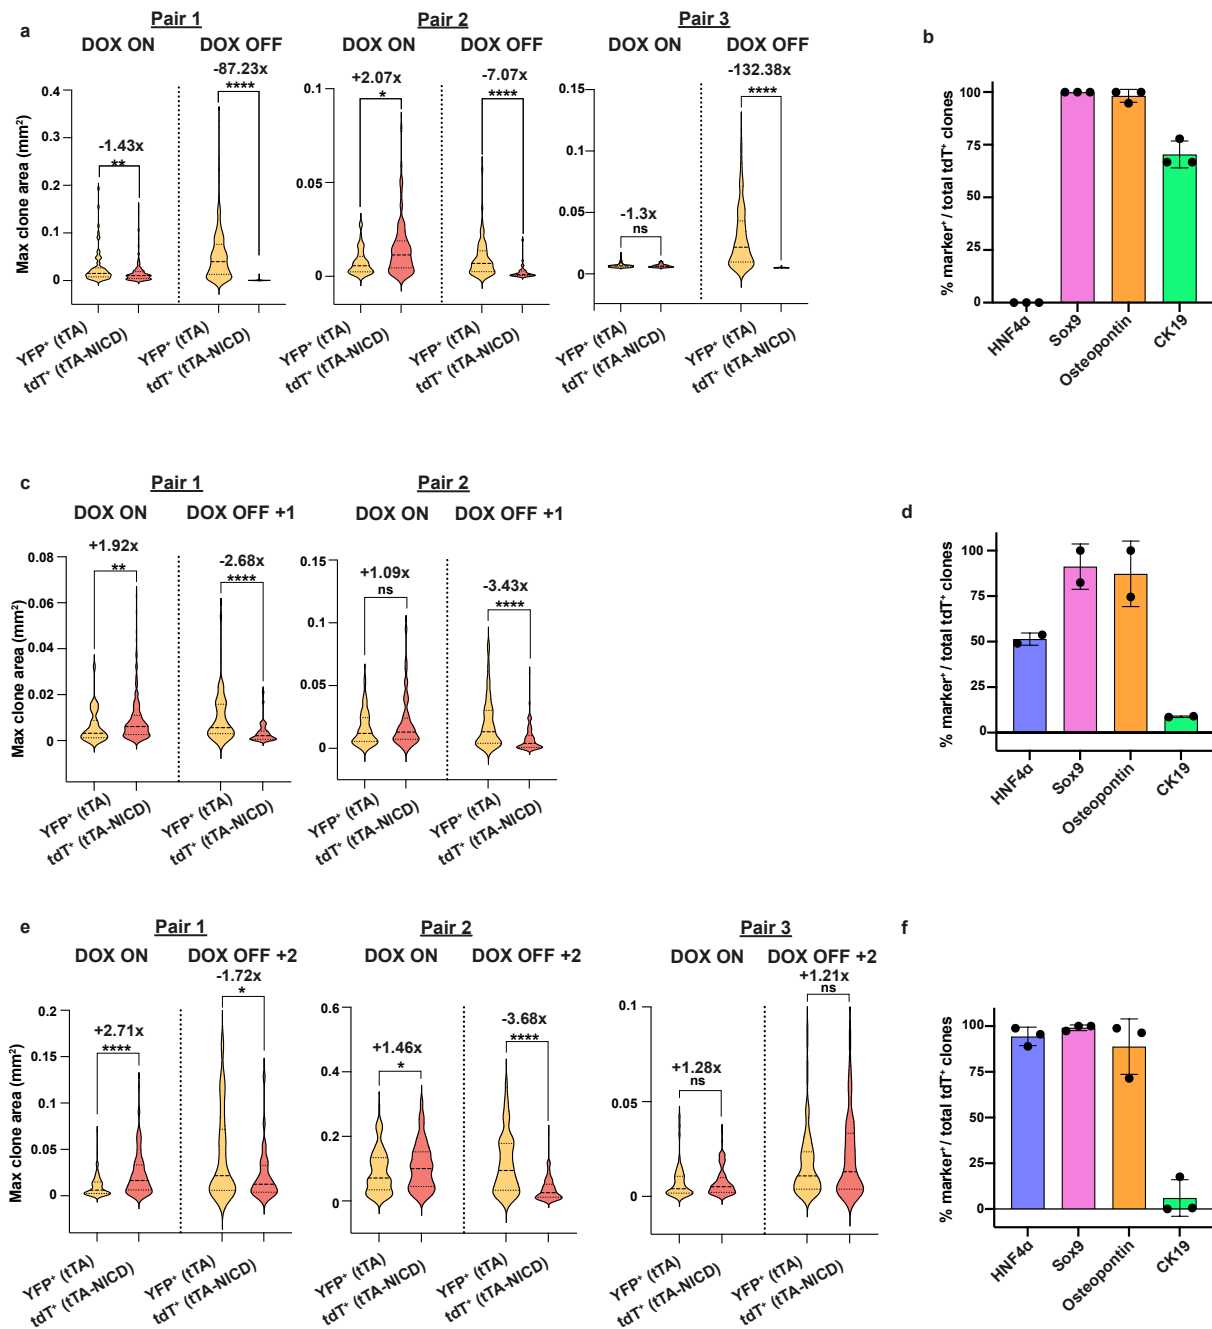

Supplementary Figure 13. Manipulation of reprogramming levels after transplantation and resulting repopulation capacity in FRG mice.

a, Violin plots from 3 individual pairs of FRG recipients transplanted with a combination of tdT⁺ (LAP-tTA; Tet-Off NICD) and YFP⁺ (LAP-tTA) donor hepatocytes and maintained with or without doxycycline (Dox), showing the mean max clone area as measured across 10 serial sections. Fold change in median area between tdT⁺ and YFP⁺ clones in each mouse is provided. n = 1311 clones. **b**, Quantification of the percentage of tdT⁺ clones expressing the indicated cell identity markers in the same mice from (a). Every

clone was analysed across 5 serial sections. n = 3 pairs. **c,d** Analysis of FRG recipient mice, readministered Dox halfway through the repopulation period, as described in (a, b). n = 780 clones, 2 pairs. **e,f** Analysis as in (a,b), of FRG recipient mice readministered Dox twice during the repopulation phase (every 20 days). n = 1227 clones, 3 pairs. Statistical significance in a,c,e was determined by unpaired, two-tailed t-test. ****p<0.0001; ***p<0.001; **p<0.001; *p<0.05; ns, not significant.

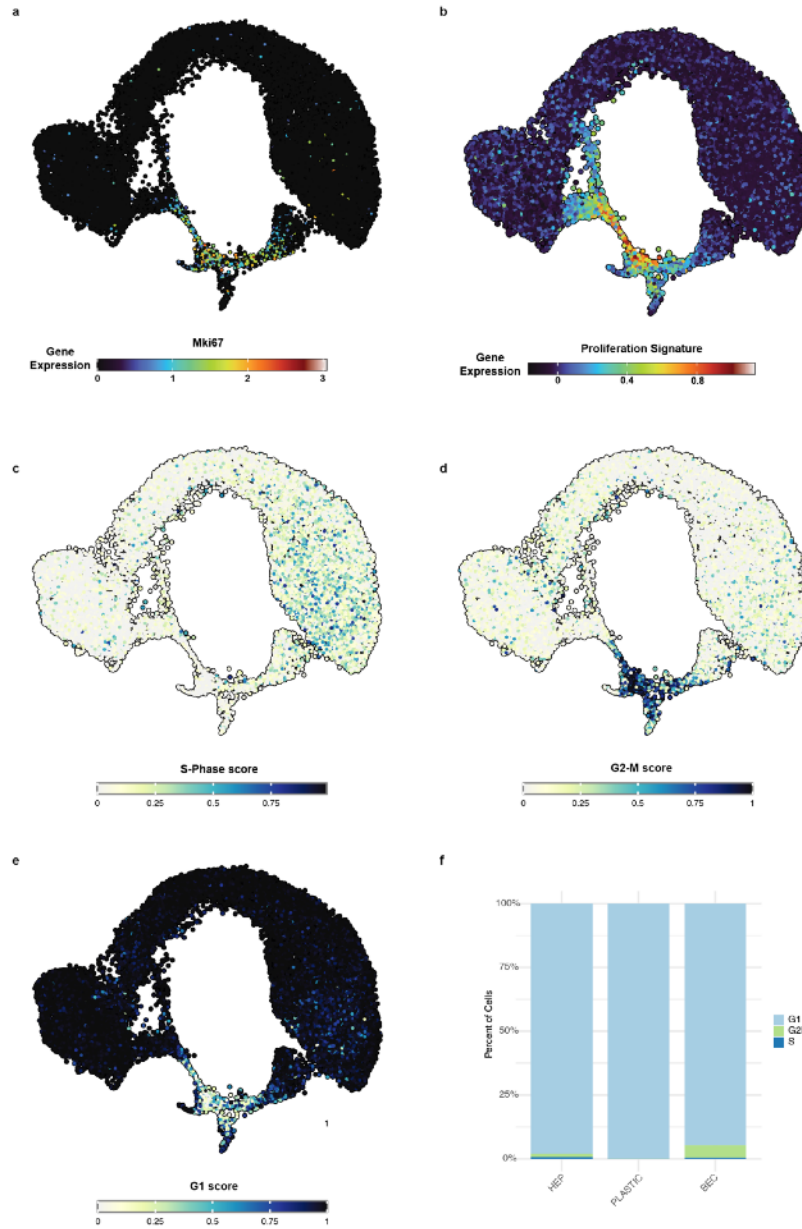

Supplementary Fig. 14. Proliferation is restricted to terminally differentiated hepatocytes and BECs during liver damage and regeneration.

a, UMAP plot showing expression of the proliferation marker *Ki67* in the integrated dataset as in Fig.2c. **b**, UMAP plot showing enrichment of a proliferative gene signature (*Ki67*, *Pcna*, *Cdk1*, *Mcm2*, *Mcm3*, *Mcm4*, *Mcm5*, *Mcm6*, *Mcm7*, *Ccnb1*, *Aurkb*, *Cenpf*, *Top2a*) in the same dataset. **c-e**, UMAP plots displaying the continuous Cyclone G1-, S- and G2/M-phase scores. $n = 21420$ cells. **f**, Stacked bar chart of Cyclone-inferred cell-cycle phases in each of the three cell clusters defined in Figure 2c.

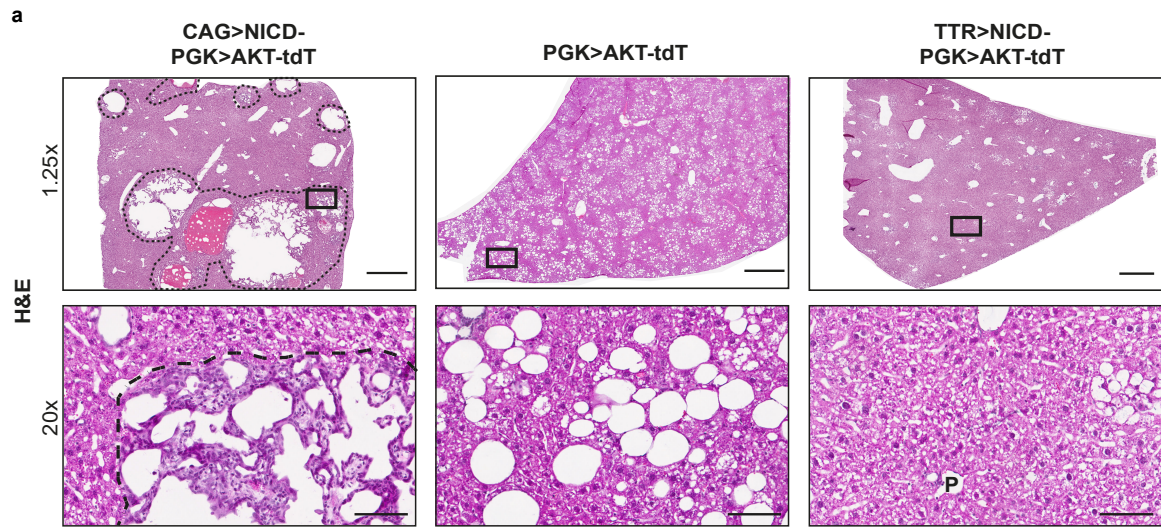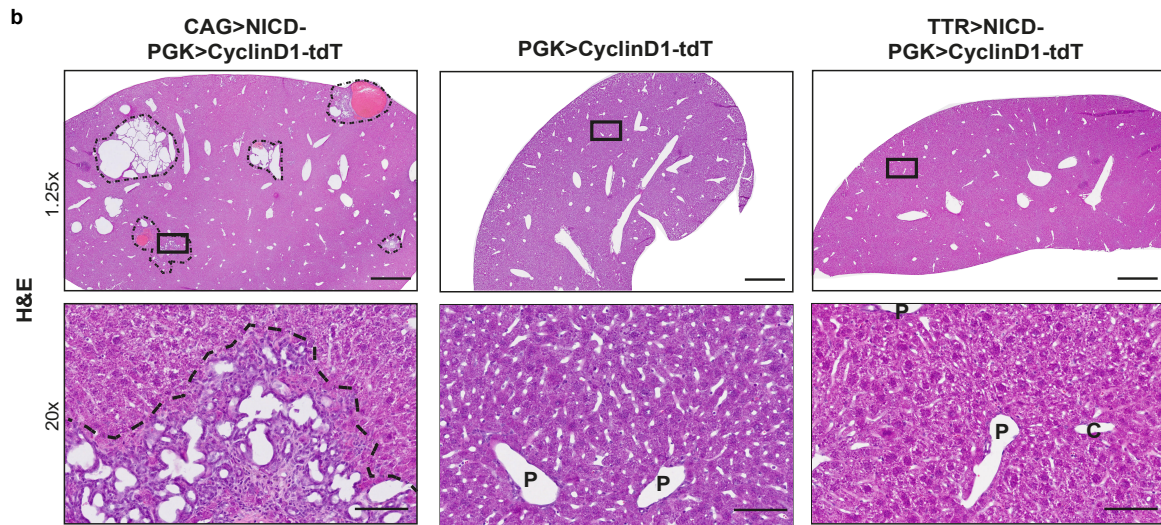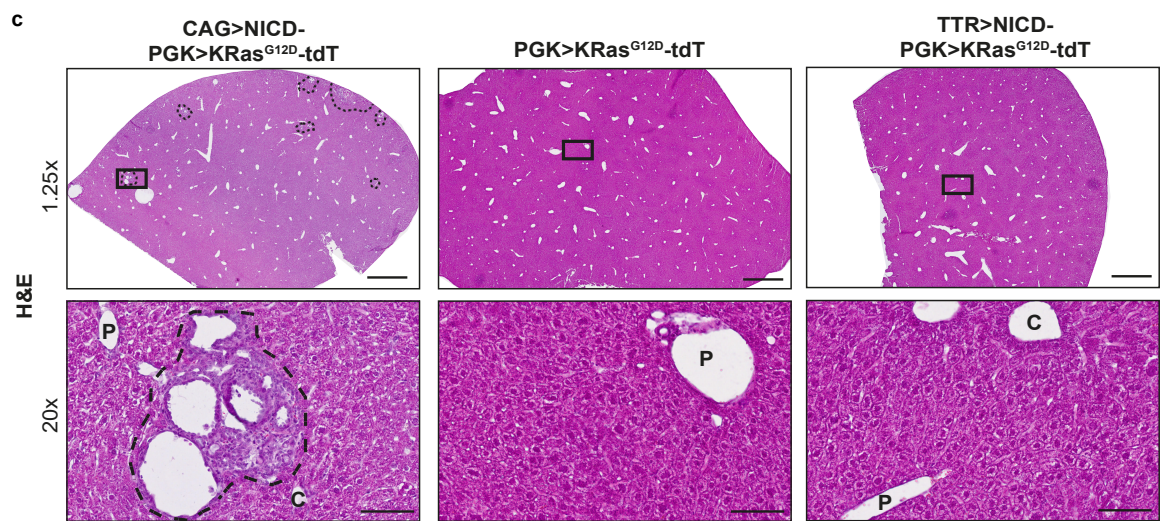

Supplementary Fig. 15. Plastic hepatocyte states limit tumorigenesis in models of liver cancer development.

a-c, Representative images from H&E staining of livers from C57Bl/6 mice HDTV-injected with the indicated transposons, as described in Fig. 5. Visible cholangiocarcinoma tumours (observed in CAG>NICD-PGK>oncogene-tdT) are demarcated by dashed black lines. Solid black boxes indicate area shown at higher magnification. Scale bars 1.25x magnification, 1mm; Scale bars 20x magnification, 100mm.

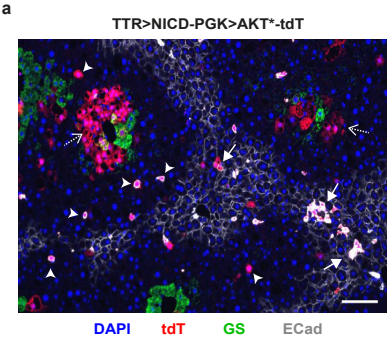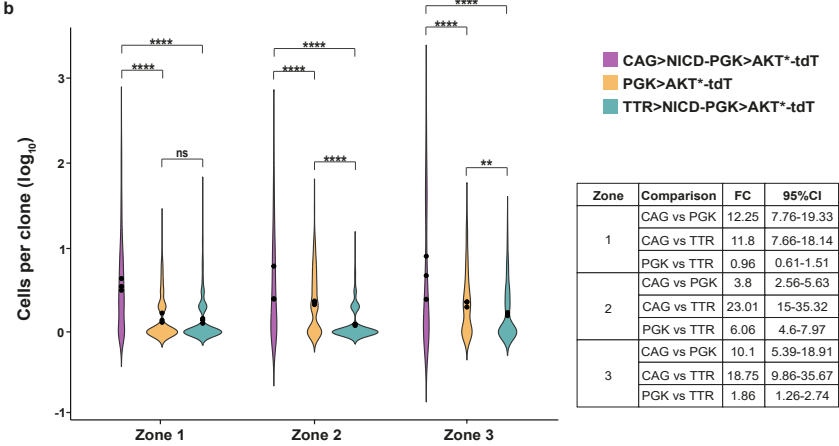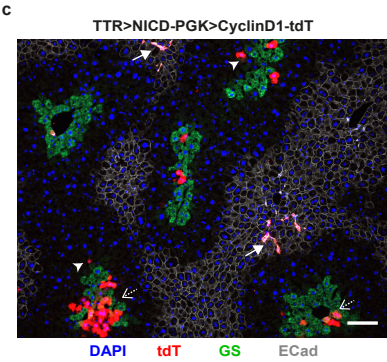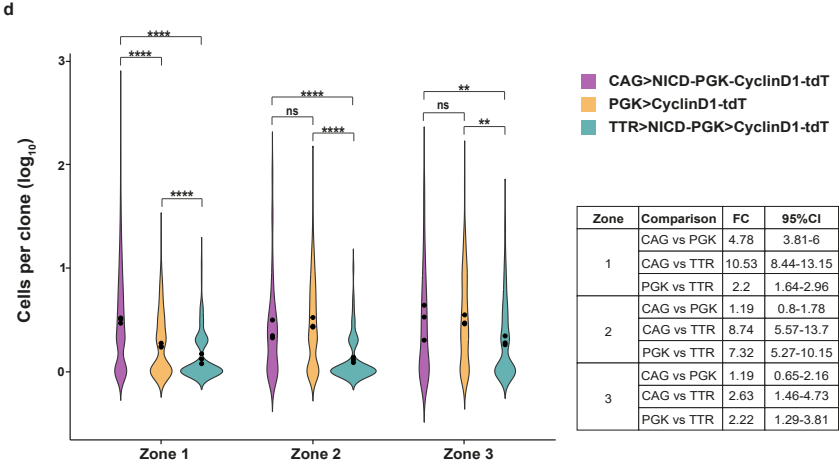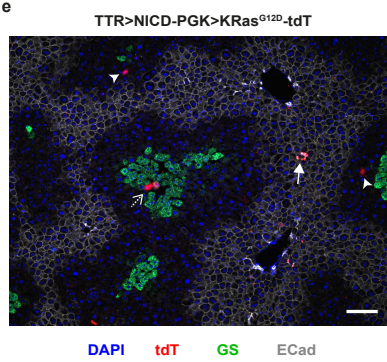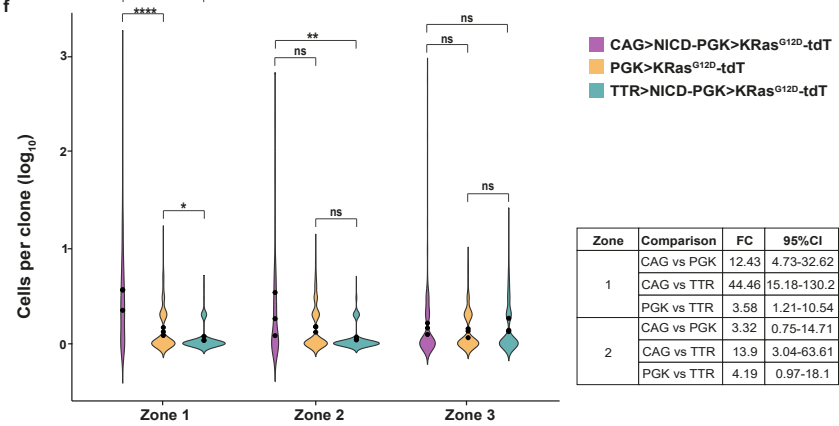

Supplementary Fig. 16. Suppression of oncogene-induced proliferation by plastic states in hepatocytes is influenced by zonation.

a, Example of immunofluorescence staining of tdT, ECad (Zone 1) and GS (Zone 3) on liver sections from C57Bl/6 mice 12 weeks post-HDTV_i of TTR>NICD-PGK>AKT^{*}-tdT. Arrowheads denote tdT⁺ single cell clones; solid arrows indicate tdT⁺ proliferating clones in zone 1; dashed arrows indicate tdT⁺ proliferating clones in zone 3. Scale bars, 100mm. ECad = Ecadherin; GS = glutamine synthetase. **b**, Violin plot showing the tdT⁺ clone size (cells per clone) generated by the indicated transposons within each zone of the liver, 8 weeks post-HDTV_i. Dots represent the mean value from individual mice. Within each zone, statistical analysis was performed by fitting a negative binomial model that featured random effects for each mouse and an additive fixed effect for the three groups (CAG/PGK/TTR). Statistical significance of overall differences between the three groups was assessed with a likelihood-ratio test. Subsequently, pairwise comparisons between groups were conducted using estimated marginal means with Tukey adjustment for multiple comparisons. Fold changes (FC) and 95% confidence intervals (CI) are shown for the designated comparisons. n=3945 clones. **c-f** Analysis of C57BL/6 mice 13 weeks post-HDTV_i of TTR>NICD-PGK>CyclinD1-tdT (c, d) or 11 weeks post-HDTV_i of TTR>NICD-PGK>KRas^{G12D}-tdT (e,f) as described in (a,b). n = (d) 4831 clones, (f) 4211 clones. ****p < 0.0001; **p<0.01; ns, not significant.

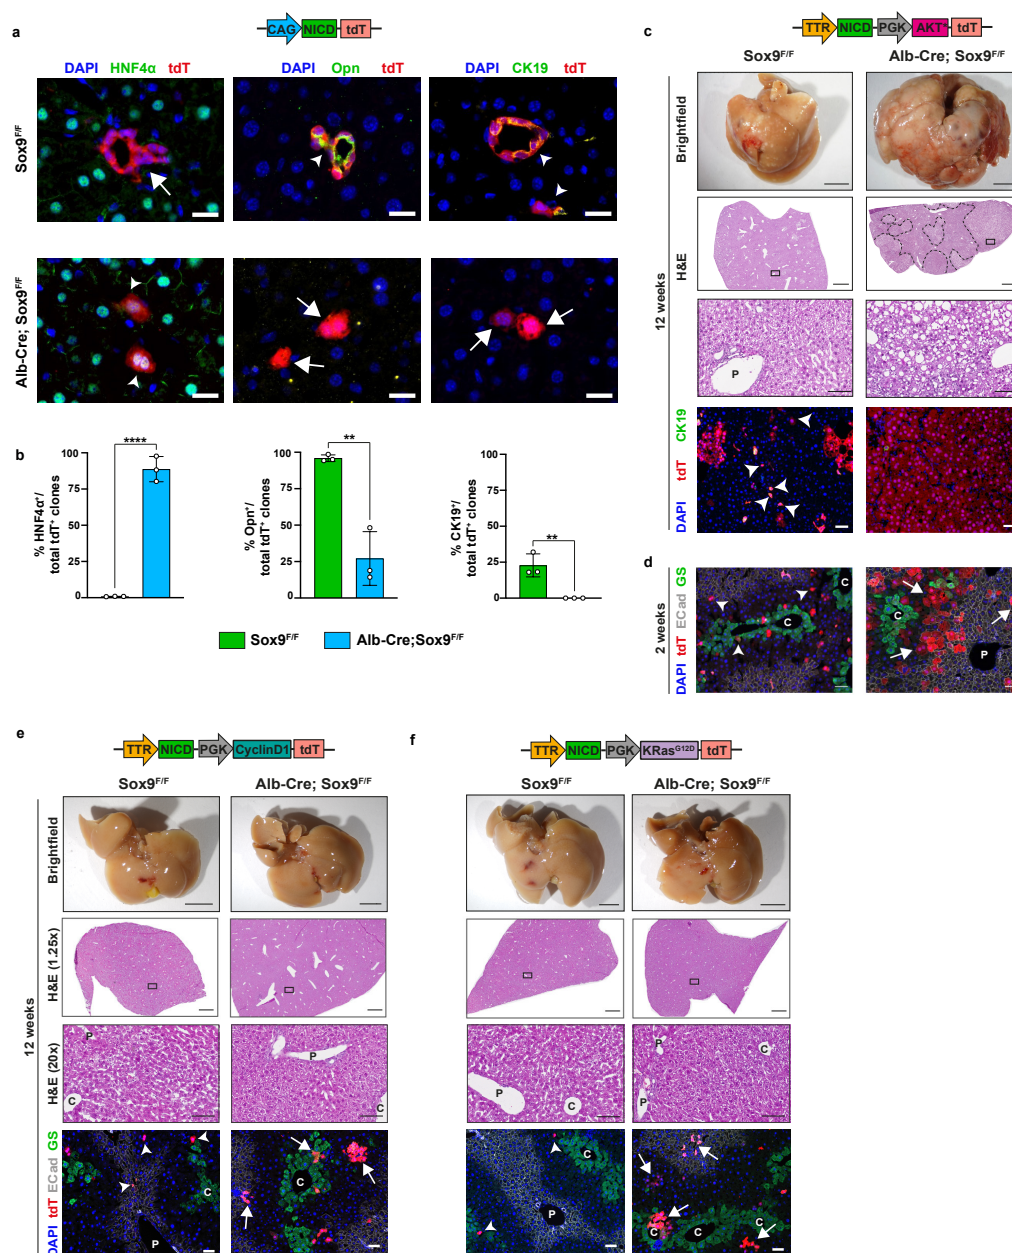

Supplementary Fig. 17. Inhibition of hepatocyte reprogramming licenses oncogene-induced proliferation.

a, Example images from immunofluorescence of liver sections from Alb-Cre; Sox9^{F/F} and Sox9^{F/F} mice 6 weeks after HDTV of CAG>NICD-tdT. Liver sections were stained for tdT in combination with either HNF4α, Opn or CK19. *n* = 3 mice. **b**, Quantification of the percentage of tdT⁺ clones expressing the indicated cell identity marker, corresponding to samples in (a). Data displayed are means ±SD; *n* = 3. Statistical significance was determined by unpaired, two-tailed t-test. ****p<0.0001; **p<0.01. **c**, Whole liver photos, H&E and representative images of immunofluorescence of liver sections for tdT and CK19, from Sox9^{F/F} or Albumin-Cre; Sox9^{F/F} mice 12 weeks after

HDTV_i of TTR>NICD-PGK>AKT*tdT. Visible tumors are demarcated by dotted black lines. Solid black boxes indicate area shown at higher magnification. Arrowheads denote tdT⁺ single cell clones. Scale bars whole livers, 0.5cm; Scale bars, H&E 1.25x, 1mm; Scale bars, H&E 20x, 100μm. Scale bars immunofluorescence, 50mm. n = 3 mice. **d**, Representative immunofluorescence staining of tdT, E-Cad and GS 2 weeks post-HDTV_i of TTR>NICD-PGK>AKT*-tdT in Sox9^{F/F} or Alb-Cre; Sox9^{F/F} mice. Arrowheads denote examples of tdT⁺ single cell clones within each zone of the liver; arrows show examples of tdT⁺ proliferating clones within all 3 zones. P, portal vein; C, central vein. Scale bars, 50mm. n = 3 mice. **e,f**, Analysis of Sox9^{F/F} or Alb-Cre; Sox9^{F/F} mice, 12 weeks post-HDTV_i of TTR>NICD-PGK>CyclinD1-tdT (e) TTR>NICD-PGK>KRas^{G12D}-tdT (f) as described in (c-d). n = 3 mice.

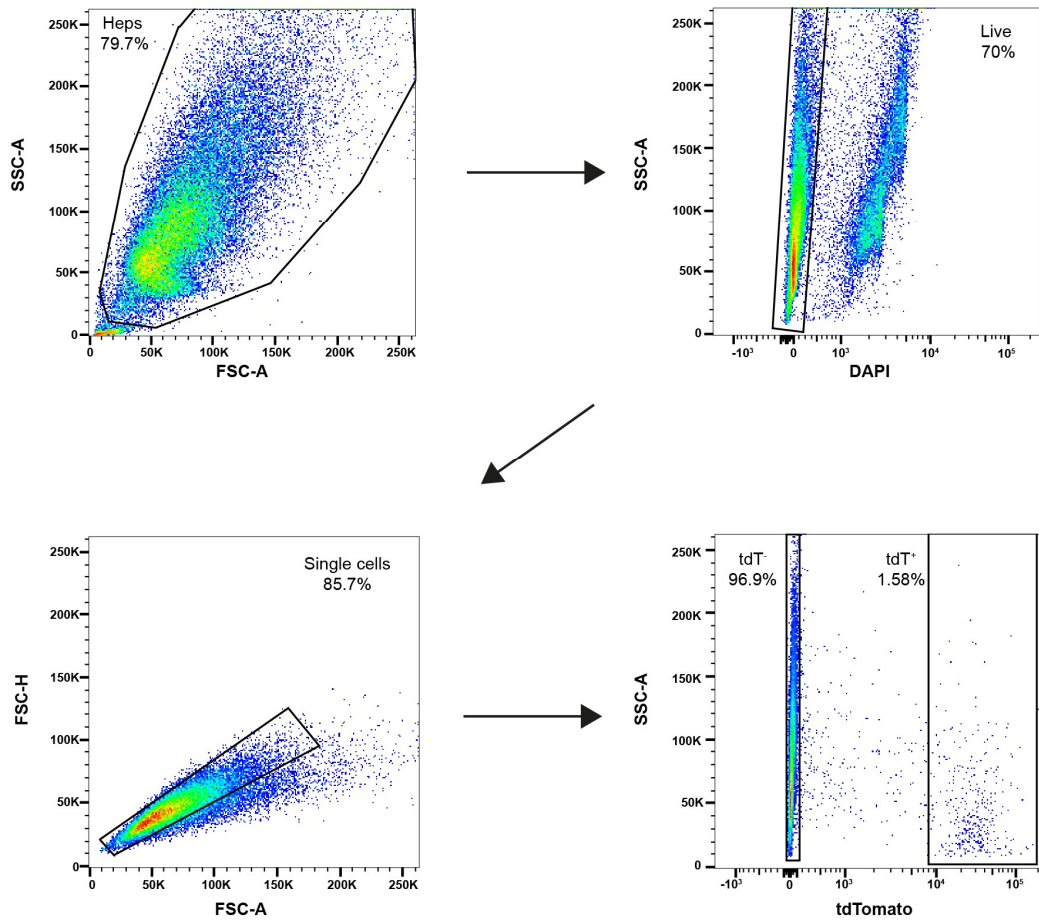

Supplementary Fig. 18. Flow cytometry gating strategy for analysis and sorting of tdT⁻ and tdT⁺ mouse hepatocyte populations.

Example of the gating strategy used for analysis and sorting of hepatocyte populations from the hepatocyte fraction isolated from the mouse liver.

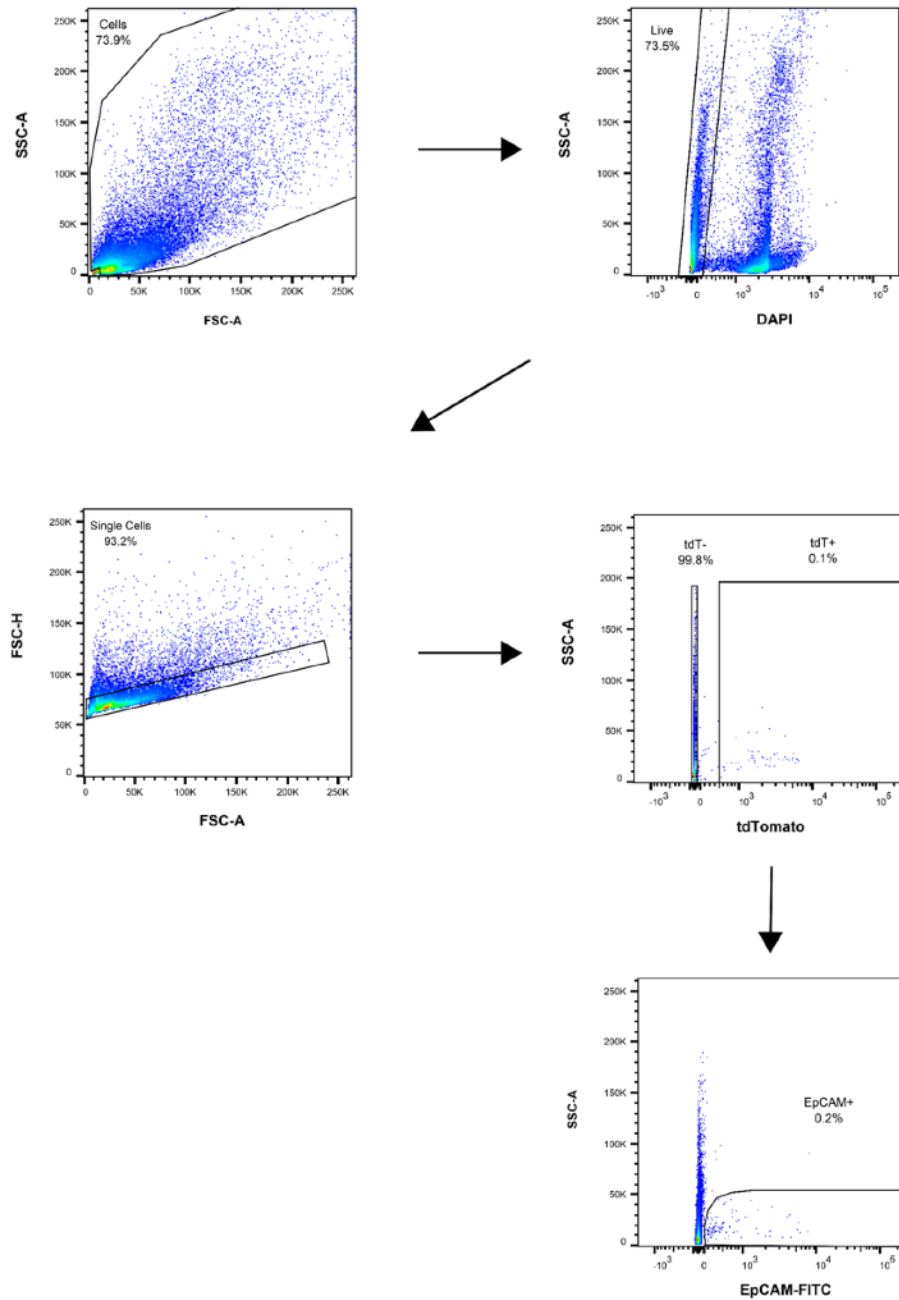

Supplementary Fig. 19. Flow cytometry gating strategy for sorting mouse BEC population.

Example of the gating strategy used for sorting of tdT⁻ cells and tdT⁻/EpCAM⁺ BECs from the supernatant fraction obtained during mouse liver cell isolation.

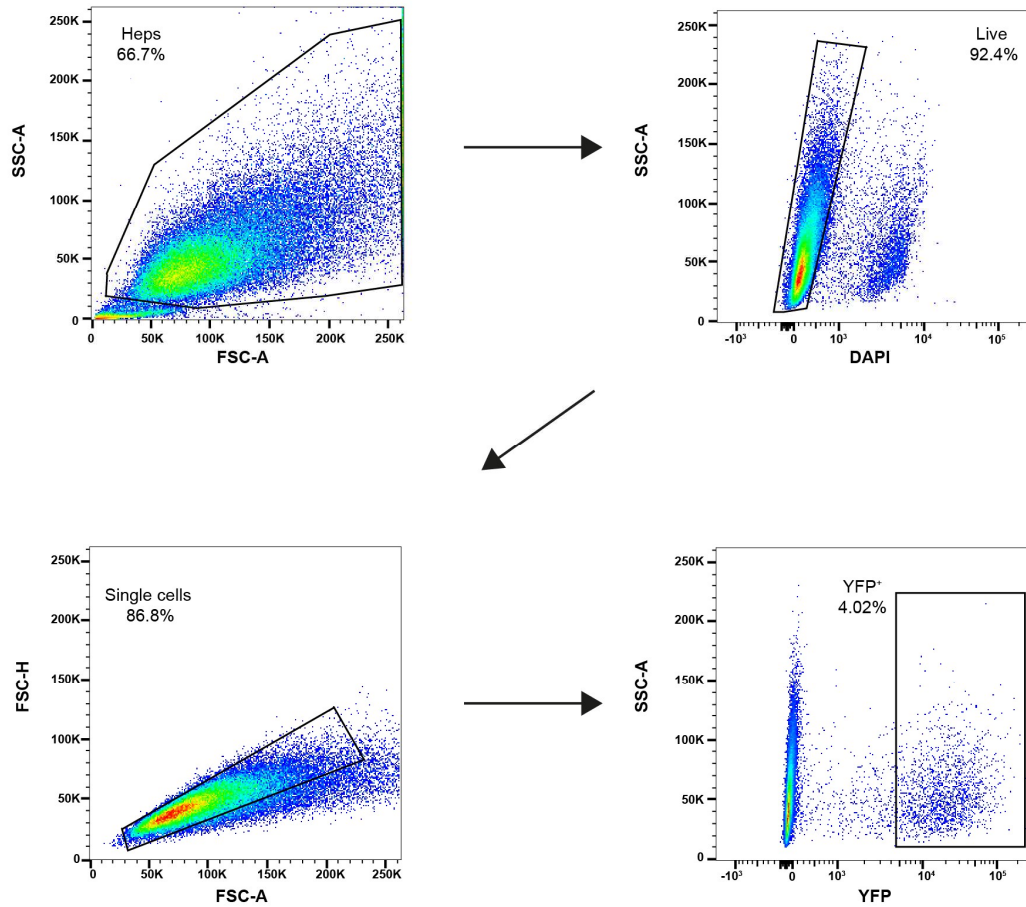

Supplementary Fig. 20. Flow cytometry gating strategy for analysis and sorting of YFP⁺ mouse hepatocyte populations.

Example of the gating strategy used for analysis and sorting of YFP⁺ hepatocytes from the hepatocyte fraction of the mouse liver.

How the deposited data were processed for this re-analysis (not part of the article)

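Single cell RNA was measured in 2 mice of 1 condition, injected at 8 weeks of age with 30 µg of the TTR>NICD-CAG>tdT transposon and 15 µg of transposase and taken 3 weeks later. From each mouse, tdT- hepatocytes, tdT+ cells and EpCAM+ tdT- BECs were sorted and combined at 25%, 50% and 25%. Each library is a filtered matrix of raw UMI counts with 21885 features, the tdTomato transcript among them. The submitters' processing notes name Cell Ranger 5.0, Seurat 4.3 and the genome build GRCm39, and the version of the gene annotation is not given in the sources used here. Gene coordinates were read from a later GENCODE annotation of GRCm39. Cells from DDC-fed mice and bulk RNA of other studies were not analysed here.
The libraries held 28271968 UMIs over 2767 barcodes in mouse 1 and 38353376 UMIs over 2625 barcodes in mouse 2. Cells with 400 to 7000 genes and under 15% mitochondrial UMIs were kept, 2175 and 2204 cells at a median of 9210 and 11155 UMIs and 2767 and 3225 genes. No doublets were removed; Scrublet, run through scanpy 1.11.5 at an expected 2%, called 6 and 14 cells (0.457% of all).
The reported genes and a seeded random part of the others, 11060 features, were kept out of the clustering, which used 2000 variable genes among the remaining 10825. Seurat 5.3.0 in R 4.3.3 log-normalized the counts at a scale of 10000, computed 20 principal components and found 15 clusters at a resolution of 0.8 with the mice merged without integration. Clusters were named from fixed marker lists of hepatocytes, BECs, endothelial cells, stellate cells and fibroblasts, macrophages, T and NK cells and other leukocytes, by mean log2 CPM with an offset of 10, with at least 3 markers over 10 CPM. A cluster in which over 50% of cells had a tdT UMI was named tdT+. Endothelial cells (79), other leukocytes (52), T and NK cells (42) and Kupffer cells (32) were set aside, 109 and 96 cells in the 2 mice, which left 2066 and 2108.
Counts were summed per mouse and class, at 5363380 and 5785629 UMIs for the hepatocyte-like, 19015407 and 27169084 for the tdT+ and 2042527 and 2403126 for the BEC-like class. edgeR 4.0.16 was fitted to the 6 sums with TMM factors, filterByExpr and its quasi-likelihood test, without a term for the mouse and with 3 residual degrees of freedom, and p-values were adjusted over the held-out genes at a threshold of 0.05. The TMM factors were 0.7217 and 0.6761 for the hepatocyte-like, 1.0642 and 1.0472 for the tdT+ and 1.3447 and 1.3675 for the BEC-like class. In the bins described below they went from 0.7807 and 0.7827 through 0.9903 and 1.0461 to 1.2659 and 1.2478. CPM of classes and of bins carry the factors of their own fit and are not on one scale, while those of clusters and parts of classes, and of lines drawn over classes and bins, use library size alone. The deviations between the mice had correlations across genes of 0.353 between the hepatocyte-like and tdT+ classes, 0.159 between the hepatocyte-like and BEC-like classes and 0.365 between the tdT+ and BEC-like classes, and the fit with the mouse as a block is among the alternatives. In this text a block is named only where it changes a call or moves a count by over 1.5 times. It added calls for 9 named genes against the hepatocyte-like class, 17 against the BEC-like class and 8 along the bins, and ended none. Both comparisons of the tdT+ class share its libraries, so genes past both tests were set beside simulated counts.
Cells of the tdT+ class were ranked within each mouse by BEC less hepatocyte naming markers and divided into 3 bins, whose sums were tested for a linear trend, given as log2 change per bin. Shares of cells with a UMI are given after thinning each cell to 2000 UMIs, with exact 95% intervals, and a count of 0 is given the limit of 3 counts. Cell cycle phases were assigned with Cyclone in scran 1.30.0. Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for the rest.
Genes are named by a fixed rule, which gave 142 symbols, some of which are not reported here. It takes each gene the paper names for these data and the first 10 labels of its heatmap, the 10 held-out genes with the largest rise and the 10 with the largest fall of each tdT+ comparison at 50 CPM or more and in the same direction in both mice without predicted, ribosomal and mitochondrial genes, and the 4 members of highest mean CPM of each of 24 gene lists with 293 genes. The lists cover the 3 tiers of BEC markers and the proliferation signature of the paper, plasma proteins, fatty acid and sterol synthesis, bile acids, the urea cycle and amino acid breakdown, gluconeogenesis, cytochrome P450, hepatocyte and BEC transcription factors, Notch, YAP, matrix and adhesion, cell cycle inhibitors and p53 targets, G1 cyclins and growth genes, dissociation and stress, interferon, inflammation, periportal, pericentral, fetal and progenitor, and apical and cilia genes. Reads of paralogs such as the Mup and Cyp2c genes can be shared among them.
The procedure was tested on simulated data with 200 changed genes and a single spread for all genes. At a log2 change of 1 the class comparison found 36 of 92 genes (39.1%) and at 2 it found 95 of 96 (99.0%), with 3.68% of calls false, and the trend found 24 of 97 (24.7%) and 96 of 98 (98.0%), with 4.76% false. Changes near a log2 of 1 are therefore missed more often than found.
The model, the gene lists, the naming rule and these alternatives were set before the data were examined. The alternatives were 2000 variable genes from all genes, a gene split with seed 2, resolutions of 0.4 and 1.2, 10 and 30 components, Scrublet calls removed, RPCA integration, the paper's filter for its integrated data (800 to 4000 genes and under 25% mitochondrial UMIs), classes named without tdT, tdT cells counted from 2 or 3 UMIs, thinning to 1000 UMIs or none, 4 bins, a score from the first component, DESeq2 1.42.0, no filter on low counts, adjustment over all genes, the mouse as a block, and each summed library left out. Added after the data were seen were the removal of clusters with a median under 1% mitochondrial UMIs, the same with the mouse as a block, and the removal of the 5% of cells with the highest Scrublet scores.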

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

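The tests on mixtures of hepatocytes and BECs and on the amount of RNA from removed cell types were chosen only after the results were seen, while those on mitochondria-poor clusters and on the level in removed cell types were set before.
A signal in genes and clusters outside those the paper discusses was found in 2 places, and no biological explanation was tested for either, since the design holds 1 condition.
In clusters with a median under 1% mitochondrial UMIs lay 681 hepatocyte-like and tdT+ class cells, 14.3% and 69.5% of the hepatocyte-like and 9.50% and 6.78% of the tdT+ class cells of mice 1 and 2. The values argue against low depth, since depth-matched cells of the other clusters had medians of 5.34%, 10.7%, 4.50% and 7.39% mitochondrial UMIs over 198, 15, 37 and 20 cells, a minimum of 20 such cells having been dropped after it left the comparison undecided. Nuclei without cytoplasm would be rich in the mRNAs of Mlxipl, Nlrp6 and Gcgr, which hepatocytes keep in the nucleus, but their CPM was at most 0.394 of that in the other clusters. Cell fragments without a nucleus, which would be poor in these mRNAs, are a candidate explanation. In both classes and mice the same ratio was 0.268, 0.180, 0.394 and 0.306, on 73, 107, 44 and 25 counts in the mitochondria-poor cells. Other hepatocyte mRNAs differed too, in both directions, so this ratio does not show a loss particular to the nucleus. In hepatocyte-like cells of mouse 2, Alb was at 5168 CPM against 49690, while Ass1 was at 9767 against 3929.
In the tdT+ class 119 genes were higher than in both other classes, with tdT, fixed by the definition of the class, among them. Independent calls would give 192.9, but the comparisons share libraries. Mixtures of hepatocytes and BECs simulated with equal parts gave at most 3 over 20 draws, and simulated classes that do not differ gave 0. These draws used a single spread for all genes and the same means in both mice. The 119 genes are therefore not set against gene-specific spread or differences between the mice. The count was 59 and 76 without tdT+ replicates 1 and 2 and 45 and 53 without BEC-like replicates 1 and 2. RNA of a removed cell type was tested by level first, and 61.3% of these genes had a higher CPM in some removed type, but so did 85.9% of all 6031 genes tested, so this level decides nothing. By amount, at the shares that marker genes allow (0.0171% for T and NK cells, 2.05% for other leukocytes, 0.913% for endothelial cells and 0.126% for Kupffer cells), that RNA could bring the excess of 1 of the 119 genes (0.840%), which argues against it as the cause of the whole pattern. What brings these genes stays open.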

How the results depend on the processing

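Removing clusters with few mitochondrial UMIs, alone or with a block, and removing the top 5% of Scrublet scores were chosen only after the data were seen. Over the alternatives, 12262 values of named genes kept their side of the threshold, with changes of direction counted among them where neither fit passed. Another 342 passed that had not, 319 no longer passed and 11 reversed. Of the gene lists 3034 counts and of the main results 387 stayed, while 326 and 100 moved. No main result moved under a resolution of 0.4 (24 run), DESeq2 (15 run), or 4 bins or the score from the first component (2 run under each). Depth limits the shares of cells with a UMI, and 2 mice limit the tests, which found 39.1% of simulated log2 changes of 1. Without a library, the lone sample left in its class is assumed to vary like the other groups. The cause was not tested for the moves below, except where named.
The share of tdT-expressing cells in the BEC-like class was 1.85% with 10 components and 1.33% with RPCA integration, with Scrublet calls removed and with gene split seed 2. From 2 tdT UMIs the tdT+ and BEC-like shares were 96.5% and 1.04%, from 3 UMIs the hepatocyte-like, tdT+ and BEC-like shares were 1.70%, 97.3% and 1.05%, and thinned to 2000 UMIs the BEC-like share was 1.30%. Cyclone on thinned cells put 1.21% of the tdT+ class in G2/M, a mean over the 2 mice, as are the shares of cells with a UMI below. The share of tdT+ class cells with a Top2a UMI was 0.811% with 10 components, 0.780% with 30, 0.823% with RPCA integration, 0.775% with Scrublet calls or the top 5% of scores removed, 0.764% with gene split seed 2 and 0.767% with a resolution of 1.2 or variable genes from all genes; with RPCA integration the secondary markers were found in 33.2%.
With 800 to 4000 genes and under 25% mitochondrial UMIs, the tdT+ and BEC-like shares of tdT-expressing cells were 90.1% and 2.07%; 426 genes were higher and 369 lower than in the BEC-like class, 556 rose and 755 fell along the bins, and 67 were above and 13 below both classes. The secondary and tertiary log2 means were -0.72 and -2.57, their shares 39.5% and 17.1%, Top2a 0.565%, and 5 signature genes were higher than in the hepatocyte-like class and 0 higher than in the BEC-like class by edgeR (2 at an unadjusted p under 0.05 there; 9 genes were tested). With 400 to 7000 genes per cell, the signature genes above the BEC-like class at an unadjusted p under 0.05 numbered 8 by edgeR and 5 by DESeq2.
With all genes adjusted together, where more genes are tested by construction, 2955 genes were higher and 2666 lower than in the hepatocyte-like class, 1421 and 1359 than in the BEC-like class, 3665 and 3313 in the BEC-like than in the hepatocyte-like class, 2900 and 2923 rose and fell along the bins, and 208 and 60 were above and below both.
With the classes named without tdT, the only change was that a cluster of 818 tdT+ class cells, 98.5% with a tdT UMI, became BEC-like. The tdT+ and BEC-like shares were then 57.9% and 37.0%. In this setting 922 genes were higher and 872 lower than in the hepatocyte-like class and 218 and 117 rose and fell along the bins. The primary, secondary and tertiary log2 means were -0.72, -3.04 and -3.61, their shares 32.7%, 11.0% and 3.52%, Top2a 1.03%, and 5 signature genes were higher than in the BEC-like class. Reversed against the BEC-like class were Klf6 (-1.47), Cd44 (-2.80), Prox1 (0.86), Tgfb2 (-2.27), Cdh6 (-2.71) and tdT (-0.75), and in the BEC-like against the hepatocyte-like class Notch1 (1.71) and Serpina6 (0.11).
With mitochondria-poor clusters removed, 58 genes were lower than in both classes, the secondary share was 35.0%, Top2a 0.832% and 5 signature genes were higher than in the BEC-like class; with a block as well, 198 and 97 genes were above and below both and 8 signature genes higher. With the block alone 60 genes were lower than in both and 6 signature genes higher, and with no filter on low counts 183 genes were above both and 7 signature genes higher.
Not thinned, the tiers were found in 76.6%, 54.1% and 35.0% of cells, Mki67 in 1.60% and Top2a in 4.57%; thinned to 1000 UMIs, the tiers in 26.8%, 22.2% and 9.11% and Top2a in 0.413%.
With each library left out in turn, 746 to 1313 genes were lower than in the hepatocyte-like class, 424 to 1032 higher and 379 to 855 lower than in the BEC-like class, 45 to 156 above and 11 to 50 below both; the secondary mean was -1.46 to -1.15, the tertiary -3.15 to -2.79, and 1 to 8 signature genes were higher than in the BEC-like class. Without hepatocyte-like replicate 1 the highest of these values reversed for Cxcl1 against the hepatocyte-like class (-1.55 to 1.69) and for Cxcl1 (-3.10 to 0.14) and Gadd45a (-0.81 to 0.87) in the BEC-like against the hepatocyte-like class.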

Differences from the paper's values

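No test in this part was chosen after its result was seen, apart from the values of the cycling cluster, the cells and depth lost under a filter, and the setting without mitochondria-poor clusters. With 400 to 7000 genes per cell and the other main settings, none of the shares and cell numbers the paper states for these data differed from the values here both by more than the spread between the mice and by over 1.5 times. For BECs the paper gives a bound, under 1.2%, taken here as 1.2%. The share here, 1.58% (1.40% and 1.75% in mice 1 and 2), lies above that bound. The gap is beyond the spread between the mice of 0.249 but under 1.5 times. The paper's 3486 cells are under 1.5 times from the 4174 here, but the gap is beyond the spread between the mice of 29.7 cells. The paper removed clusters low in genes and transcripts, a step for which it states no limit. The limit set here on the median UMI count of a cluster removed no cluster in the main setting. Without the mitochondria-poor clusters, a setting chosen after seeing the values that drops none of the paper's 3 hepatocyte markers, 3493 cells stay. The hepatocyte-like class then goes from 666 and 584 to 571 and 178 cells. Of the shares of tdT-expressing cells, that of the BEC-like class differed from the paper by both measures with 10 components (1.85%) and with 800 to 4000 genes per cell (2.07%), that of the hepatocyte-like class from 3 tdT UMIs (1.70%), and those of the tdT+ and BEC-like classes with the classes named without tdT (57.9% and 37.0%).
The paper states that plastic hepatocytes show no detectable proliferation. Here only mice with a normal liver were analysed, where the paper's integrated data also hold cells of DDC-fed mice. By edgeR 8 of 11 genes of the paper's proliferation signature were higher in the tdT+ class than in the hepatocyte-like class (8 when adjusted over the list alone). Cdk1 had a log2 fold change of 1.57 (0.36, 0.00662) and Mcm6 of 2.59 (0.30, 0.000198), with standard error and adjusted p in brackets. A cluster of 38 cells, the cycling cluster, had Mki67 and Top2a among its 10 highest genes. Cyclone placed 6 of its 17 cells in mouse 1 and 3 of its 21 in mouse 2 in G2/M and 0 in S. A Mki67 UMI was found in 12 and 9 of them. Of the class's counts of 10 other signature genes, 533 and 653 lay in this cluster and 3457 and 4103 outside it. Mki67, with 1.26 (0.69, 0.158), did not pass, and after thinning a difference in its share of cells was not detectable at this depth. In S, Cyclone placed 0% of tdT+ class cells in both mice and 0.901% and 0.685% of hepatocyte-like cells, with overlapping intervals. With 800 to 4000 genes per cell and under 25% mitochondrial UMIs, the paper's filter for its integrated data and set here before the data were examined, 28 of the 38 cells have too many genes (73.7%), as have 1140 of all 2233 cells of the class (51.1%), and the median depth of the class falls from 15491 and 18613 to 9666 and 10464 UMIs. Of the 9 signature genes then tested, without Mki67 and Top2a, 5 were higher than in the hepatocyte-like class, with 4 of the former 8 among them, and 0 were higher than in the BEC-like class by edgeR (2 at an unadjusted p under 0.05).
The paper names Ttr among the hepatocyte markers that decrease. Ttr fell along the bins, and Alb and Hnf4a both fell along the bins and were lower in the tdT+ than in the hepatocyte-like class, but Ttr did not pass between these classes, at -0.68 (0.26, 0.0521), and on library size alone, without TMM factors, it was at 8825 and 10134 CPM in the hepatocyte-like and 8844 and 9025 in the tdT+ class. It passed at an adjusted p of 0.0349 with variable genes from all genes, 0.0437 with 10 components, 0.0435 with 30 components, 0.0115 with 800 to 4000 genes per cell, 0.0405 with gene split seed 2, 0.00449 with DESeq2, 0.0285 with the replicate as a block and 0.0121 without hepatocyte-like replicate 1, all set before the data were examined, and 0.0348 with mitochondria-poor clusters removed and a block, a setting chosen after seeing the values that drops none of the paper's 3 hepatocyte markers. Over all alternatives the adjusted p was 0.00449 to 0.733.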

Other observations

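The values in this part, the tests on cycling cells among them, were looked up or chosen after the data were seen, apart from the gene lists and the genes named by rule.
Beside genes of hepatocytes and BECs, the tdT+ class had genes that lay above both. Those named by rule were Mcm3, Cdk1, Hp, Ccnd1, Wfdc3, Mcm5, Cd44, Serpina6, Plac9a and Notch1, whose counts can include the transgene. Among them, Hp, Mcm3, Cdk1 and Mcm5 each lost a call in some fits with a library left out. Cd44 reversed against the BEC-like class with the classes named without tdT. The reporter tdT lay above both too, by the definition of the class. Ccnd1, a cyclin of G1, had log2 fold changes of 3.37 (0.35, 0.000113) against the hepatocyte-like and 1.74 (0.33, 0.00368) against the BEC-like class, with standard error and adjusted p, and Wfdc3 4.93 and 1.82. Others were named after their values were seen. The chemokine Ccl2 had 4.43 and 4.75, the chemokine Cxcl2 2.89 and 2.52, the Notch target Nrarp 4.56 and 4.30, the hormone Fgf21 4.22 and 7.09, and the p53 targets Cdkn1a 1.76 and 1.87 and Phlda3 4.53 and 1.37. Against the BEC-like class, Cdkn1a, Phlda3 and Ccng1 were the 3 of 14 cell cycle inhibitors and p53 targets that were higher (3 when adjusted over the list alone), and Cdkn1b and Cdkn2b the 2 that were lower (2), all by edgeR's quasi-likelihood test and named after their values were seen.
Another 38 genes were lower in the tdT+ class than in both other classes. They include Glul, glutamine synthetase, at -1.63 and -1.85, the interferon genes Ifit1 at -2.08 and -1.33, Ifit3 at -2.63 and -2.02 and Irf7 at -1.23 and -1.08, the lipid carrier Fabp5 at -2.42 and -2.65, and the sterol genes Sqle at -0.82 and -1.08 and Fdft1 at -0.94 and -1.18, each named after its values were seen. The count was 18 and 11 without tdT+ replicates 1 and 2 and 13 and 19 without BEC-like replicates 1 and 2, while simulated equal mixtures gave at most 4.
A cluster of 343 tdT+ class cells, 42 of mouse 1 and 301 of mouse 2, had tdT in 99.1% of its cells and Cdkn1a, Gdf15, Ccl2 and Ccnd1 among its 10 highest genes. Hemoglobin transcripts stood at 2211 CPM in these cells and Hbb-bs and Hba-a1 were among the same 10 genes.
The cycling cluster of the tdT+ class held 38 cells, and no biological explanation was tested. Free RNA was tested by cells with both genes first, where 2 of 8 thinned cells with a Mki67 UMI also had a Top2a UMI (25.0%, exact interval 3.19% to 65.1%, against 0.771% of 2205 cells), too few to decide; tested by level, the summed CPM of the 10 signature genes that were held out of the clustering and lie outside the 10 highest genes by which the cluster was picked was 8.61 and 8.29 times that of the other clusters of the class, with a lower bound of 7.62, which argues against evenly spread free RNA. Droplets shared with an immune cell would carry immune markers, whose excess was at most 0.667% of their level in immune cells. BECs that took up free tdT RNA would hold their own markers near the BEC-like level, but over 10 BEC markers the median ratio to the BEC-like class was 0.279 and 0.339, with upper quartiles of 0.357 and 0.435 and a highest ratio of 0.811, which argues against BECs as the whole cluster. Droplets shared by a tdT+ cell and a dividing cell of another class were not tested and stay open beyond the 0 Scrublet calls in the cluster, so dividing tdT+ cells are 1 hypothesis among those left.
Of 79 endothelial cells 25 had a tdT UMI. On library size alone, without the TMM factors of the class values, Alb in mitochondria-poor hepatocyte-like cells was at 19880 and 5168 CPM against 36129 and 49690 in the other hepatocyte-like cells of mice 1 and 2, and Ass1 at 5834 and 9767 against 2253 and 3929. Ribosomal protein transcripts were at 81673 and 83192 CPM against 57578 and 58747.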
